# Integration of spatial and single-nucleus transcriptomics to map gene expression in the developing mouse kidney

**DOI:** 10.1242/dev.205003

**Published:** 2025-12-22

**Authors:** Christopher P. Chaney, Alexandria N. Fusco, Elyse D. Grilli, Jane N. Warshaw, Peter M. Luo, Ondine Cleaver, Denise K. Marciano, Thomas J. Carroll

**Keywords:** Single-nucleus RNA sequencing, Spatial transcriptomics, Kidney development, Cell communication

## Abstract

The kidney is a complex organ requiring tightly coordinated interactions between epithelial, endothelial and mesenchymal cells during development. Congenital kidney defects can result in kidney disease and renal failure, highlighting the importance of understanding kidney formation mechanisms. Advances in RNA sequencing have revealed remarkable cellular heterogeneity, especially in the kidney stroma, although relationships between stromal, epithelial and endothelial cells remain unclear. This study presents a comprehensive gene expression atlas of embryonic and postnatal kidneys, integrating single-nucleus and *in situ* RNA sequencing data. We developed the Kidney Spatial Transcriptome Analysis Tool (KSTAT), enabling researchers to identify cell locations, predict cell–cell communication and map gene pathway activity. Using KSTAT, we were able to uncover significant heterogeneity among embryonic kidney pericytes, providing an important resource for hypothesis generation and advancing knowledge of kidney development and disease.

## INTRODUCTION

Recent advances in single-cell (scRNA-seq) and single-nucleus RNA sequencing (snRNA-seq) have revolutionized our understanding of cellular composition and signaling. These technologies have uncovered previously uncharacterized cell types, unexpected transcriptional states, and key insights into cellular differentiation. By simultaneously profiling all cells within a tissue, these approaches provide an unbiased view of cellular composition and behavior. This has led to a deeper understanding of relationships among cells, including transitions between cellular states during development, regeneration, and injury response. Rapid technological advancements now enable the analysis of tens of thousands of transcriptomes across various species, organs and experimental conditions.

However, an important aspect of cellular heterogeneity remains poorly understood: the spatial location of transcriptionally diverse cell states within their native tissue environment. scRNA-seq relies on tissue dissociation for microfluidic capture, which results in the loss of spatial information. This limitation hinders our ability to reconstruct the complex cellular landscape and its dynamics accurately.

The spatial location of a cell determines how it interacts with neighboring cells, responds to biochemical cues, and accesses essential nutrients and oxygen from the bloodstream. Integrating spatial information with transcriptome data can yield insights into cellular behavior, interactions and tissue organization. Spatial transcriptomics offers the potential to provide high-resolution information about tissue composition and function.

The kidney is a highly complex organ that plays a crucial role in maintaining blood chemistry. It achieves this through functional units known as nephrons, epithelial tubules patterned along a proximal-distal axis into distinct functional domains. An adult human kidney contains, on average, one million nephrons per kidney. Defects in the patterning and differentiation of the kidney and ureter can impair renal function, potentially necessitating dialysis or transplantation to sustain life. Congenital anomalies of the kidney and urinary tract (CAKUT) account for approximately 10% of all identified birth defects (Tain et al., 2016). Studies across populations estimate the prevalence of CAKUT ranges from 1.6 to 20 cases per 1000 births (Li et al., 2019; Hays et al., 2022). Additionally, deficits in nephron number have been implicated in systemic hypertension (Brenner and Mackenzie, 1997) and chronic kidney disease (Good et al., 2023). A deeper understanding of kidney development is therefore essential for improving the diagnosis and treatment of birth defects and for addressing subtler contributions to systemic disease arising from aberrant kidney development.

The developing kidney is a complex organ composed of multiple cell types derived from at least four distinct developmental lineages, with intricate interactions between epithelial, endothelial and mesenchymal cells (Carroll et al., 2005; Karner et al., 2011; Schnell et al., 2022). Recent scRNA-seq studies have highlighted molecular heterogeneity among embryonic renal interstitial cells (England et al., 2020), suggesting that these diverse populations create unique microenvironments that influence the differentiation of adjacent epithelial and endothelial cells.

The cellular complexity of the kidney poses significant challenges for researchers investigating its form and function. Analyses that lack spatial context risk misinterpretation of data, particularly in studies of cell–cell signaling. Recent efforts have aimed to create spatial atlases of gene expression in the embryonic kidney (Little et al., 2007; McMahon et al., 2008; Harding et al., 2011; Yu et al., 2012; Lindström et al., 2021; Fusco et al., 2025). While valuable, these resources are often constrained by the resolution of molecular localization technologies and the breadth or depth of gene coverage, meaning the number of genes detected or the number of transcripts detected per gene.

In this study, we address these limitations by combining single-cell transcriptomics with high-resolution spatial transcriptomics to generate a virtual atlas of embryonic and early postnatal mouse kidney tissue. Our analysis emphasizes the recently characterized heterogeneous renal stroma (England et al., 2020; Fusco et al., 2025; Combes et al., 2019), accurately predicting the expression and activity of genes and pathways beyond the initial set of landmark genes. This approach enables spatial visualization of gene expression, gene set enrichment, transcriptional program activity, and cell-type annotation on tissue sections. Our framework integrates spatial information into downstream modeling and computational analysis, applicable to any tissue or dataset with scRNA-seq or snRNA-seq data and limited spatial transcriptomic data. The resolution and depth provided in this analysis allow researchers to uncover cellular and molecular processes influenced by the tissue microenvironment.

## RESULTS

### *In situ* mRNA sequencing on embryonic kidneys

To achieve a systems-level understanding of how the stroma and parenchyma interact during kidney development, we sought to characterize the relationships among all cell types in the kidney at discrete developmental stages while considering the organ's complex spatial architecture.

To accomplish this, we analyzed scRNA-seq datasets from embryonic day (E) 18.5 mouse kidneys (England et al., 2020; Combes et al., 2019). Using the EIGEN algorithm (Chaney et al., 2022), we identified high-quality marker genes representing distinct cellular populations or states within the dataset (Fig. S1). We selected 90 landmark genes, including multiple markers for each cell cluster, to ensure comprehensive coverage of all known cell types in the E18.5 mouse kidney. These included both previously described and novel markers. Notably, the selected genes were enriched for stromal cell markers, reflecting our specific research focus. A heatmap of the chosen landmark genes (Fig. 1) illustrates distinct expression patterns across cell types, providing a robust foundation for further investigation. To provide some relative insight, we have grouped the clusters into broad categories: endothelium, epithelium, interstitium, leukocyte and podocyte. Each classification includes multiple clusters that represent not only different cell types but also different developmental states. For instance, the nephron progenitor cells, although not technically epithelial, are included in the epithelial classification, and the podocyte cluster most likely includes parietal epithelial cells as well as podocytes.

**Fig. 1.**
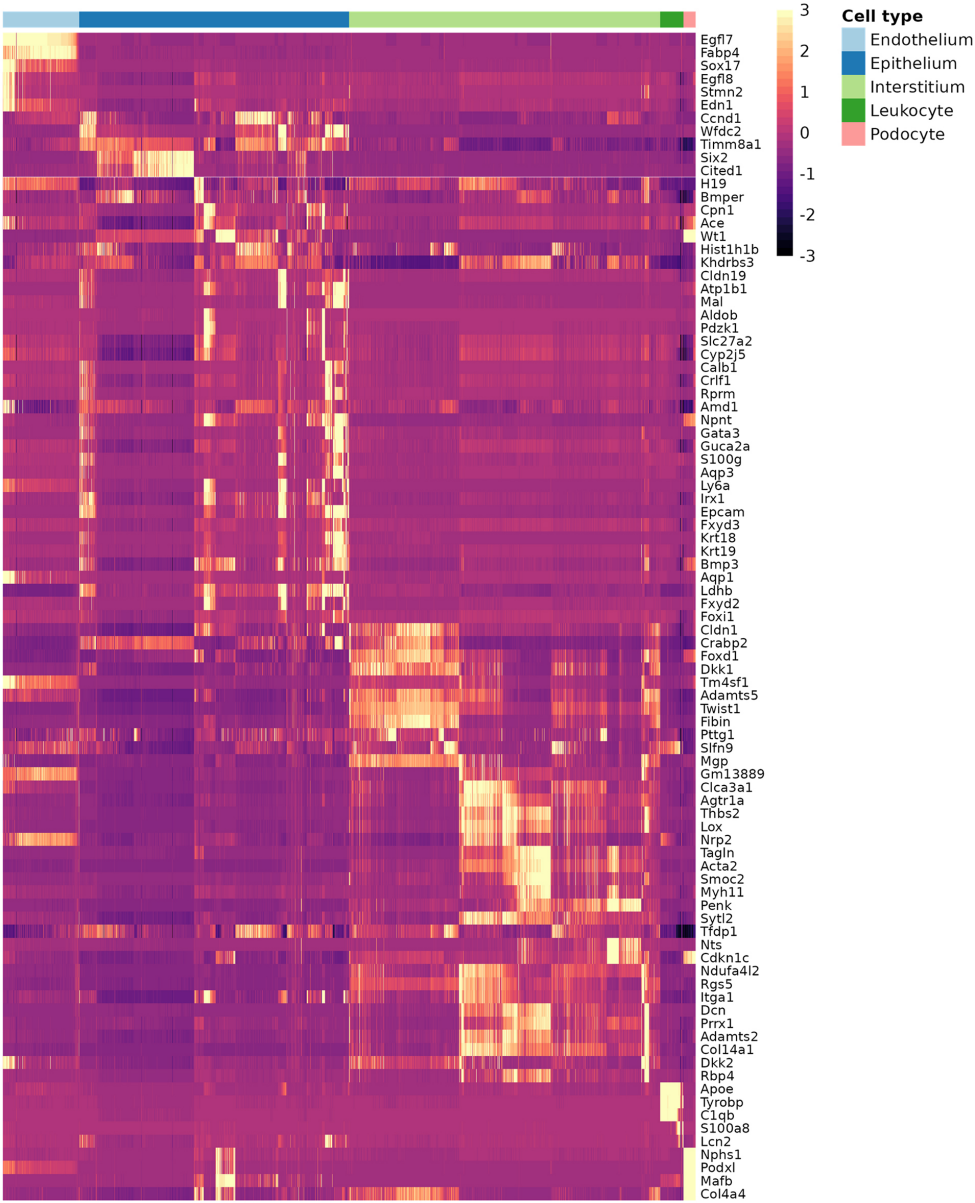
**Expression of landmark genes across cell types.** A heatmap showing the relative expression levels of landmark genes across different cell types. The data are from a combined single-cell sequencing dataset from E18.5 kidney (GEO accession numbers GSE108291 and GSE155794). The expression values are imputed and normalized to account for technical variability in the data. Cell types are annotated and ordered along the *x*-axis, as shown by the color key at the top.

We next performed direct RNA *in situ* sequencing (ISS) (Lee et al., 2022) on multiple sections of mouse kidneys at E15.5, E18.5 and postnatal day (P) 3 using fluorescently tagged barcodes for the 90 landmark genes. This method enables direct RNA detection in tissues by combining padlock probes and rolling circle amplification with ISS chemistry. Of the 90 targeted genes, 88 produced measurable signals across all three time points. Representative data from each time point are shown in Fig. S2A-C.

We analyzed scRNA-seq and snRNA-seq datasets from mouse kidneys at corresponding developmental stages. Previously published scRNA-seq data for E15.5 mouse kidneys (Lawlor et al., 2019; Naganuma et al., 2021) were obtained from Gene Expression Omnibus (GSE118486 and GSE149134, respectively). 

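Nuclei of pooled kidneys were sequenced in 1 library at E18.5 and 1 library at P3, without replicates, so no test between conditions was possible. The labels of the libraries give floxed Myc and Mycn alleles without Cre on a mixed background at E18.5, and wild-type mice of 1 inbred strain at P3, whereas the paper's methods give a mixed background for both. Age, background and library therefore cannot be told apart. The authors deposited unnormalized numbers of unique molecular identifiers (UMIs) for 32285 genes per barcode, counted with Cell Ranger, in a later release at E18.5 than at P3. The labels do not state the genome build or whether intronic reads were counted.
Barcodes were removed when their log-transformed UMIs or detected genes fell more than 3 median absolute deviations below the median. Barcodes were also removed when their mitochondrial share exceeded its median by both 3 such deviations and 0.5 percentage points. At E18.5, 21270 nuclei with 77321253 UMIs passed, with a median of 3132.5 UMIs per nucleus and 5th and 95th percentiles of 1141 and 7770.4. At P3, 11765 nuclei with 70055219 UMIs passed, with a median of 4534 UMIs and percentiles of 935 and 15619. Each library was normalized by deconvolution and clustered on its own, from the 2000 most variable genes and 50 principal components, on a graph of 10 nearest neighbors with the Walktrap method. Landmark genes and the genes named in the statements of the paper examined here were left out of the clustering. This does not cover genes chosen later, such as Ren1. A cluster was named, as 'podocyte-like' for example, only where at least 3 marker genes fixed beforehand were raised. After the clusters were seen, 4 further rules were added. A cluster stayed unnamed where another class had more markers among its 10 leading genes than its best class, where another class scored above 0.8 times its best class, or where hemoglobin genes were raised without Alas2. By the last rule, an interstitial cluster stayed unnamed when none of its markers was among its 10 leading genes. Chromosomes are those of the GENCODE M21 annotation, which lists 99.85% of the gene identifiers. Expression is given as the sum of UMIs over the nuclei of a class, scaled by the total UMIs of that class to CPM, with exact Poisson intervals at a confidence level of 95%. Shares of nuclei have exact binomial intervals. These intervals cover counting error only, and nuclei are not replicates.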

For E18.5 and P3, we generated our own datasets, as detailed in the Materials and Methods section. Following standard preprocessing, we obtained 5339 transcriptomes from E15.5 kidneys, 15,389 from E18.5 and 10,008 from P3. 

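At E18.5 the limits removed 112 of the 21600 deposited barcodes for low UMIs or genes, and 220 exceeded the mitochondrial limit of 0.602%. At P3, 0 of the 12216 barcodes fell below the limits and 451 exceeded the mitochondrial limit of 0.575%. Scrublet called 16.6% of the E18.5 nuclei and 17.4% of the P3 nuclei doublets. These nuclei were kept, and removing them was the alternative that moved the numbers most, to 17749 nuclei at E18.5 and 9716 at P3. Clustering gave 26 clusters at E18.5 and 35 at P3. Interstitium-like nuclei made up 23.3% (95% interval 22.7 to 23.8) at E18.5 and 25.3% (24.5 to 26.1) at P3. Without called doublets the P3 share moved most, to 28.7%. The clusters that received no name held 26.7% of E18.5 nuclei and 31.1% of P3 nuclei.

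**Figure D1:**
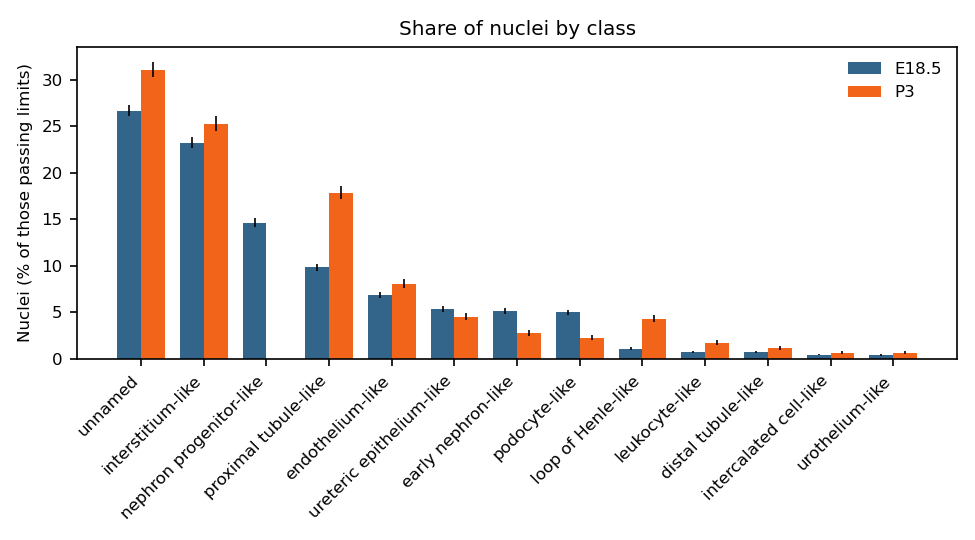
Share of nuclei in each class at E18.5 and P3, in percent of the nuclei that passed the limits. Bars are shares of 1 library per age and error bars are exact 95% binomial intervals. Nephron progenitor-like nuclei have a bar at E18.5 only, because no P3 cluster received that name.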

Of the original 90 landmark genes, 85, 86 and 80 genes, respectively, had sufficient spatial and single-nucleus transcriptomic data to support further analysis.

### Probabilistic, spatial mapping of snRNA-seq data onto embryonic kidney sections: KSTAT

Using a statistical model that predicts the likelihood of a cell's location based on its landmark gene expression profile, we integrated transcriptome measurements from individual nuclei with their physical locations on reference kidney sections. This method was an adaptation of work previously performed by Satija et al. (2015) (see Materials and Methods).

This approach enabled us to map transcriptional data from every cell or nucleus sequenced onto a spatial framework (in this case, a kidney section), effectively generating a virtual *in situ* hybridization image for every gene expressed in the datasets. Because transcriptional data from every cell in a dataset can be probabilistically mapped to a spatial location, the information contained within the individual cell's transcriptome can also be probabilistically mapped. We refer to this resource as the Kidney Spatial Transcriptome Analysis Tool (KSTAT).

To assess the accuracy of our mapping approach, we compared actual gene expression measurements from ISS to the predictions generated by our model for the landmark genes. Since the landmark genes were selected based on clusters identified in E18.5 transcriptomic data, we focused our evaluation on this time point. The model assigns non-zero expression probabilities to multiple locations within the kidney section, resulting in diffuse calculated signals. To facilitate visual comparisons, we applied a threshold to the predicted expression data, selecting the highest-probability locations for display. The number of selected locations matched those with measured ISS signals. We observed a strong correlation between the measured and predicted gene expression data; however, some discrepancies were noted. For example, although *Podxl* mRNA is expressed in both podocytes and endothelial cells at E18.5, our predictions captured podocyte expression but under-represented endothelial expression. 

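Podxl (ENSMUSG00000025608, chromosome 6) had 917 CPM (95% interval 889.5 to 945) in the 1055 podocyte-like nuclei at E18.5. In the 1461 endothelium-like nuclei it had 197 CPM (185 to 209). The ratio of endothelium-like to podocyte-like nuclei was 0.215 (0.201 to 0.230). The alternative that moved it most was Leiden clustering, which gave 0.140. Podxl UMIs were also found in classes that should lack the transcript, from 89.7 CPM in proximal tubule-like nuclei, the lowest class, to 162 in leukocyte-like nuclei. A Podxl UMI was detected in 92.2% of podocyte-like nuclei, 46.5% of endothelium-like nuclei and 27.9% of proximal tubule-like nuclei, at median depths of 3504, 3142 and 3518 UMIs. After each nucleus was thinned to 1000 UMIs, these shares were 60.6%, 19.2% and 8.85%, with 1, 11 and 9 nuclei left out for having fewer UMIs.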

We hypothesized that these differences arose from setting the expression threshold too high. To address this, we developed two solutions: (1) an automated method for optimizing thresholds (described in the Materials and Methods section) and (2) a user-controlled threshold adjustment feature, analogous to varying the development time in colorimetric mRNA *in situ* experiments. Fig. 2 shows predicted expression data and the effects of applying three arbitrarily chosen thresholds (90%, 95% and 99%) for four representative genes. 

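In the nuclei at E18.5, the other genes of Fig. 2 each had their highest sum in a different class. Smoc2 (ENSMUSG00000023886, chromosome 17) had 116 CPM in interstitium-like nuclei, 1.90 times (95% interval 1.66 to 2.19) its level in ureteric epithelium-like nuclei, the next class. Slc27a2 (ENSMUSG00000027359, chromosome 2) had 269 CPM in proximal tubule-like nuclei, 10.5 times (8.57 to 13.1) its level in early nephron-like nuclei. Egfl7 (ENSMUSG00000026921, chromosome 2) had 816 CPM in endothelium-like nuclei and 86.6 in podocyte-like nuclei, a ratio of 9.43 (8.51 to 10.5). The ratio of Egfl7 moved most under Leiden clustering, to 18.8, and that of Slc27a2 moved most without called doublets, to 21.0. The next class was taken anew under each setting, so the class compared with may have changed.

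**Figure D2:**
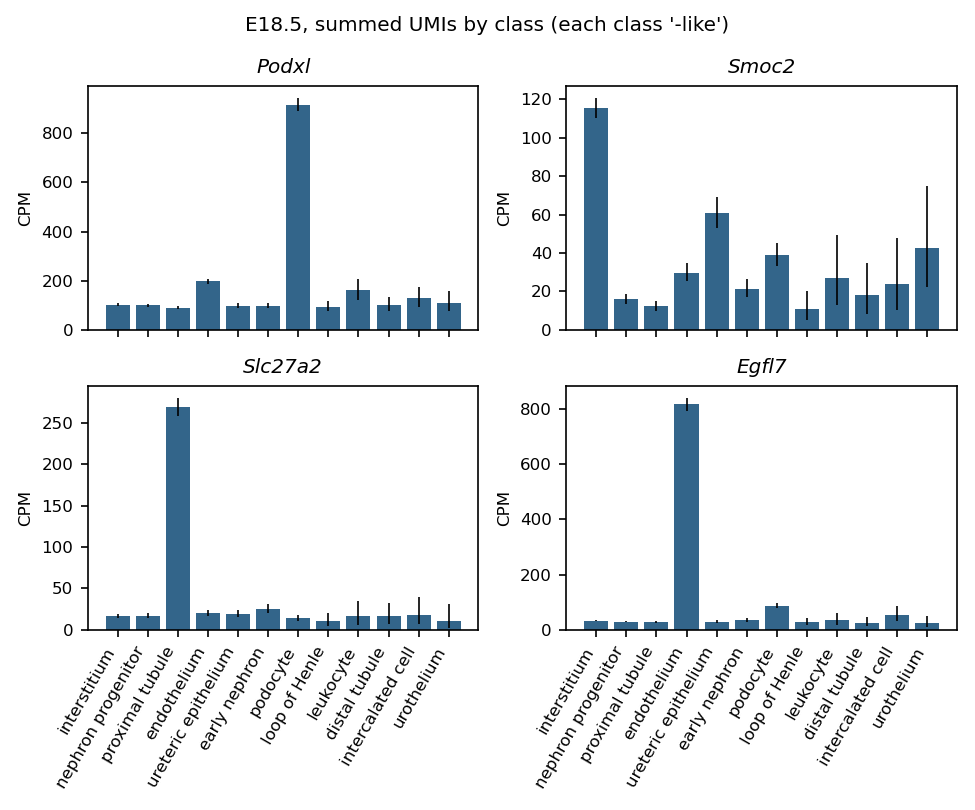
CPM of Podxl, Smoc2, Slc27a2 and Egfl7 in each named class of E18.5 nuclei. Bars come from 1 library and error bars are exact 95% Poisson intervals. Each gene has its tallest bar in a different class.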

Overall, thresholds in the 95-99% range most accurately reproduced the measured signals.

**Fig. 2.**
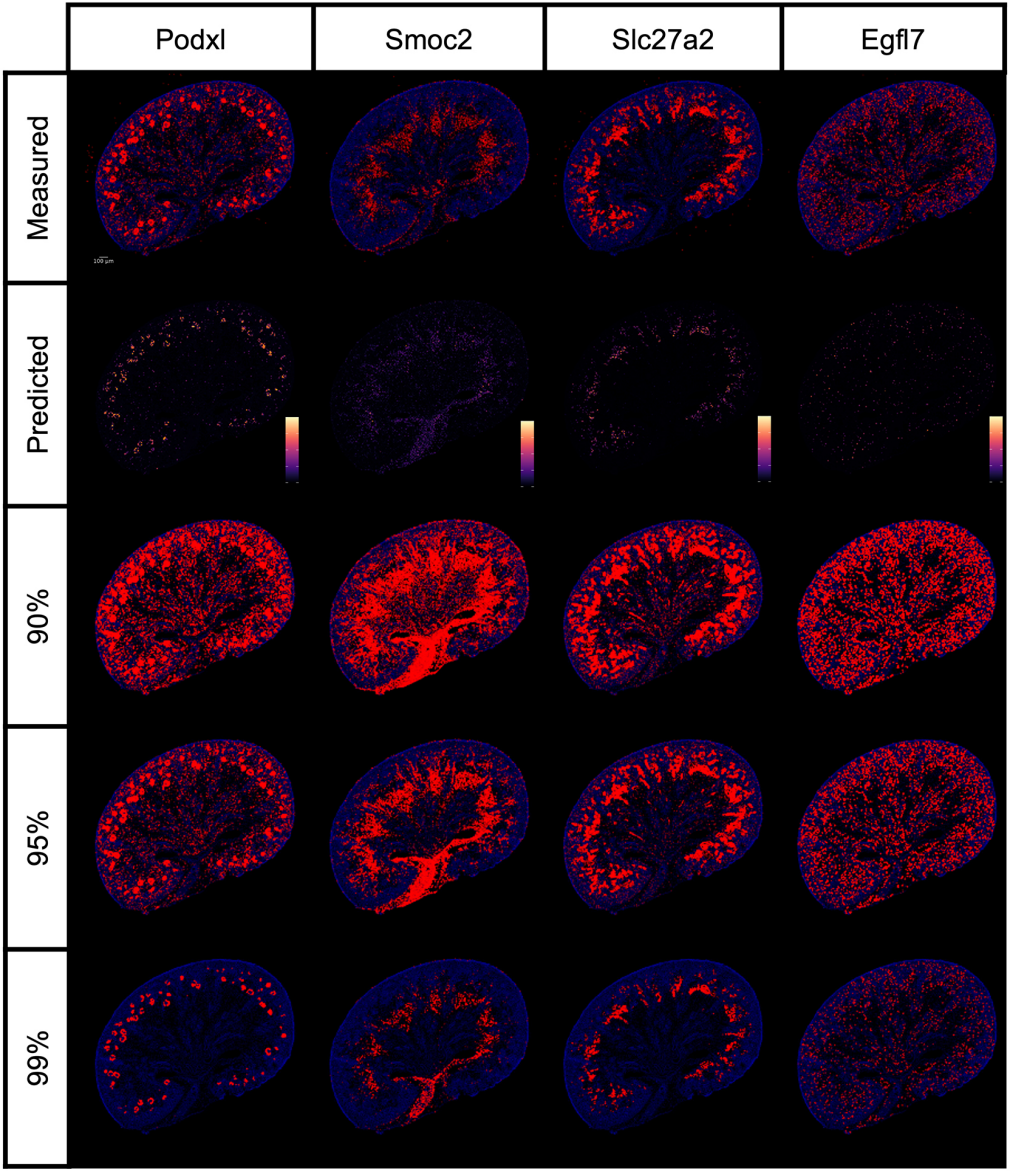
**Thresholding reconstruction and thresholding.** Comparison of the transcript distributions measured by Cartana with those inferred by KSTAT for four genes: *Podxl*, *Smoc2*, *Slc27a2* and *Egfl7*. For each gene, the expected expression calculated using KSTAT is shown alongside the results of applying thresholds at the 90th, 95th and 99th percentiles.

We quantitatively evaluated the performance of our model by assessing the reconstruction error for each landmark gene using both the full model and ‘leave-one-out cross-validation’ (LOOCV), a standard machine-learning approach for estimating model generalizability to unseen data (Murphy, 2012). The first analysis assessed the model's ability to reconstruct measured gene expression using all available data, while LOOCV provided an estimate of the model's predictive capacity for genes excluded from the training set. To quantify uncertainty and assess the fidelity of each measurement, we estimated the probability of obtaining the observed expression or a more extreme value if the signal were randomly distributed throughout the reference space (Table S1). This was achieved by calculating the distance between the measured and inferred expression distributions and comparing these values to the distances measured for a bootstrapped random distribution. Using a lower tail probability threshold of 5%, we accurately reconstructed spatial gene expression for 86 of the 88 landmark genes. LOOCV revealed reconstruction errors for four genes, resulting in accurate spatial predictions for 84 of 88 genes, an estimated accuracy of 95% when predicting spatial distributions for genes without spatial transcriptomics data.

We further validated our approach by comparing the imputed expression of several non-landmark genes with results from standard colorimetric *in situ* hybridization using single-probe sections. Predicted expression patterns qualitatively matched those obtained using antisense *in situ* hybridization techniques (Fig. 3A). 

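The genes shown in Fig. 3A were also measured in the E18.5 nuclei. Pou3f3 (ENSMUSG00000045515, chromosome 1) had 126 CPM in early nephron-like nuclei and 117 in loop of Henle-like nuclei, a ratio of 1.07 (95% interval 0.863 to 1.35) that does not order the classes. With quality limits on the linear scale the ratio was 0.277, and with 20 neighbors it was 0.617. There, early nephron-like nuclei were compared with the highest other class, which need not be loop of Henle-like. Ass1 (ENSMUSG00000076441, chromosome 2) had 107 CPM in proximal tubule-like nuclei, 3.31 times (1.89 to 6.43) the level in leukocyte-like nuclei, the next class. Cldn11 (ENSMUSG00000037625, chromosome 3) had 33.7 CPM in interstitium-like nuclei, 1.93 times (1.55 to 2.42) the level in endothelium-like nuclei. Apcdd1 (ENSMUSG00000071847, chromosome 18) had 105 CPM in interstitium-like nuclei and 39.0 in podocyte-like nuclei, a ratio of 2.69 (2.30 to 3.15). Without called doublets its ratio to the next class was 1.62. A cluster of 483 nuclei then lost its interstitium-like name, so this fall need not be an effect of doublets. From the match between predicted and hybridized patterns of these genes, the paper concludes that its model generalizes to genes outside the training set.

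**Figure D3:**
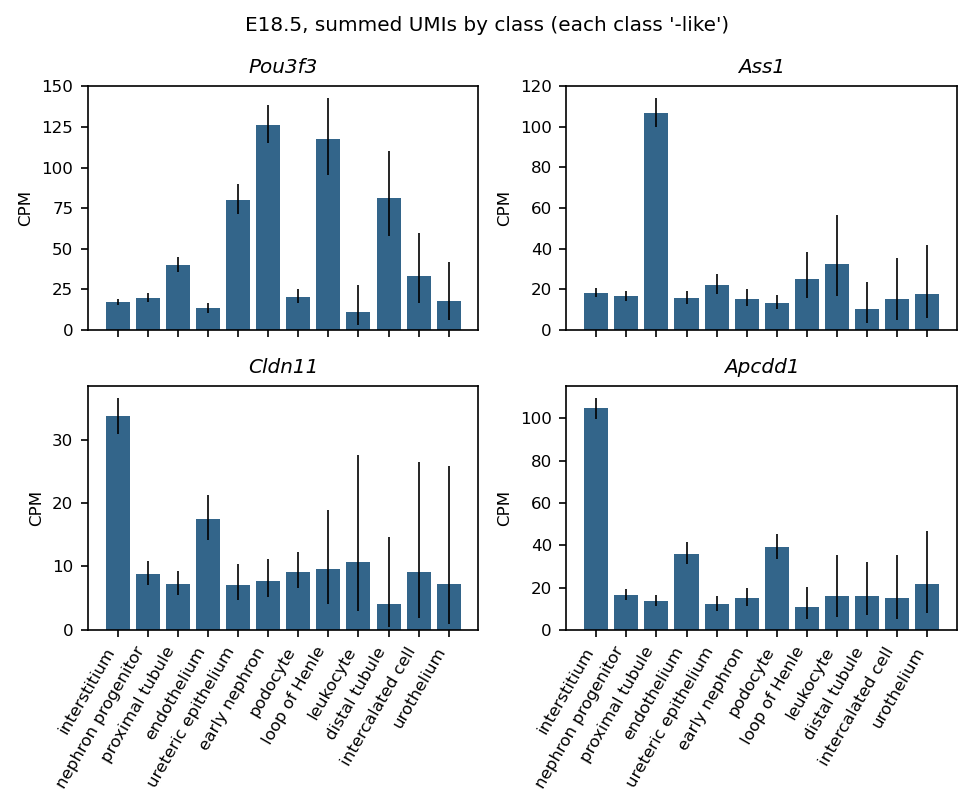
CPM of Pou3f3, Ass1, Cldn11 and Apcdd1 in each named class of E18.5 nuclei. Bars come from 1 library and error bars are exact 95% Poisson intervals. Pou3f3 has bars of similar height in early nephron-like and loop of Henle-like nuclei, and the other genes have 1 leading class each.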

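At P3, Ass1 had 412 CPM in proximal tubule-like nuclei, 10.1 times (95% interval 6.74 to 16.0) its level in leukocyte-like nuclei. Pou3f3 had 124 CPM in loop of Henle-like nuclei and 103 in early nephron-like nuclei, a ratio of 1.20 (0.995 to 1.44). Cldn11 had 39.5 CPM in interstitium-like nuclei, and 16.8 in podocyte-like nuclei, the class with the next highest level. Apcdd1 had 103 CPM in interstitium-like nuclei and 54.8 in podocyte-like nuclei. Ass1, Cldn11 and Apcdd1 thus had leading classes of the same name at both ages. Pou3f3 was not compared between the ages, because 194 of the 501 loop of Henle-like nuclei at P3 formed a cluster led by Sim2, Nrcam and Tfap2b, which were among the leading genes of the early nephron-like cluster at E18.5. Of the 319 early nephron-like nuclei at P3, 239 formed a cluster led by Grid1 and Stxbp5l, with Dmd and Cdh6, which were among the leading genes of a proximal tubule-like cluster at E18.5. The ratio at P3 therefore rests on classes whose clusters may be mixed.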

Fig. S3 shows predicted expression data for these genes at both E15.5 and P3, demonstrating consistency across developmental stages.

**Fig. 3.**
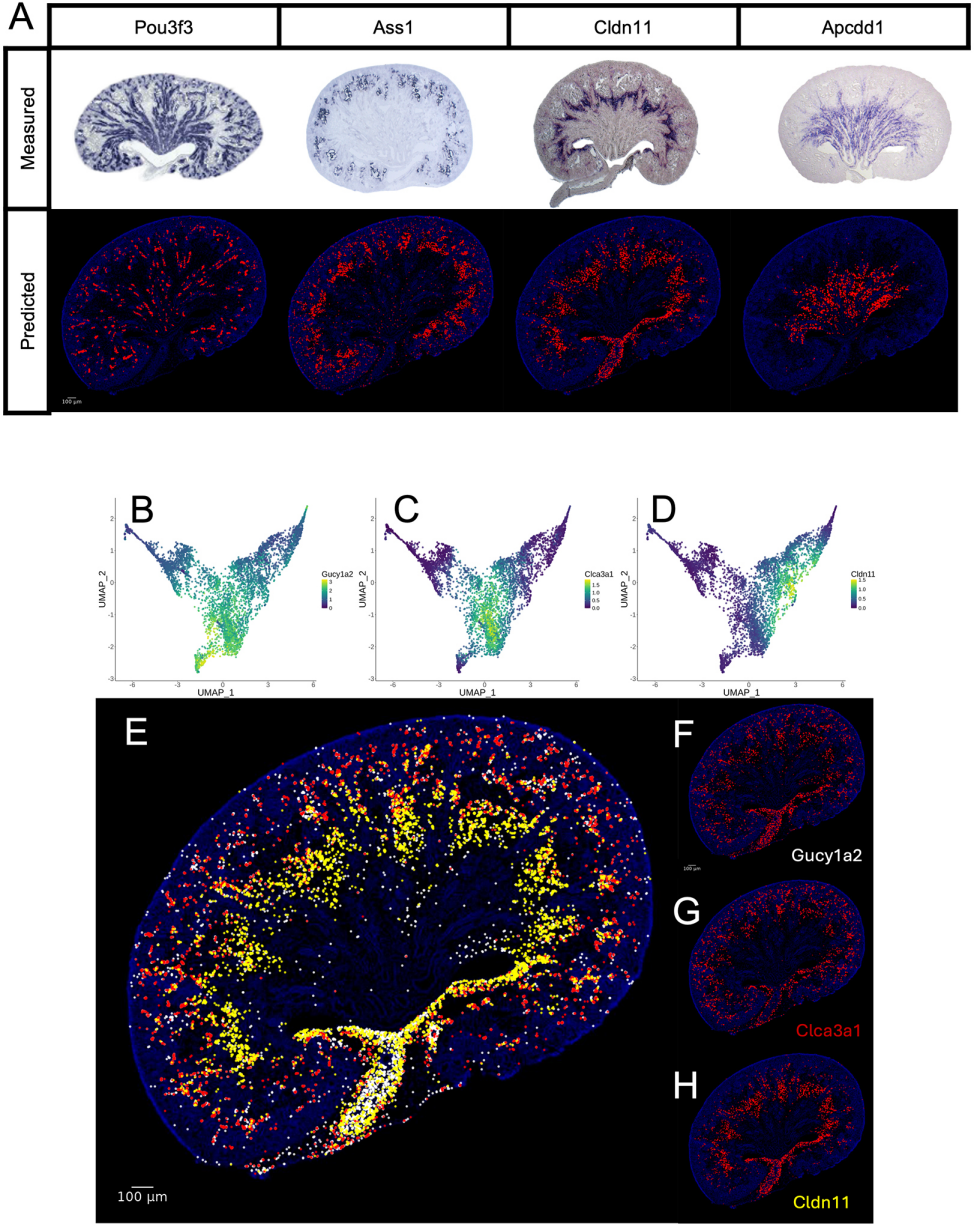
**Multiplexed prediction of high-resolution spatial expression for unmeasured genes.** (A) Validation of our model's ability to predict gene expression patterns for unseen genes. The predicted spatial distributions of *Pou3f3*, *Ass1*, *Cldn11* and *Apcdd1* are compared to their corresponding expression patterns measured using colorimetric *in situ* hybridization in E18.5 kidneys. Notably, these four genes were not part of the training set, demonstrating our model's capacity to generalize to new genes. (B-D) UMAPs of isolated interstitial cells depicting expression of *Gucy1a2*, *Clca3a1* and *Cldn11*, which are differentially enriched in three separate clusters of these cells. (E) Simultaneous projection of predicted expression for *Gucy1a2*, *Clca3a1* and *Cldn11* onto the 2D kidney permits appreciation of spatial relationships between multiple genes with related yet distinct expression patterns (*Gucy1a2*, white; *Clca3a1*, red; *Cldn11*, yellow). (F-H) Individual projections of predicted expression for *Gucy1a2*, *Clca3a1* and *Cldn11*.

### KSTAT can resolve spatial differences in individual transcripts as well as cell clusters, revealing previously unappreciated heterogeneity in renal mural cells

The raw ISS data provides subcellular resolution, with a pixel edge length of 0.16 µm, surpassing the resolution of traditional *in situ* hybridization methods. For visualization, the diameter of each plotted point was adjusted to enhance aesthetic clarity. Fig. 3B-D shows uniform manifold approximation and projection (UMAP) plots for three genes – *Gucy1a2*, *Clca3a1* and *Cldn11* – within distinct clusters of interstitial cells. 

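The 4948 interstitium-like nuclei at E18.5 were clustered again on their own, which gave 12 clusters. Gucy1a2 was highest in cluster 7, with 892 CPM over 50 nuclei, and in cluster 4, with 853 over 1355 nuclei. Clca3a1 was highest in cluster 4, with 169 CPM. Cldn11 was highest in cluster 3, with 73.3 CPM over 1085 nuclei. In all interstitium-like nuclei, Gucy1a2 (ENSMUSG00000041624, chromosome 9) had 484 CPM and Clca3a1 (ENSMUSG00000056025, chromosome 3) had 74.9.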

Previous investigations in our lab, constrained by the resolution limits of standard colorimetric *in situ* hybridization, were unable to determine whether these genes exhibited overlapping expression patterns. Fig. 3E shows a simultaneous visualization of the expression of all three genes, with point diameters approximating the average mammalian cell size (15 µm) to ensure that non-overlapping points represent distinct cells. Using KSTAT, we demonstrate that *Gucy1a2*, *Clca3a1* and *Cldn11* exhibit non-overlapping expression patterns (Fig. 3F-H), underscoring the utility of our approach for resolving spatial relationships at high resolution.

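Overlap was counted in single nuclei at E18.5 after each interstitium-like nucleus was thinned to 1000 UMIs, which left 4927 of 4948 nuclei. Gucy1a2 was detected in 1570 nuclei and Clca3a1 in 351, and 159 nuclei had both, 1.42 times (95% interval 1.21 to 1.66) the number expected from independent genes. Without thinning, 636 nuclei had both, 1.24 times the expected number. Gucy1a2 and Cldn11 were detected together in 44 nuclei, 0.914 times (0.664 to 1.23) the expected number. Clca3a1 and Cldn11 were detected together in 6 nuclei against 10.8 expected, a ratio of 0.558 (0.205 to 1.21), so neither an excess nor a deficit was detectable at this depth. Thinning to 2000 UMIs moved this pair most, to 1.08. Detection is not the same as expression. Thinned nuclei with a UMI made up 3.06% of interstitium-like and 1.79% of endothelium-like nuclei for Cldn11, and 7.12% and 3.72% for Clca3a1. For Gucy1a2 the shares were 31.9% and 6.41%. Free RNA in these counts would bring a ratio closer to 1 and could hide a deficit. From the simultaneous projection of the predicted expression, the paper concludes that these genes do not overlap. It also shows each of them enriched in a different cluster of interstitial cells.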

In addition to mapping individual transcripts, our resource allows for the spatial mapping of transcriptional clusters. Recent studies using traditional methods have revealed transcriptional heterogeneity in endothelial cells of the embryonic kidney (Barry et al., 2019; Daniel et al., 2018). However, similar analyses have not been conducted for vascular-associated cells, such as mural cells. Fig. 4A shows a UMAP of isolated stromal cells, highlighting *Pdgfrb* expression, a canonical mural cell marker. 

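Pdgfrb (ENSMUSG00000024620, chromosome 18) had 187 CPM in interstitium-like nuclei at E18.5, 3.33 times (95% interval 2.93 to 3.80) its level in podocyte-like nuclei, the next class. Among the 12 interstitial clusters, Pdgfrb reached at least 2 times the level of all interstitium-like nuclei in 1 cluster, number 7, with 389 CPM. At a limit of 1.5 times, cluster 4 was added, with 282 CPM. Clusters 8 and 5 followed, with 246 and 217 CPM. A cluster outside the named classes, number 18 of the whole library with 212 nuclei, had 519.6 CPM of Pdgfrb. Adding it to the interstitium-like nuclei, an alternative chosen after the clusters were seen, again gave 1 enriched cluster, of 204 nuclei.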

*Pdgfrb* transcripts are enriched in four distinct transcriptional clusters. Fig. 4B-E displays UMAPs individually highlighting each of these clusters. The spatial relationships of these different clusters are unknown. To address this, we used KSTAT to map the clusters simultaneously (Fig. 4F) and individually (Fig. 4G-J) onto our E18.5 reference section. These data revealed significant spatial heterogeneity among mural cells. To validate this finding, we identified transcripts differentially enriched across the four clusters (*Mgp*, *Cspg4*, *Acta2* and *Abcc9*). 

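The transcripts named for the mural clusters had their highest levels in 2 of the interstitial clusters at E18.5. Abcc9 was highest in cluster 7, with 1025 CPM against 163 in all interstitium-like nuclei. Cspg4 was also highest in cluster 7, with 123 CPM. Acta2 was highest in cluster 11, which held 9 nuclei, with 995 CPM against 126 in all interstitium-like nuclei. Mgp varied less, from 92.3 CPM in cluster 12, which held 16 nuclei with the glia marker Cdh19 among its leading genes, to 232 in cluster 11. It had 175 CPM in leukocyte-like nuclei and 152 in interstitium-like nuclei, a ratio of 1.15 (95% interval 0.885 to 1.47) that does not order these classes. Podocyte-like nuclei, the lowest class, had 95.2 CPM. Rgs5 was highest in cluster 7, with 154 CPM, and next in cluster 4, with 132.

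**Figure D4:**
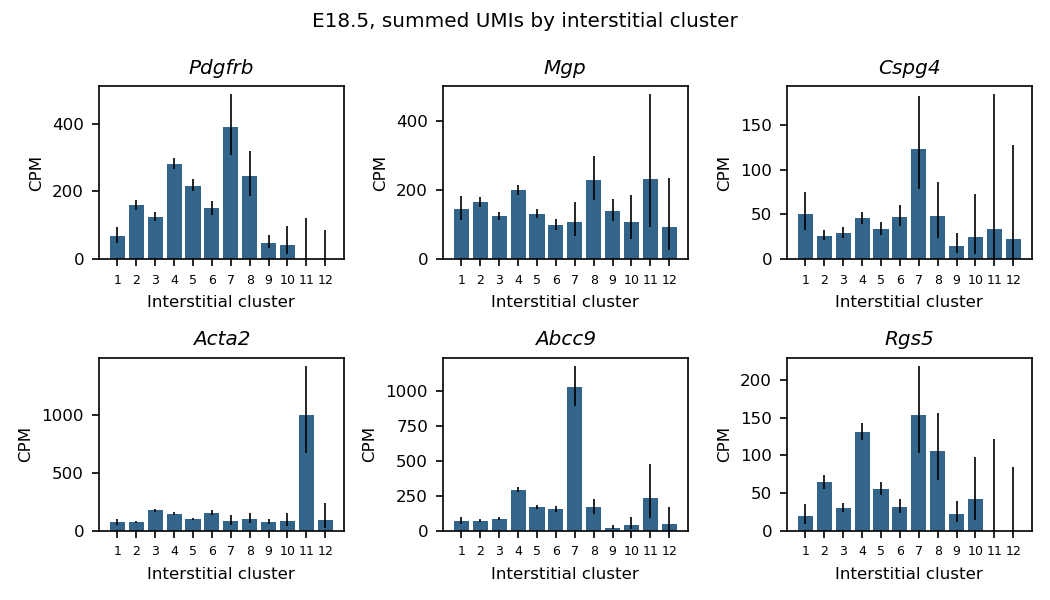
CPM of Pdgfrb, Mgp, Cspg4, Acta2, Abcc9 and Rgs5 in the 12 interstitial clusters at E18.5. Bars come from 1 library and error bars are exact 95% Poisson intervals. Cluster 7 has the tallest bars of Pdgfrb, Cspg4, Abcc9 and Rgs5, and cluster 11, of 9 nuclei, that of Acta2.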

UMAPs representing expression of these genes are shown in Fig. S4A-D. Spatial mapping with KSTAT, in combination with the expected expression of canonical mural cell markers (*Rgs5* and *Pdgfrb*), with KSTAT confirmed the spatial differences in gene expression (Fig. S4E-K).

**Fig. 4.**
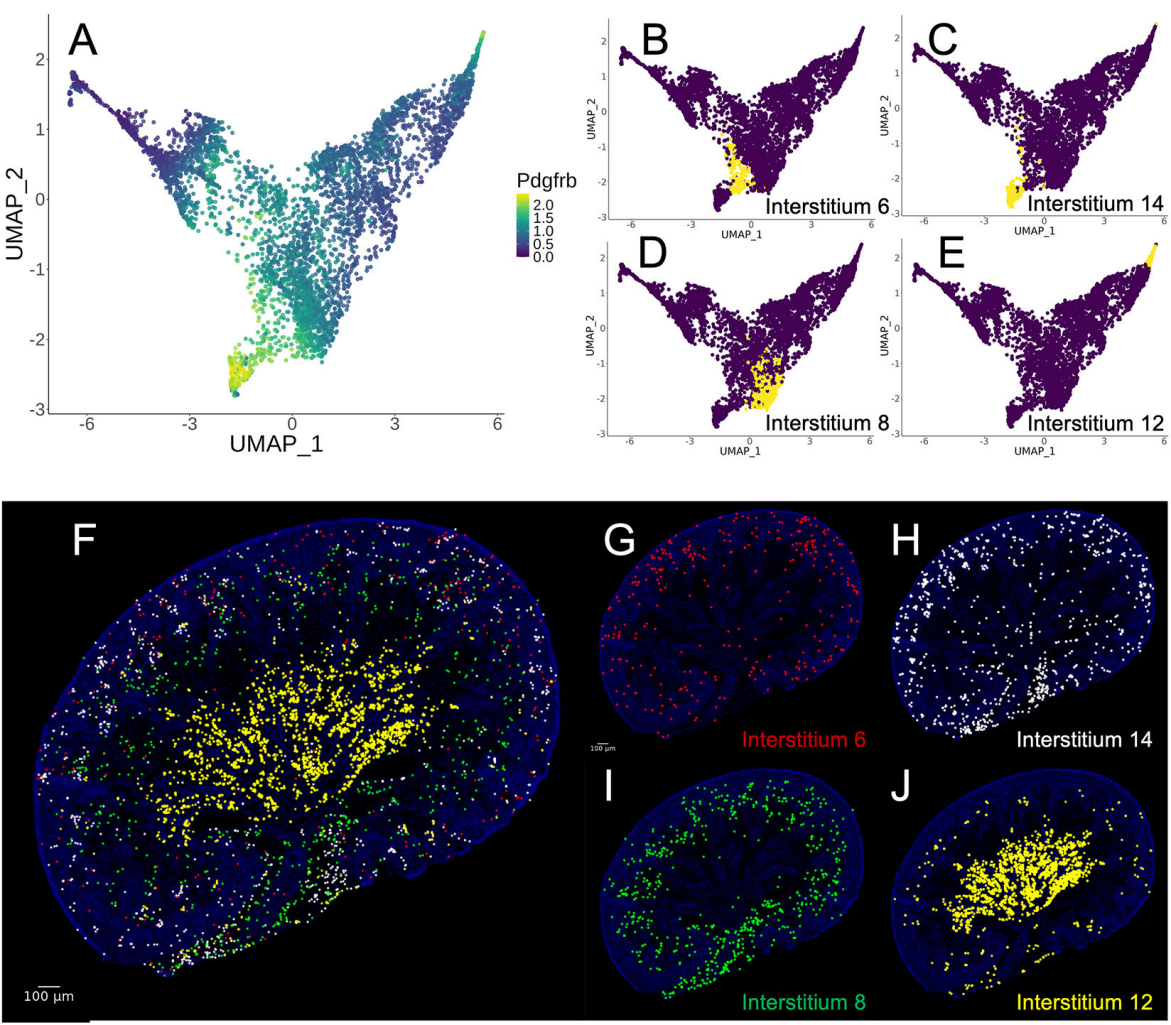
**Spatial heterogeneity of mural cells.** (A) UMAP of isolated stromal cells colored by expression of the mural cell marker *Pdgfrb*. (B-E) UMAPs indicating four snRNA-seq expression clusters predicted to be marked by *Pdgfrb* expression. (F) Composite prediction of the spatial locations of the four snRNA-seq expression clusters highlighted in B-E (6, red; 14, white; 8, green; 12, yellow). (G-J) Individual predictions of the predicted spatial locations of the four clusters identified in B-E.

To corroborate these findings, we performed multiplex fluorescent *in situ* hybridization on E18.5 kidney sections using probes for the identified clusters (Fig. S4L-P). This analysis confirmed the spatial heterogeneity of the four clusters (Fig. S4L). Additionally, the *in situ* data detected two known mural cell types – mesangial cells and vascular smooth muscle cells – that were not resolved as transcriptionally distinct clusters in the snRNA-seq data (see Discussion).

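Marker genes were used to look for these cell types among the interstitial clusters at E18.5. Cluster 11 was smooth muscle-like, with Myh11 and Actg2 among its leading genes, and 0 clusters were mesangial-like. Cluster 3, of 1085 nuclei, had 3 smooth muscle markers raised but stayed unnamed, because none of them was among its 10 leading genes. Without that rule, which was chosen after the clusters were seen, 2 clusters were smooth muscle-like and 0 were mesangial-like. The mesangial name needs 3 of its 4 markers raised. Of these, Itga8 was found in 57.3% of interstitium-like nuclei and Nt5e had only 7.58 CPM there. Neither was easily raised in a cluster, so this naming could not decide whether mesangial nuclei were present.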

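Gucy1a1 (ENSMUSG00000033910, chromosome 3) had 430.5 CPM in interstitium-like nuclei at E18.5, 3.33 times (95% interval 3.06 to 3.62) its level in podocyte-like nuclei. Its level was 656 CPM in interstitial cluster 7 and 529 in cluster 4, where Pdgfrb was also highest. Gucy1a1 was detected together with Gucy1a2 in 544 thinned nuclei, 1.11 times (1.02 to 1.21) the number expected from independent genes. Across the 12 interstitial clusters the levels of both genes were correlated (Spearman's rho 0.797), although clusters are not independent replicates and cluster 12, of 16 nuclei, had the glia marker Cdh19 among its leading genes.

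**Figure D5:**
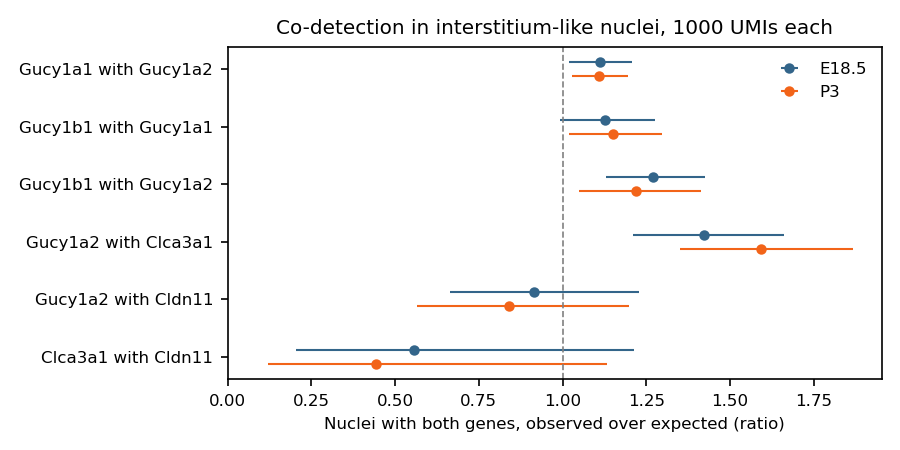
Number of interstitium-like nuclei with UMIs of both genes of a pair, over the number expected from independent genes, at E18.5 and P3. Points are ratios in 1 library per age after thinning to 1000 UMIs, bars are exact 95% Poisson intervals and the dashed line marks a ratio of 1. The interval of Gucy1a2 with Clca3a1 lies above 1 at both ages.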

At E18.5, *Gucy1a1* and *Gucy1a2* were differentially enriched in two of the mural cell clusters discussed above. The Gucy genes encode subunits of soluble guanylate cyclase (sGC), an enzyme activated by nitric oxide that converts GTP to cGMP. This signaling system has been implicated in pericyte maintenance, proliferation and vascular smooth muscle tone regulation (Rees et al., 1989; Stasch et al., 2011; He et al., 2016). The sGC enzyme is a heterodimer consisting of alpha and beta subunits. 

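The annotation lists a pair of beta subunit genes. Gucy1b1 (ENSMUSG00000028005, chromosome 3) had 2632 UMIs in interstitium-like nuclei at E18.5, or 165 CPM, and 150.1 CPM at P3. Gucy1b2 (ENSMUSG00000021933, chromosome 14) had 53 UMIs in 51 of all E18.5 nuclei, or 0.685 CPM (95% interval 0.513 to 0.897). In interstitium-like nuclei it had 8 UMIs at E18.5 and 5 at P3. A Gucy1b1 UMI was found in 33.1% of interstitium-like and 6.61% of proximal tubule-like nuclei at E18.5, at median depths of 2974.5 and 3518 UMIs. Among the thinned E18.5 nuclei with Gucy1b1, 35.2% also had Gucy1a1, 1.13 times (0.992 to 1.28) the expected number and 1.14 times (1.05 to 1.23) at 2000 UMIs, and 40.5% had Gucy1a2, 1.27 times (1.13 to 1.43).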

In our E18.5 and P3 snRNA-seq datasets, *Gucy1b1* was the only beta subunit detected and appeared to encompass the expression domains of both *Gucy1a1* and *Gucy1a2* at E18.5 (Fig. 5A,B, Fig. S5A-C). At P3, *Gucy1a1* and *Gucy1a2* expression remained largely non-overlapping but became more restricted to the juxtamedullary and outer medullary regions, respectively (Fig. 5C,D, Fig. S5D-F). 

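In interstitium-like nuclei at P3, Gucy1a1 had 949.9 CPM and Gucy1a2 had 570.3. After thinning, 2971 nuclei remained at P3. Of the 1061 with Gucy1a2, 63.5% also had Gucy1a1, 1.11 times (95% interval 1.03 to 1.20) the expected number. With nuclei thinned to 2000 UMIs the ratio was 1.05 (0.987 to 1.11). This Poisson interval ignores that the number of nuclei with each gene is fixed. It is too wide for genes this common, so it does not exclude an excess. Across the 10 interstitial clusters at P3, rho between both genes was 0.418. Cluster 10 among them, of 39 nuclei with a median of 10568 UMIs, was led by the endothelium markers Adgrl4, Flt1, Tek and Pecam1 and may hold endothelial nuclei or doublets.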

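At P3, 413 thinned interstitium-like nuclei had a Gucy1b1 UMI. Of these, 65.9% also had Gucy1a1 and 43.6% also had Gucy1a2. Set against independent detection, the pair with Gucy1a1 reached 1.15 times (95% interval 1.02 to 1.30) the expected number and the pair with Gucy1a2 reached 1.22 times (1.05 to 1.41). At a depth of 2000 UMIs these ratios were 1.08 (0.993 to 1.17) and 1.20 (1.09 to 1.32). The levels of Gucy1b1 across the 10 P3 clusters, the one led by endothelium markers included, had a rho of 0.855 with Gucy1a1 and 0.564 with Gucy1a2.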

*Gucy1b1* expression overlapped almost entirely with that of *Gucy1a2* and showed minimal overlap with *Gucy1a1*. These observations suggest that distinct isoforms of the alpha and beta subunits are under separate transcriptional control and may contribute to the development/function of specific pericyte populations and/or distinct developmental processes.

**Fig. 5.**
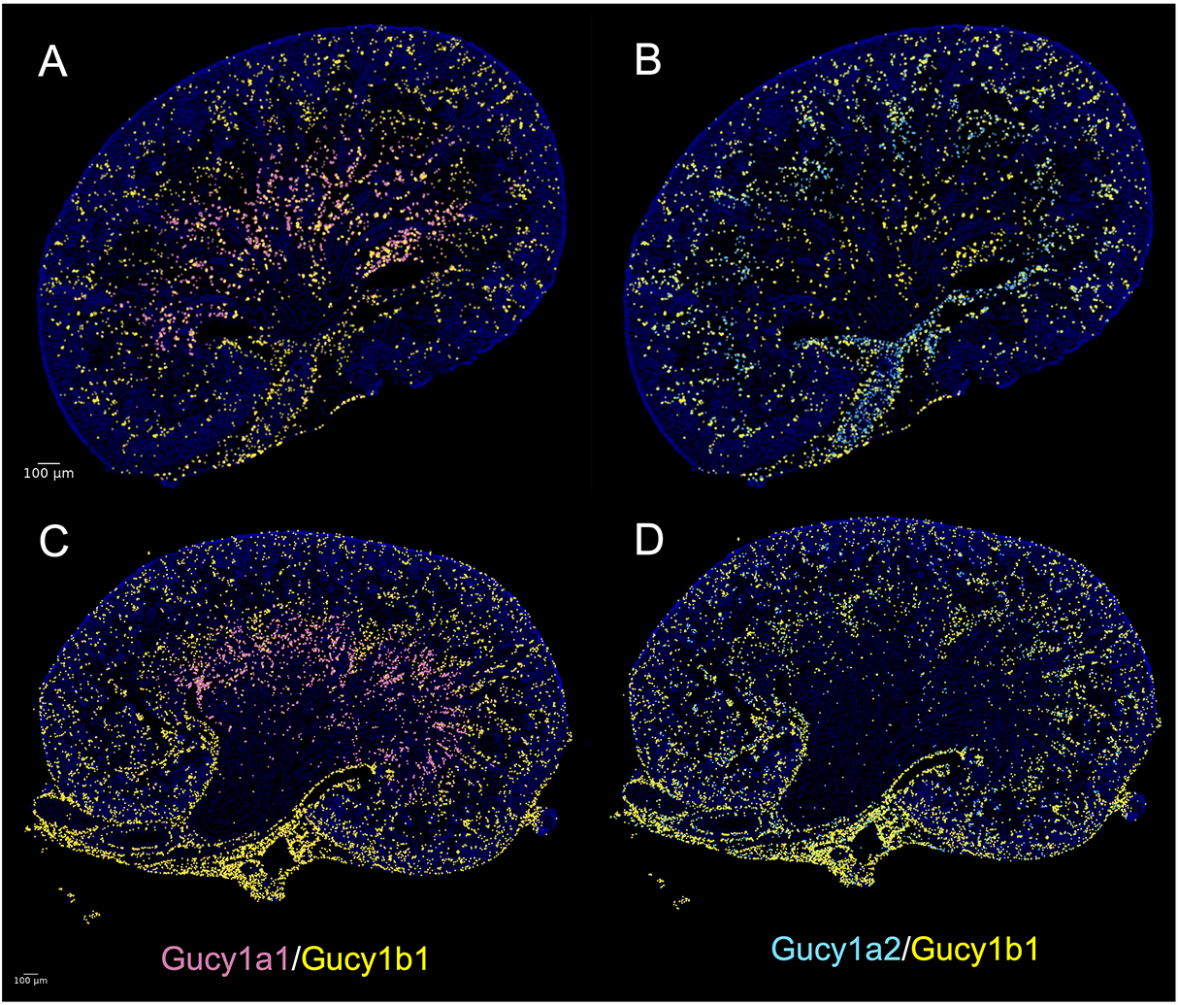
**Late embryonic and early postnatal heterogeneity of sGC expression.** (A,C) Predicted spatial expression of *Gucy1a1* (pink) and *Gucy1b1* (yellow), the subunits of the canonical sGC heterodimer, at E18.5 (A) and P3 (C). (B,D) Predicted spatial expression of *Gucy1a2* (cyan) and *Gucy1b1* (yellow), the subunits of the alternative sGC heterodimer, at E18.5 (B) and P3 (D).

### KSTAT allows spatial mapping of molecular pathways

Our resource can also assign spatial information to predicted transcription factor activity (regulon activity). Using SCENIC (Aibar et al., 2017), we predicted LEF1 regulon activity from snRNA-seq data. This represents a set of genes that are likely co-regulated by LEF1 identified by finding genes expression patterns of which correlate with that of *Lef1* and promoters of which contain its predicted binding motif. The measured activity of the LEF1 regulon is projected onto the E18.5 UMAP in Fig. 6A. Spatial mapping of the LEF1 regulon onto the reference tissue section (Fig. 6B) revealed predicted activity in the medullary stroma, cortical renal vesicles, and ureteric bud. This spatial pattern closely mirrors both the expression of LEF1 (Fig. 6C) and previously demonstrated activity of LEF1 protein in the kidney (Marose et al., 2008; Yu et al., 2002; Drake et al., 2020).

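Regulon activity was not analysed here, and the transcript of Lef1 (ENSMUSG00000027985, chromosome 3) was measured in its place. At E18.5 it had 159.8 CPM in interstitium-like nuclei, 1.82 times (95% interval 1.74 to 1.91) its level in all other nuclei. Without the called doublets the ratio reversed to 0.887, and a Lef1-rich cluster of 483 nuclei was then no longer named. Within the interstitium, cluster 6 had 756 CPM and cluster 3 had 276. Podocyte-like nuclei had 197 CPM, early nephron-like nuclei 159.7 and ureteric epithelium-like nuclei 31.3. From the mapped regulon, the paper concludes that predicted activity resembles the expression of LEF1 in the kidney.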

**Fig. 6.**
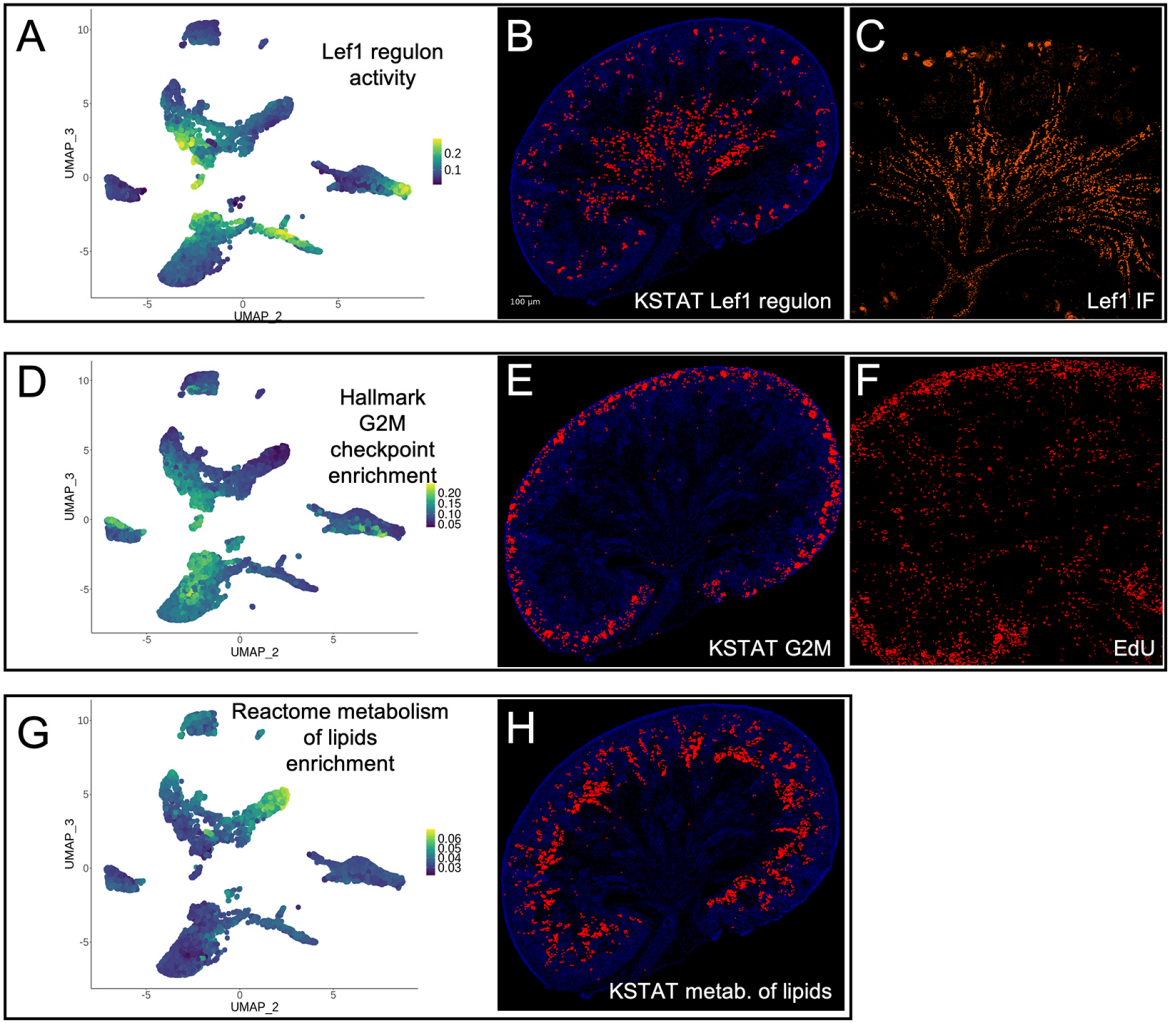
**Projection of cell properties.** (A) UMAP depicting the results of regulatory network analysis using SCENIC reveals LEF1 regulon activity. (B) The corresponding spatial distribution of highest predicted LEF1 regulon inferred by KSTAT. (C) Immunofluorescence localization of LEF1 in an E18.5 kidney section. (D) Enrichment analysis of MSigDB hallmark genes involved in the G2/M checkpoint projected onto a UMAP. (E) The predicted spatial enrichment of this gene with a threshold applied to show the top percentile. (F) EdU labeling (red) after a 1.5-h pulse in E18.5 mouse kidney. (G,H) Enrichment analysis of lipid metabolism-related genes measured with AUCell (left, UMAP plot). The predicted spatial enrichment of this gene set is shown on the right, with a threshold applied to display the top percentile.

The KSTAT resource also enables cell-level mapping of gene set enrichment for curated gene sets, such as those available in MSigDB (Liberzon et al., 2011). For instance, in Fig. 6D, we mapped the hallmark gene set for G2-to-M progression onto the E18.5 UMAP. Fig. 6E projects the gene set enrichment onto the reference kidney section. Enrichment of the G2-to-M gene set in the kidney cortex aligns with known indicators of cell division. This finding was corroborated by 5-ethynyl-2'-deoxyuridine (EdU) incorporation assays, where a 1.5-h EdU pulse administered to pregnant dams revealed active cell division in the cortical region (Fig. 6F).

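The hallmark gene set was not used here. In its place, the 54 G2/M genes of the Seurat list were summed at E18.5. Their sum in nephron progenitor-like nuclei was 1.24 times (95% interval 1.22 to 1.25) that in all other nuclei, and 1.11 with Leiden clustering, the alternative that moved it most. Of the 54 genes, 52 were higher in nephron progenitor-like nuclei. Their median log2 ratio of 0.29 lay above all of 10000 random lists matched on mean expression. The Reactome list of the G2/M transition, with 94 genes expressed, reached the 99.85th percentile of its random lists. In nuclei thinned to 1000 UMIs, at least 5 G2/M UMIs were found in 39.9% of nephron progenitor-like, 36.1% of endothelium-like, 28.1% of interstitium-like and 14.0% of podocyte-like nuclei. The share was 49.0% in the nuclei of unnamed clusters.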

Next, we evaluated whether metabolic pathways could be spatially mapped in the developing kidney using transcriptomic data. In Fig. 6G, we mapped the Reactome ‘metabolism of lipids’ gene set onto the E18.5 UMAP. Using AUCell (Aibar et al., 2017) to measure gene set enrichment in individual nuclei, we projected the results onto the reference tissue section (Fig. 6H). 

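An older release of the Reactome set, on the metabolism of lipids and lipoproteins, was summed at E18.5, with 510 of its 517 genes in the data. Proximal tubule-like nuclei had 1.28 times (95% interval 1.27 to 1.28) the level of all other nuclei, the highest ratio of the 12 named classes. Distal tubule-like and leukocyte-like nuclei followed, both with a ratio of 1.20. The alternative that moved the ratio most removed called doublets and gave 1.54. The set holds the markers Lrp2 and Cubn, and without them, an alternative added after the list was seen, the ratio was 1.18. Distal tubule-like and leukocyte-like nuclei (both 1.22) and urothelium-like nuclei (1.19) then exceeded it. For the 413 genes expressed, the median log2 ratio was 0.05 and lay above all of the random lists matched on mean expression, whose median was -0.12. For 20 fatty acid oxidation genes from a hand-written list, the ratio was 1.32 in proximal tubule-like nuclei. It was 1.54 in distal tubule-like, 1.46 in urothelium-like and 1.43 in loop of Henle-like nuclei. Of the 2088 proximal tubule-like nuclei, 1594 formed a cluster led by Grid1 and Stxbp5l, whose next best class was early nephron. The paper's statement is about maturing proximal tubules. The lists were not summed for the clusters of this class separately, so the order of classes does not decide it.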

The data suggest that lipid metabolism is active in maturing proximal tubules, consistent with recently published findings (Tortelote et al., 2021).

### Spatial information provided by KSTAT improves accuracy of receptor ligand predictions

The early stages of kidney development rely on interactions between mesenchymal and epithelial cells. Our dataset enables the investigation of cell–cell communication by modeling ligand–receptor interactions while incorporating spatial information within the tissue architecture. To test the utility of our dataset in identifying biologically significant interactions, we queried ligand–receptor pairs predicted to be active within the metanephric mesenchyme. Initially, we used CellPhoneDB, an algorithm that does not account for spatial information (Efremova et al., 2020). Among the predicted interactions was the ligand Wnt5a binding to the co-receptor complex Fzd3/Lrp6 (Table S2). 

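Binding was not modelled here, and only the transcripts were measured. Wnt5a (ENSMUSG00000021994, chromosome 14) had 61.9 CPM in interstitium-like nuclei at E18.5, 2.34 times (95% interval 2.16 to 2.53) its level in all other nuclei. Removing called doublets moved this ratio most, to 1.84. A cluster of 483 nuclei then lost its interstitium-like name, so the fall need not be an effect of doublets. Within the interstitium it was highest in clusters 7 and 6, with 164 and 130.5 CPM, and it had 15.2 CPM in nephron progenitor-like nuclei.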

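In nephron progenitor-like nuclei at E18.5, Fzd3 (ENSMUSG00000007989, chromosome 14) had 169.6 CPM, 2.39 times (95% interval 2.26 to 2.52) its level in all other nuclei. Lrp6 (ENSMUSG00000030201, chromosome 6) had 349.6 CPM there, 1.29 times (1.25 to 1.34) its level elsewhere, and 374 in early nephron-like nuclei. Among 3099 nephron progenitor-like nuclei thinned to 1000 UMIs, 135 had both transcripts, 0.969 times (0.812 to 1.15) the number expected from independent genes.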

Our E18.5 spatial atlas revealed that Wnt5a is expressed in the medullary stroma, while Fzd3/Lrp6 is co-expressed in cortical nephron progenitor cells (Fig. 7A), consistent with previous findings (Yu et al., 2002).

**Fig. 7.**
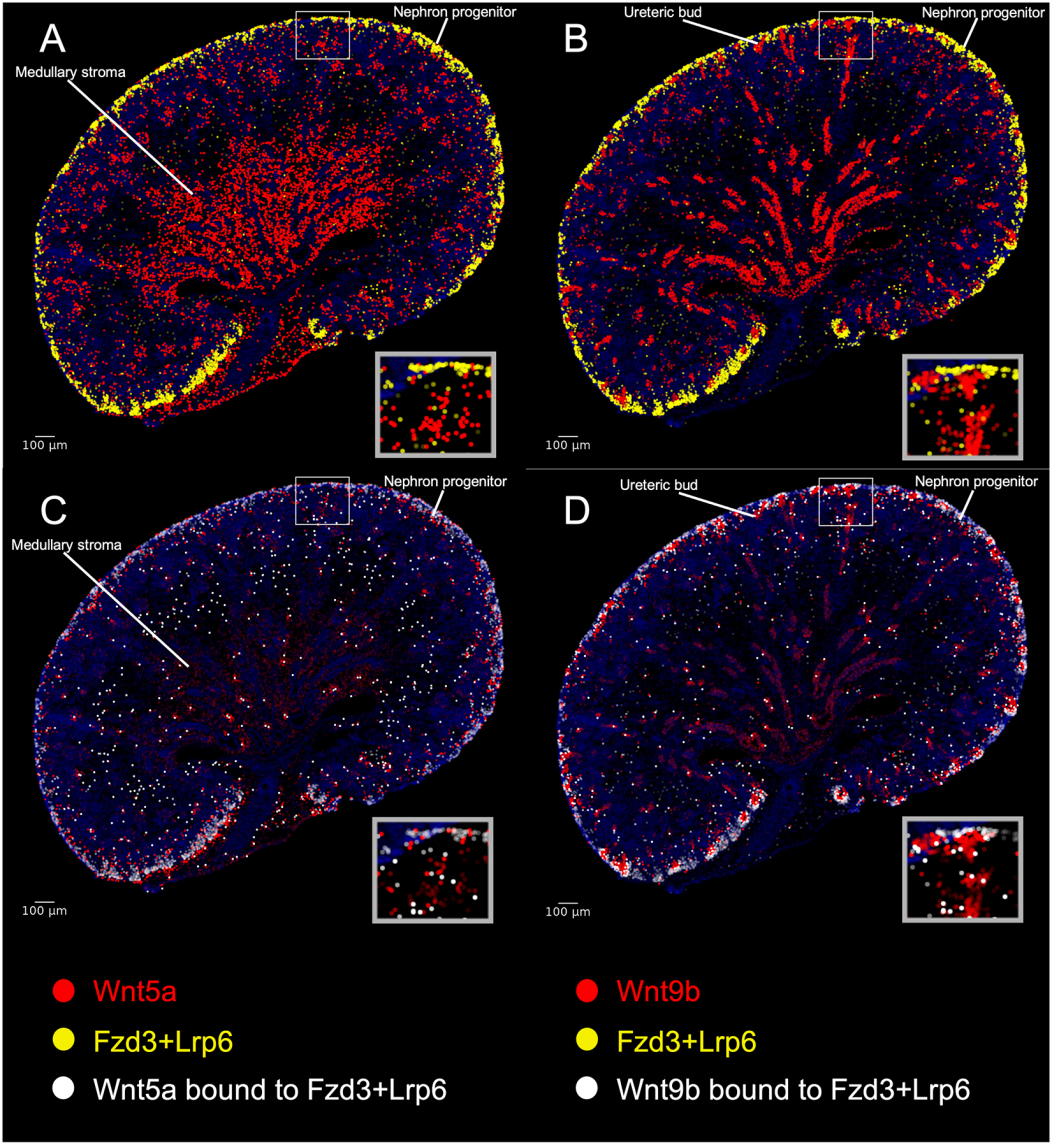
**Predicting ligand–receptor interactions with KSTAT.** Demonstration of the ability of our model (KSTAT) to predict ligand–receptor interactions in the kidney. (A,B) The predicted spatial distributions of ligand–receptor complexes inferred by KSTAT are shown for two interactions: Wnt5a (red) with co-receptors Fzd3 and Lrp6 (yellow), and Wnt9b (red) with Fzd3 and Lrp5 (yellow). (C,D) The results of optimally transporting the ligands to their receptors. Locations where receptor complexes receive ligand are highlighted in white, with opacity determined by the ratio of ligand to receptor concentration. This visualization illustrates the predicted spatial patterns of ligand–receptor binding.

We next used our spatial dataset to refine the analysis by incorporating spatial expression patterns of the interacting proteins. Interestingly, our model deprioritized the Wnt5a/Fzd3 interaction and instead predicted that Wnt9b signals through Fzd3/Lrp5. The spatial dataset confirmed that Wnt9b is expressed throughout the ureteric bud and collecting ducts, while Fzd3/Lrp5 is co-expressed in nephron progenitors (Fig. 7B). 

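Wnt9b (ENSMUSG00000018486, chromosome 11) had 92.4 CPM in ureteric epithelium-like nuclei at E18.5, 15.6 times (95% interval 13.5 to 18.0) its level in all other nuclei. The ratio rose most, to 23.7, without called doublets. Lrp5 (ENSMUSG00000024913, chromosome 19) had 53.9 CPM in nephron progenitor-like nuclei, 0.863 times (0.789 to 0.942) its level in all other nuclei, and was highest in endothelium-like nuclei, with 107 CPM. Lrp5 and Fzd3 were detected together in 30 thinned nephron progenitor-like nuclei, 1.21 times (0.817 to 1.73) the expected number, and 1.20 times (1.05 to 1.36) without thinning. From the distances between cells that produce ligand and receptor, the paper reasons that Wnt9b reaches its receptor complex more effectively than Wnt5a. Its text gives this complex as Fzd3 with Lrp5, and the entry in bold for Wnt9b in its Table S2 gives Fzd3 with Lrp6.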

Previous genetic work suggests that Wnt9b, and not Wnt5a, signals to nephron progenitors (Carroll et al., 2005; Karner et al., 2011; Pietilä et al., 2016). Nonetheless, we used the data from KSTAT to quantitatively assess the likelihood of these interactions. We utilized GeomLoss (Feydy et al., 2019) to calculate the spatial distances between cells producing the ligands and receptors, reasoning that the likelihood of interaction is inversely related to this distance. Fig. 7C and D depict the predicted receptor-bound ligands, with bound receptors appearing white and saturation levels represented by the opacity of the spots denoting bound receptors: low predicted ligand binding is nearly transparent, while stoichiometric saturation is shown as bright white. Fig. 7C illustrates less-effective binding for the Wnt5a/Fzd3-Lrp6 complex, whereas the Fzd3/Lrp5 receptor complex is almost fully saturated with Wnt9b (Fig. 7D). In Fig. 7A,B, the intensity brightness of red corresponds to the amount of ligand at that location whereas in Fig. 7C,D, the brightness of red indicates the amount of ligand from that location that effectively bound receptor. This analysis is consistent with previously published work and underscores the importance of spatial information in improving predictions of biologically relevant cell–cell communication events.

## DISCUSSION

Recent advances in transcriptomic technologies have enabled the creation of gene expression atlases for various tissues and organs. Traditional approaches, such as antisense mRNA *in situ* hybridization and antibody staining, provide spatial context but are limited by shallow gene coverage and variability between tissue sections, complicating comparisons across genes. Conversely, single-cell transcriptomic datasets offer greater depth, capturing thousands of sequencing reads per cell and profiling thousands of cells simultaneously. However, tissue dissociation in these methods results in a complete loss of spatial context, hindering analyses that rely on understanding cellular relationships within the native tissue architecture. Spatial transcriptomics bridges this gap, enabling simultaneous measurement of multiple transcripts directly in tissue. However, existing platforms are constrained by trade-offs between spatial resolution and transcriptome coverage. Our study addresses these challenges by integrating single-cell transcriptomic data with high-resolution spatial mapping, creating a comprehensive atlas of gene expression in embryonic and postnatal mouse kidneys. This integrative approach provides novel insights into cellular heterogeneity, spatial gene expression, and cell–cell communication in the kidney.

To overcome the limitations of existing technologies, we developed the KSTAT, which combines the depth of single-cell/nucleus sequencing data with spatial transcriptomics. Using a targeted set of cell type-restricted landmark genes, KSTAT enables spatial assignment of transcriptomic data to (sub)cellular locations within reference E15.5, E18.5 and P3 kidney sections based on the overlap of an individual cell's transcriptome with the spatial transcriptomic data. In a simplified example, we can consider three landmark genes, A, B and C, for which we have ISS data. The expression data for each of those genes is mapped to individual bins, which represent spatial locations on a kidney sample. Every individual bin will show different combinations of expression for each gene (for simplicity, we will say expression is ‘on’ or ‘off’ but relative levels of expression can also be measured). The four theoretical bins shown in Fig. S6A show different combinations of expression for each of our three landmark genes. If we then take the transcriptomic data from a single-cell dataset and ask, ‘Which spatial pattern does this cell's gene expression most closely match?’, this gives us a probability distribution for each cell (Fig. S6B) – a kind of map showing the most likely places in the tissue where the cell could be (Fig. S6C). This integration generates a near-comprehensive spatial atlas of gene expression for a single-cell dataset while also facilitating the correlation of spatial location with advanced analyses, such as cellular annotations, gene set enrichment, and regulon activity. Leveraging KSTAT, we explored mural cell heterogeneity, a feature crucial for understanding disease states and advancing tissue engineering efforts for renal replacement therapies. Our findings revealed previously unrecognized heterogeneity among kidney mural cells at E18.5.

Current methods for visualizing single-cell ‘omics data typically rely on dimensionality reduction techniques such as t-distributed stochastic neighbor embedding (tSNE) or UMAP, which position data points (cells) on a two-dimensional map. While distances between data points can indicate relationships between cells, these plots provide no information about the spatial location of cells within the tissue. This low-dimensional representation is useful for some analyses but lacks the spatial context needed for others, such as receptor–ligand interaction studies. Without spatial data, users must rely on prior knowledge or annotations to infer relationships between cells, a process that is both labor intensive and prone to error. KSTAT overcomes this limitation by integrating spatial information, enabling automated, unbiased mapping of transcriptomic data to tissue architecture. This is particularly valuable for researchers new to a model system and for studying pathological tissues, where previously unappreciated cell states may emerge. By incorporating spatial data into the analysis pipeline, KSTAT expands the utility of single-cell transcriptomics, providing a robust framework for interrogating cellular behavior in both health and disease.

Our validation demonstrates that integrating scRNA-seq or snRNA-seq with limited spatial transcriptomics can accurately predict gene and pathway expression at a near-comprehensive level. However, there are important considerations for researchers aiming to generate similar resources. Chief among these is achieving a high success rate with ISS, which depends on several factors. First, careful selection of landmark genes is crucial. Landmark genes must generate meaningful data, meaning their expression should be detectable but not ubiquitous. Broadly expressed genes must not saturate detection. To address this, we used our previously published algorithm to select landmark genes that fall within this ‘sweet spot’ of detectability (Chaney et al., 2022).

In our experiment, we successfully detected 88 of the 90 targeted genes, achieving a high success rate. The two undetected genes were likely excluded due to either low expression levels or technical issues during sequencing or visualization. Among the detected genes, four (*H19*, *Fxyd2*, *Acta2* and *Ldhb*) exhibited broad expression patterns. This likely reflects enrichment in specific cell types combined with lower-level expression in others. Re-examination of our snRNA-seq data revealed that these genes had relatively high proportions of cells expressing them above a certain threshold relative to intercluster variance (Fig. S7). 

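The relation of Fig. S7 was computed for the 86 landmark genes of Table S1 in E18.5 nuclei. The share of nuclei with a UMI was fitted by a straight line on the variance of mean log expression between clusters, and genes were ranked by their share above the line. Fxyd2 ranked 4th with 46.2% of nuclei, Ldhb 5th with 42.6%, H19 10th with 26.6% and Acta2 14th with 23.1%. Their mean rank was 8.25. Counting a nucleus only from 2 UMIs moved it most, to a mean rank of 10. Cdkn1c, named after its rank was seen, ranked highest with 74.5% of nuclei.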

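Fabp4 ranked 2nd above the fitted line, S100g 3rd, Wfdc2 6th and Mgp 7th, a mean rank of 4.5. They were detected in 52.5%, 45.1%, 37.7% and 34.3% of E18.5 nuclei. Every named class had at least 102 CPM of Wfdc2 and 147 CPM of S100g.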

Interestingly, genes with more extreme deviations (*S100g*, *Fabp4*, *Wfdc2* and *Mgp*) displayed more spatially restricted expression in the ISS data, suggesting potential limitations in using snRNA-seq to predict saturation in spatial transcriptomics. Despite this, we obtained spatially restricted expression for 86 of the 90 genes, and the saturated signal from these four genes did not significantly impact results due to the redundancy of markers for each cell type. For instance, the imputed expression of *Acta2* closely matched its known expression pattern.

The success of this technique depends not only on high-quality ISS but also on high-quality transcriptomic data. The greater the depth and quality of the single-cell transcriptomic data, the more comprehensive the resulting atlas will be. Genes or cell types absent from the single-cell dataset cannot be mapped. For instance, the E18.5 kidney dataset used to select landmark genes was enriched for stromal cells but lacked sufficient representation of ureteric and endothelial cells, limiting its capacity to capture pathways active in these compartments. In addition, there were no markers of intercalated cells within our hallmark gene set. Thus, these cells will not be accurately spatially mapped (they will be mapped to general collecting duct). Similarly, since landmark genes were derived from E18.5 data, their representation at E15.5 or P3 may be less robust. Additionally, our single-nucleus sequencing data was generated from whole kidneys without enrichment for specific cell types, potentially under-representing rare populations. This may explain the absence of distinct clusters distinguishing mesangial cells from vascular smooth muscle cells, which were observed through multiplex *in situ* hybridization. 

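Intercalated cell-like nuclei formed 1 cluster of 91 nuclei at E18.5, or 0.428% (95% interval 0.345 to 0.525) of the library, with 5 of 5 markers raised. Foxi1 (ENSMUSG00000047861, chromosome 11), a label in Fig. 1, had 57.4 CPM in these nuclei and 1.51 in the whole library. A Foxi1 UMI was found in 16.5% of them, at a median depth of 3402 UMIs, and in 0.479% of proximal tubule-like nuclei. At P3 the class held 71 nuclei, or 0.603%.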

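Of 88 landmark genes looked up in both libraries, 62 had fewer CPM at P3 than at E18.5, with a median ratio of 0.679. The share of nuclei with a UMI was lower for 51 genes, although nuclei were deeper at P3. At P3, 7 genes had UMIs in fewer than 1% of nuclei, and at E18.5 there were 0. Cited1, with 61 UMIs in all P3 nuclei, was among them.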

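Classes below 1% of the E18.5 library were distal tubule-like, with 153 nuclei, leukocyte-like, with 155, and urothelium-like, with 77, besides the intercalated cell-like nuclei. A binomial 95% interval for the urothelium-like share was 0.286 to 0.452%.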

Mesangial cells, in particular, are challenging to dissociate from intact glomeruli, complicating their capture. 

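Other clusterings of the E18.5 interstitium-like nuclei were run with this in mind. With 5 neighbors, 22 clusters formed, of which 2 were smooth muscle-like with 303 nuclei. Leiden clustering gave 9 clusters, and using all variable genes gave 11, with 0 smooth muscle-like clusters in either. Under none of these settings was a cluster mesangial-like. With the markers Itga8 widespread and Nt5e scarce in interstitium-like nuclei, this naming could not decide whether mesangial nuclei were present. The unnamed cluster of 212 nuclei described by its Pdgfrb level had 9 mural markers raised, and adding it, an alternative chosen after it was seen, again gave 1 smooth muscle-like cluster, of 17 nuclei, and 0 mesangial-like clusters. At P3, 1 interstitial cluster of 22 nuclei was smooth muscle-like and 0 were mesangial-like. Another P3 cluster, of 24 nuclei, scored highest for mesangial cells but had 2 of 4 markers raised, where a name needs 3.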

Alternatively, reparameterization of the clustering algorithm could reveal these clusters. Ideally, an exhaustive single-cell dataset with at least five or six landmark genes for every cluster across all time points would maximize accuracy. However, such an approach must balance cost with analytical depth. While other spatial transcriptomics platforms, such as the 10x Genomics Visium platform, offer lower resolution that may hinder certain analyses, our use of the Cartana platform – now incorporated into 10x Genomics Xenium technology – has provided high-resolution data suitable for this work.

Spatial information is particularly important for inferring intercellular communication. Interactions involving membrane-bound ligands and receptors rely on close cellular apposition, while the range of secreted ligand activity depends on the biochemical properties of the extracellular environment. Although computational modeling of signaling relationships based on molecular expression has advanced, incorporating spatial data into such analyses remains a nascent field. Existing spatial transcriptomics platforms often impose limitations on data depth and resolution, constraining their utility. By integrating single-cell and spatial transcriptomics data with computational optimal transport methods, KSTAT overcomes these obstacles. For example, mapping probable Wnt-pathway ligand and receptor locations in the developing kidney demonstrates how spatial data can refine hypotheses about signaling interactions. Our approach assumes that the cellular source of ligand does not influence whether an interaction occurs; instead, receiving cells integrate signals from all sources within their receptive field. This perspective allows us to focus on the transport of ligand species between locations in the reference space, without making assumptions about a cell's capacity for interaction. As such, our method provides a foundation for more sophisticated models that can incorporate additional factors, such as species competition and kinetics of ligand-receptor binding. However, we only considered the ligand mass located within the distance of receptor signal specified by the reach parameter. This integration represents a significant step forward in understanding cell–cell communication, offering insights into potential therapeutic targets and strategies.

A caveat that should be considered is all analyses using KSTAT (or a similar approach) would be done on tissues/cells from mice with an identical genetic background. For instance, if one performed *in situ* transcriptomics on tissues from mice on a 129SvEJ background and scRNA-seq on kidneys from C57Bl6 mice, inaccuracies could arise for genes that are differentially expressed between the two species. Obviously, this caveat exists for all transcriptomic, proteomic or metabolomic datasets. Any data generated using any of these techniques needs to be validated by the user.

By integrating spatial data with single-cell transcriptomics, KSTAT enables researchers to generate specific hypotheses about tissue development. However, beyond kidney development, this study provides a roadmap for how to generate additional expression atlases. In pathological contexts, novel cell states often emerge and influence disease progression. Our approach allows precise mapping of disease-associated transcriptional programs or cell states within tissues, providing a foundation for identifying spatially localized signaling pathways. This knowledge can inform the development of targeted therapeutic strategies by pinpointing communication networks that regulate key transcriptional programs. Ultimately, these types of resources will open up new avenues for understanding and modulating development, maintenance, regeneration and disease, offering powerful tools for advancing precision medicine.

## MATERIALS AND METHODS

### Isolation of nuclei and sequencing

All animals were housed, maintained and used according to National Institutes of Health (NIH) and Institutional Animal Care and Use Committees (IACUC) approved protocols at the University of Texas Southwestern Medical Center (OLAW Assurance Number D16-00296). To isolate nuclei, we modified a protocol from Ben Humphrey's lab (Wilson et al., 2019). Kidneys from E18.5 and P3 kidneys of mice on a mixed genetic background were dissected in cold PBS without calcium or magnesium, snap-frozen, and then thawed on ice for pooling. We minced the kidneys using razorblades and homogenized them with a Dounce homogenizer in Nuclei EZ Lysis buffer (Sigma-Aldrich) supplemented with protease inhibitor (Roche) and RNase inhibitor (Promega and Life Technologies). The homogenate was filtered through a 40-μm cell strainer (pluriSelect) and centrifuged at 500 ***g*** for 5 min at 4°C. The pellet was resuspended, washed, and filtered again through a 5-μm cell strainer (pluriSelect).

The resulting nuclear suspensions were submitted to UTSW Next Generation Sequencing Core for library preparation and sequencing using the Chromium Single Cell 3′ Prime Gene Expression kit (10x Genomics) on an Illumina NextSeq 2000.

### sc/snRNA-seq preprocessing

Cells (nuclei) were called from empty droplets by testing for deviation of the expression profile for each cell from the ambient RNA pool (Lun et al., 2018). Cells (nuclei) with low numbers of detected genes or library sizes, as defined as a deviation greater than three median absolute deviations below the median, were excluded from further analysis. Similarly, cells (nuclei) with large mitochondrial proportions, i.e. more than three median absolute deviations above the median, were removed. However, in the case of stripped nuclei, we enforced a minimum difference of 0.5% between the threshold for exclusion and the median mitochondrial transcript count. Cells (nuclei) were pre-clustered; a deconvolution method was applied to compute size factors for all cells (Lun et al., 2016) and normalized log-expression values were calculated.

### Landmark selection

Cells were clustered by building a shared nearest neighbor graph, which represents cells as nodes connected by edges based on their similarity (Xu and Su, 2015). The Walktrap algorithm (Pons and Latapy, 2006) was then applied to identify clusters of cells with similar characteristics. After coarsely annotating the cells, stromal cells were further subclustered. In total, 52 clusters were found, 17 of which were stroma. To identify genes that specifically mark populations of sequenced cells, we employed the EIGEN algorithm, which leverages the ‘wisdom of the crowds’ principle. This involves measuring pairwise differential expression between each pair of clusters using multiple statistical methods (pairwise *t*-test, pairwise Binom, and pairwise Wilcox from the scran Bioconductor package, as well as the zlm method from the MAST Bioconductor package). A manual curation step was performed to ensure both specific expression and coverage of all cell states represented in the sequencing data.

### ISS

Tissue sections were collected and pre-processed according to established protocols provided by Cartana, a platform specializing in direct RNA targeted ISS. All images were captured using a 20× objective with an NA of 1.0. Localization precision for individual transcripts was <30 nM. The resolution of the assigned pixels was 200 nM. Cartana has since been acquired by 10x Genomics. Of the genes selected for analysis, data could not be acquired for *Amd1* and *H1f5* due to technical limitations.

### Preprocessing

Reads were provided by Cartana as fractional coordinates of segmented spots in a 16,619×14,810-pixel reference space, which represents the spatial distribution of gene expression within the tissue section. The data were processed as a binary array, where each element (*x*, *y*, l) indicates whether landmark gene l is expressed at location (*x*, *y*). To reduce computational complexity and sparsity, we aggregated data from 16×16-pixel tiles, effectively reducing the height and width to 926 and 1039 bins, respectively. This step allowed us to identify 32,157 unique bit vectors of landmark expression, with different combinations occurring at varying frequencies.

### Probability inference

We analyzed snRNA-seq from E15.5, 18.5 and P3 kidneys that were collected separately from the scRNA-seq data used for landmark identification as above. UMAPs for these datasets annotated by cell type are shown in Fig. S8A, C and E, respectively. Heatmaps show mean expression of genes representing the various cell types. Two of the landmark genes chosen had no reads in the E18.5 snRNA-seq data, which led to their exclusion from further analysis due to insufficient information.

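The E18.5 library was searched for 88 landmark genes, the 86 of Table S1 with Amd1 and Hist1h1b, the symbol the annotation gives for H1f5. In Table S1, 8 symbols were spelled in ways the annotation lacks and were read as the symbols it has. All 88 genes had UMIs in the nuclei that passed the limits. The lowest was Crabp2, with 263 UMIs in 255 nuclei, or 3.40 CPM. The median gene was found in 10.4% of nuclei. Genes the paper excluded for lack of reads would not be expected in Table S1, and its text does not name the 2 genes, so the search says little about them. Amd1 had 2555 UMIs and Hist1h1b had 10815. Foxi1 and Guca2a, which Fig. 1 names and Table S1 does not, had 117 and 72 UMIs.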

Following the methods of Satija et al. (2015), we modeled the expression of each landmark gene in the snRNA-seq dataset as a mixture of normal distributions. However, our approach differed from theirs in terms of data imputation and mixture component inference. We began by representing the marginal distribution of expression for each landmark gene in the snRNA-seq dataset as a two-component mixture of normal distributions. Droplet capture sequencing results are represented by integer counts, demonstrate sparsity and have been observed to be zero-inflated, all of which are barriers to analysis with Gaussian models. These issues are partially addressed during normalization. We observed that imputation on normalized data using Markov Affinity-based Graph Imputation of Cells (MAGIC) (Van Dijk et al., 2018) smoothed the data and made it much more amenable to assumption of normality (see Fig. S9).

For each of the 88 landmark genes analyzed, we fit Gaussian mixtures with k components for k in {2, 3, …, 8} and selected the mixture with maximum likelihood. The component with the highest mean was chosen to represent cells that expressed the landmark gene, the ‘on’ population, and the remaining components were combined to represent cells that did not express the gene, the ‘off’ population. At the completion of this stage, we possessed estimates of the mean and covariance in ‘on’ and ‘off’ populations for each landmark gene.

Next, we estimated multivariate normal distributions representing the probability of a cell occupying each bin as a function of that cell's expression of the landmark genes and the measured landmark signature for that bin. For each landmark, we chose the parameters for its marginal distribution from those inferred above according to whether there was signal from the landmark measured at that location. This readily yielded an estimate of the one-dimensional mean vector. The covariance was approximated by a matrix with the variances calculated for each landmark's selected component along the diagonal.

With the inferred distributions corresponding to each bin with a unique landmark signature in hand, calculation of the likelihood that a cell was located at a specific bin was reduced to an embarrassingly parallel computation of multivariate density. The likelihood of each transcriptome occupying the bin was then calculated using the ‘dmvnorm’ function from the ‘mixtools’ (Benaglia et al., 2009) R package.

Ultimately, one obtains an (*N*×*B*)-dimensional tensor encoding an estimate of the likelihood of each of the *N* cells being found at each of the B unique bins in the *H*×*W* reference space. To permit further computation, normalization to yield proper probability distributions for each unique bin was required. Rather than application of ‘softmax’ or sum-normalization, which would result in full support over the population of cells, we employed ‘sparsegen-lin’ (Laha et al., 2018), an adaptation of the ‘sparsemax’ transformation, (Martins and Astudillo, 2016), which allows control of the degree of sparsity. The inferred probabilities were broadcast to all bins with the same landmark expression signature yielding an *N_c_*×*N_b_* dimensional matrix *P*, where *N_c_* is the number of transcriptomes (cells or nuclei) and *N_b_* is the number of bins.

### Projection of cell features

With the above inferred probability distributions in hand, we were able to proceed to the projection of various properties of the cells onto the reference space. This involved calculating an expectation over each bin's distribution, which enabled us to quantify specific features of interest. For instance, the expected expression of gene *g* at pixel *i* is given by:

Since the probability distribution is inferred bin-wise, transitions between adjacent pixels are inherently abrupt. This leads to high-frequency fluctuations in the signal, which can be problematic. To address this, we reduced noise by applying a Gaussian filter to the expectation suppressing high frequencies while simultaneously minimizing spatial spread. The signal could then be visualized as the total expectation (Fig. 2, second row) or a threshold applied to yield a virtual *in situ* hybridization image as depicted for three different thresholds in the lower part of Fig. 2.

In addition to projecting continuous features, it is also possible to project categorical properties of cells using a similar approach. This involves encoding whether a given cell belongs to a particular category, which can be represented as a binary-valued indicator function supported by the cells. As an example, transfer of the annotation of cells in the sequencing dataset as those forming the proximal tubule were encoded as a binary vector with one indicating the presence of the annotation and 0 otherwise. On right-multiplying by the cells×bins probability matrix, one obtains the expected value of the indicator function at each pixel, which is proportional to the likelihood that an annotated cell corresponds to that location. This calculated expression can be used for further downstream analysis or binarized by thresholding for visualization.

### Automatic thresholding

We developed an automatic thresholding procedure based on the observation that the inferred signal, when ordered in ascending order, typically assumes an inverted sigmoid shape. To identify the elbow point of this curve, we implemented a method that requires a user-defined hyperparameter k. First, we sorted the unique non-zero expected values in ascending order. Then, we fit two linear models: one to the k smallest values starting from the median point, and another to the k largest values. The intersection point of these two lines was calculated, and the corresponding expected value at this point was identified as the threshold. The results of applying this thresholding procedure to the landmark *Nphs1* are illustrated in Fig. S10.

### Assignment of probability of marking by *Pdgfrb*

To determine that a cluster was marked by *Pdgfrb* expression, we conducted the following analysis. The data included the imputed expression of *Pdgfrb* in all of the *N* cells and the assignment of each cell to one of *J* clusters. We assumed the mean expression of *Pdgfrb* in each cluster, μ_k_, to be normally distributed, the unknown threshold that separated clusters marked by expression of *Pdgfrb* from those that do not, *T*, was normally distributed and the slope controlling the sharpness of the decision boundary, alpha, was Cauchy distributed:

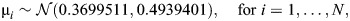

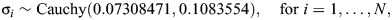

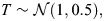

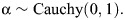
The mean and standard deviation to parameterize the prior distribution of cluster means and the median and median absolute deviation to parameterize the prior distribution of cluster standard deviations were estimated from the expression of all genes in all cells. Uninformative priors were used for *T* and α as there was no information with which to refine the assignments.

The likelihood of the expression of *Pdgfrb* in cell *j* was modeled as:

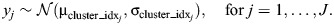
Finally, the making probability for each cluster was defined as:

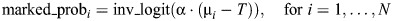
where

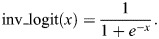
The posterior distribution of the marking probability for each cluster was sampled 10,000 times and the estimates of the mean and 89% credible intervals are displayed in Fig. S11.

### Performance evaluation

To quantitatively assess the performance of KSTAT, we measured the reconstruction error between the measured landmark distribution of signal and that inferred using KSTAT. To reduce computational complexity and normalize the comparisons, once we inferred expression for a given landmark gene, we calculated a threshold so that the binarized signal would match the cardinality of the measured landmark signal. We used the Sinkhorn divergence to quantify this distance between the distributions. While this allowed us to quantify the ability of KSTAT to faithfully reconstruct the landmark signal with the fully trained model, it did not inform the likelihood of successful inference on data not previously seen by KSTAT. Thus, we also performed LOOCV. For each landmark, we inferred a model from all remaining landmarks and used this model to infer the left-out landmark's distribution and then measured the error between the inferred and measured values as above. We approximated the probability of obtaining the distribution inferred by KSTAT with a bootstrap distribution derived separately for each landmark. In each case, 10,000 bins were sampled from a uniform distribution supported by the two-dimensional reference space and the Sinkhorn divergence between the sampled and measured distribution was calculated. The size of the sample for each landmark was chosen to match the cardinality of the landmark signal. The lower tail mass of this distribution determined by either the reconstruction or LOOCV divergences provided an estimate of the likelihood of observing the divergence by chance. These quantitative evaluation methods provided a comprehensive assessment of KSTAT's performance and robustness.

### Cell–cell communication inference

We investigated cell–cell communication from the perspective of receiving cells, focusing on the distribution of each component of curated receptor complexes in the population of these cells. Our analysis was restricted to ligand–receptor interactions curated in the CellPhoneDB v.5.0 database. To ensure accurate calculations, we imposed stoichiometric constraints by taking the minimum expression across receptor components for each cell.

Next, we integrated the abundances of all ligand and receptor components with the debiased Sinkhorn divergence between the ligand and receptor distributions, which serves as a low-cost approximation to the earth mover's (Wasserstein) distance. To model the spatial constraints of ligand diffusion, we used the reach parameter of the geomloss Sinkhorn SampleLoss instance to account for the limited ability of a ligand species to diffuse through space.

The code for this analysis as well as a detailed tutorial on how to regenerate the data are available at https://github.com/cpchaney/kstat.

### Kidney sample preparation, *in situ* hybridization, immunostaining and EdU labeling assays

Embryonic tissue was fixed in 4% paraformaldehyde and processed for immunostaining or *in situ* hybridization as previously described (Drake et al., 2020). cDNAs for antisense probes were purchased from OpenBiosytems/Invitrogen. The Lef1 antibody was purchased from Proteintech (2230S, dilution 1:200). To detect cell proliferation, 25 μg/g body weight 5-ethynyl-2'-deoxyuridine (EdU) was injected intraperitoneally into pregnant dams at E18.5 and embryos harvested after 1.5 h of labeling. Kidneys were dissected, fixed and sectioned as described above. The Click-It EdU kit (Thermo Fisher Scientific, C10337) was used to detect EdU^+^ cells and sections co-stained with tdTomato and LTL. Images were captured with Nikon A1R confocal microscope using a 40× oil objective and whole-kidney images were created with automatic tiling of the tissue with Nikon Elements software.

### Declaration of generative AI and AI-assisted technologies

During the preparation of this work, the authors used llama3 in order to improve readability and language of the manuscript. After using this tool/service, the authors reviewed and edited the content as needed and take full responsibility for the content of the published article.

## Supplementary Material

10.1242/develop.205003_sup1 Supplementary information

# Supplementary material for: Integration of spatial and single-nucleus transcriptomics to map gene expression in the developing mouse kidney
**Source:** Development. 2025 Dec 22;152(24):dev205003. doi: 10.1242/dev.205003
**Supplement:** Supplementary information

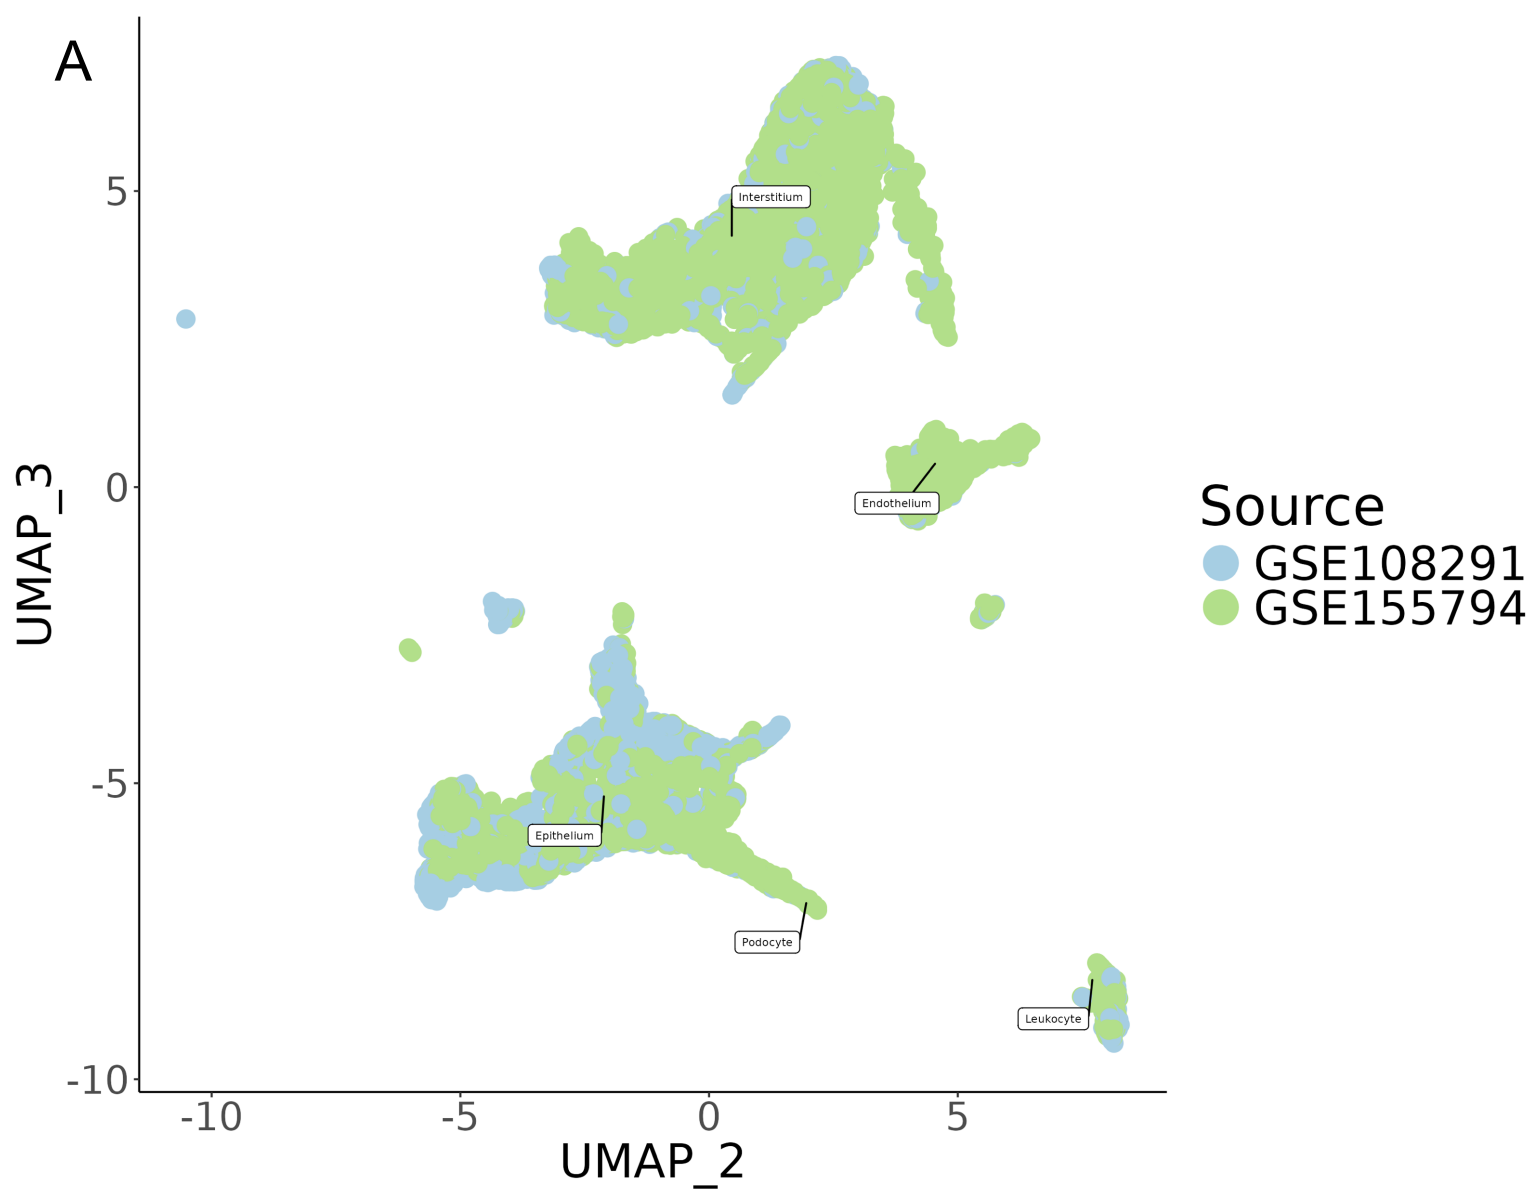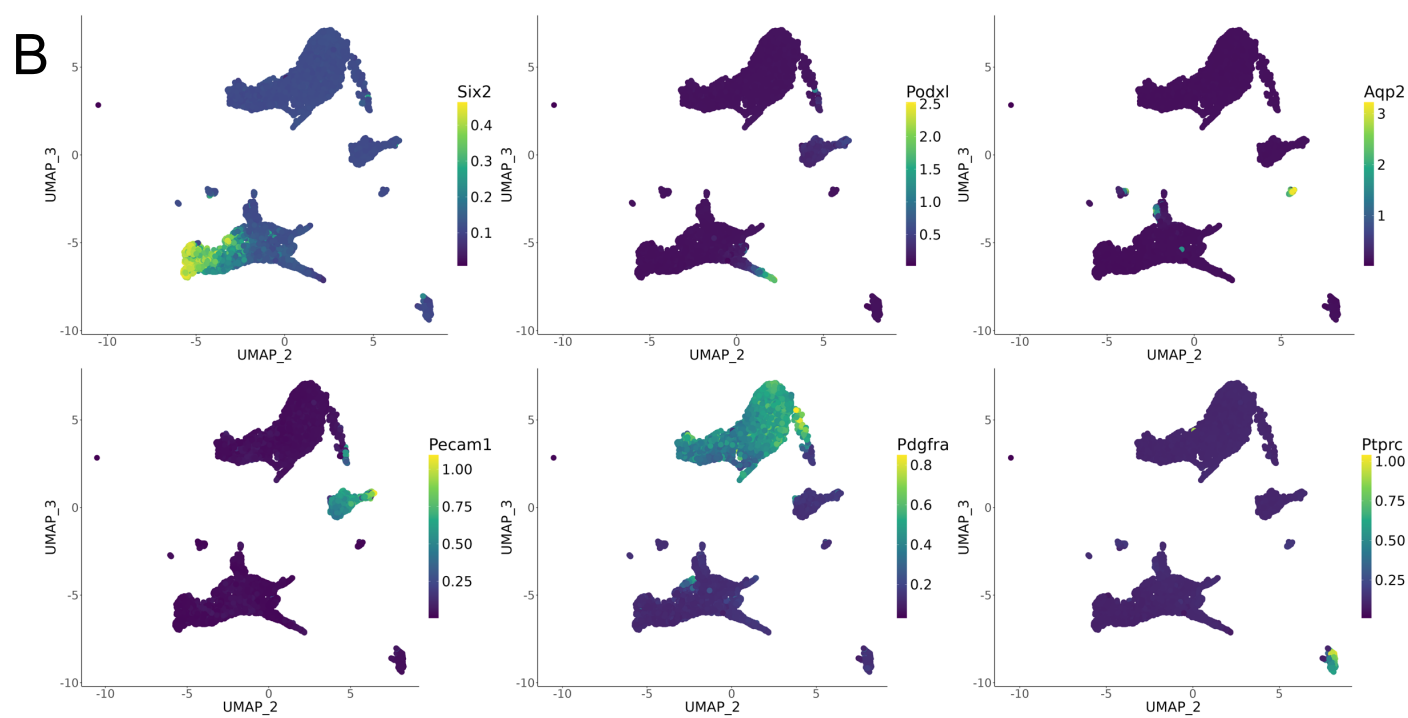

**Fig. S1.** Identification of Landmark Cell Types using Single-Cell Transcriptomics

(A) Successful integration of publicly available embryonic day 18.5 mouse kidney single-cell RNA-seq datasets (GEO accession numbers GSE108291 and GSE157594) is shown in the combined UMAP plot. (B) Coarse annotation of the integrated dataset based on the expression of canonical marker genes, which are expected to be cell-type specific.

## Figure S2A

E15.5

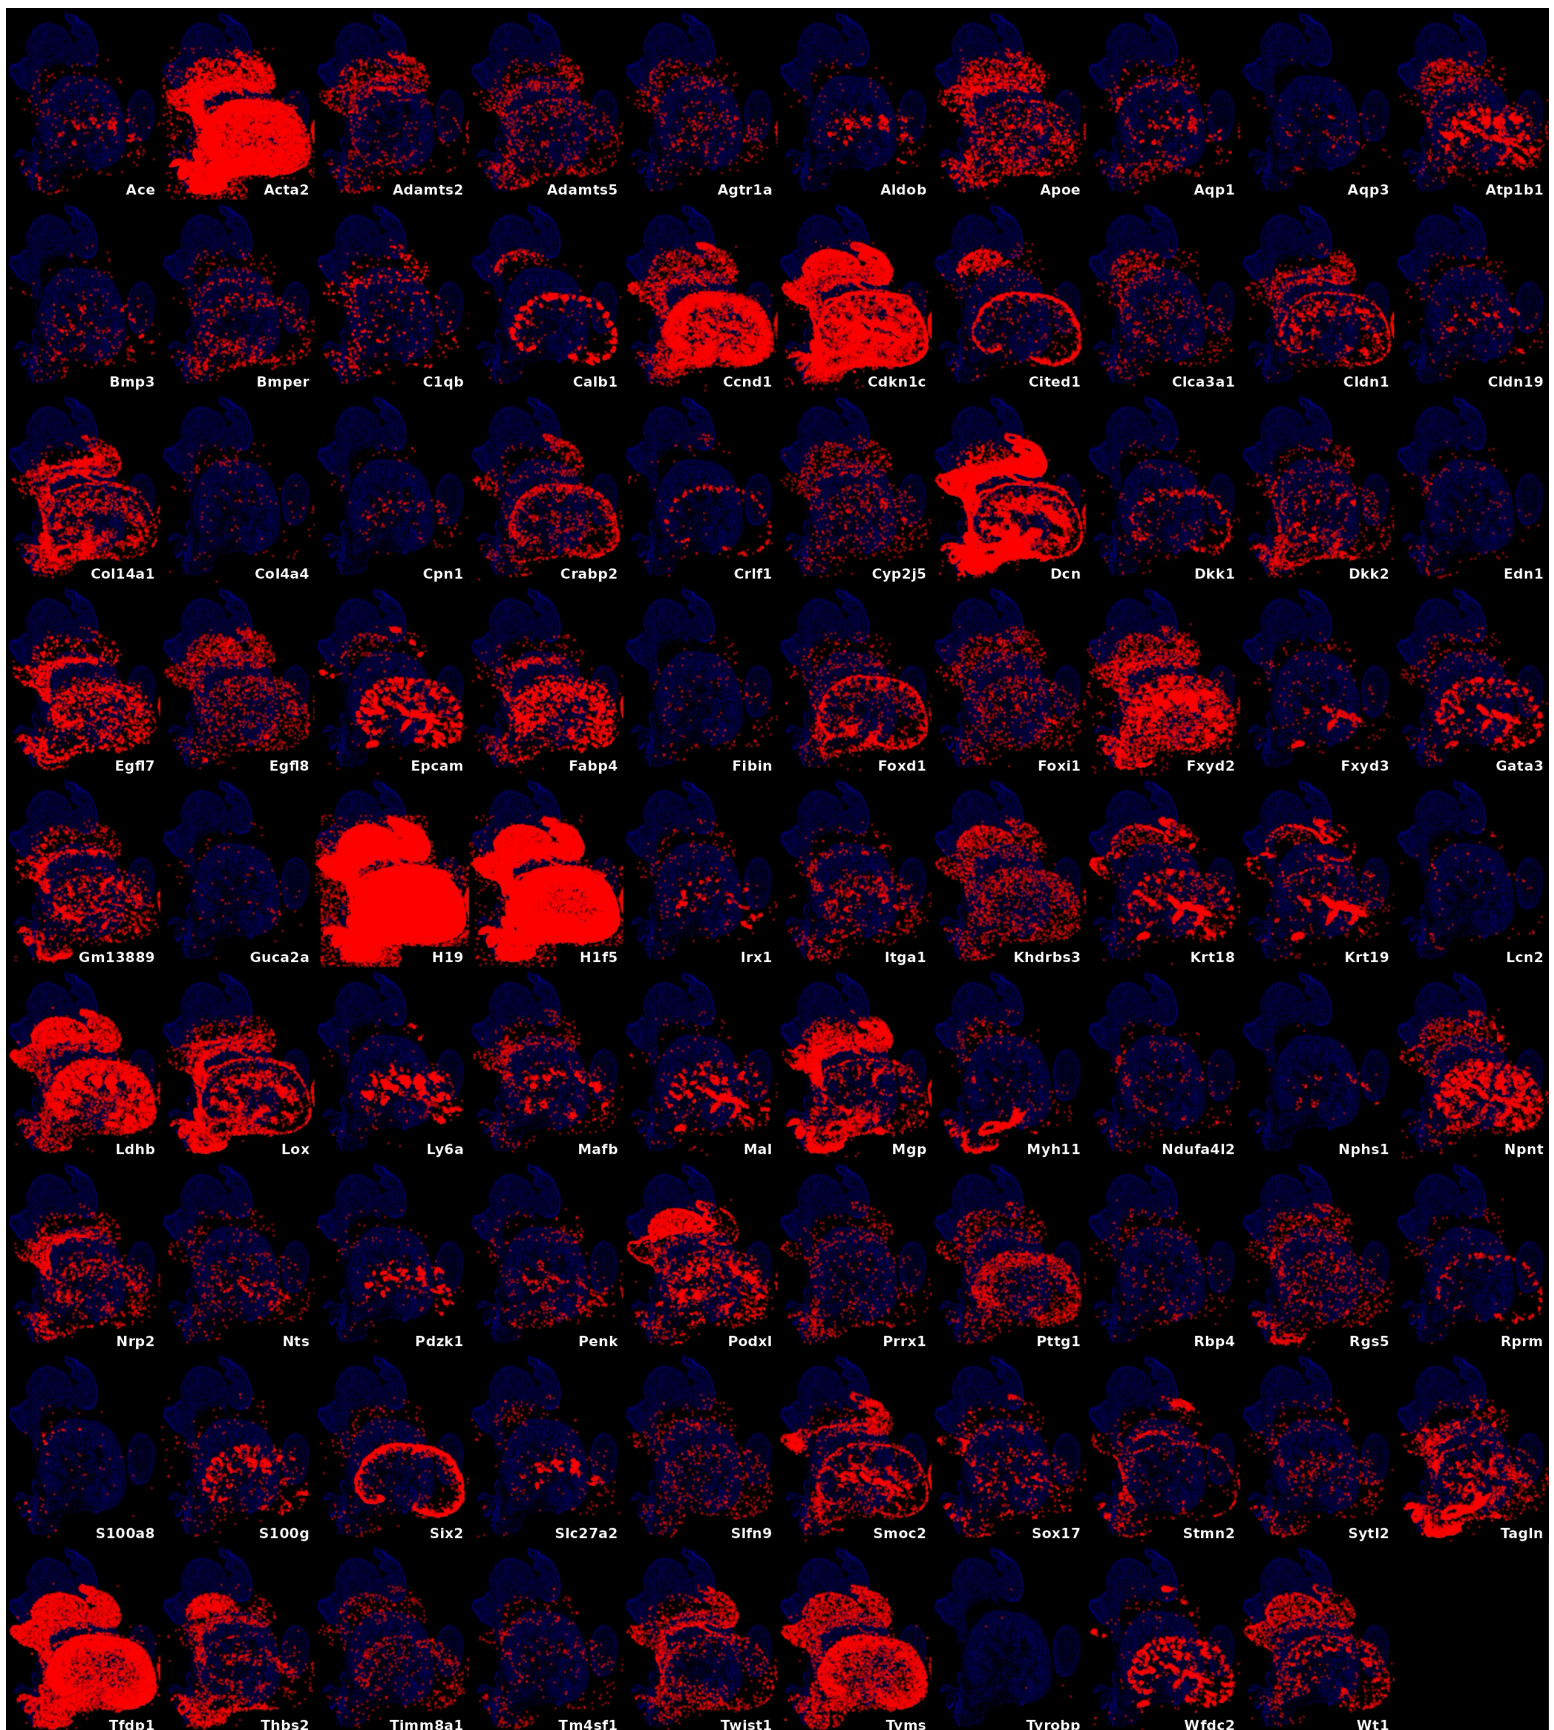

## Figure S2B

E18.5

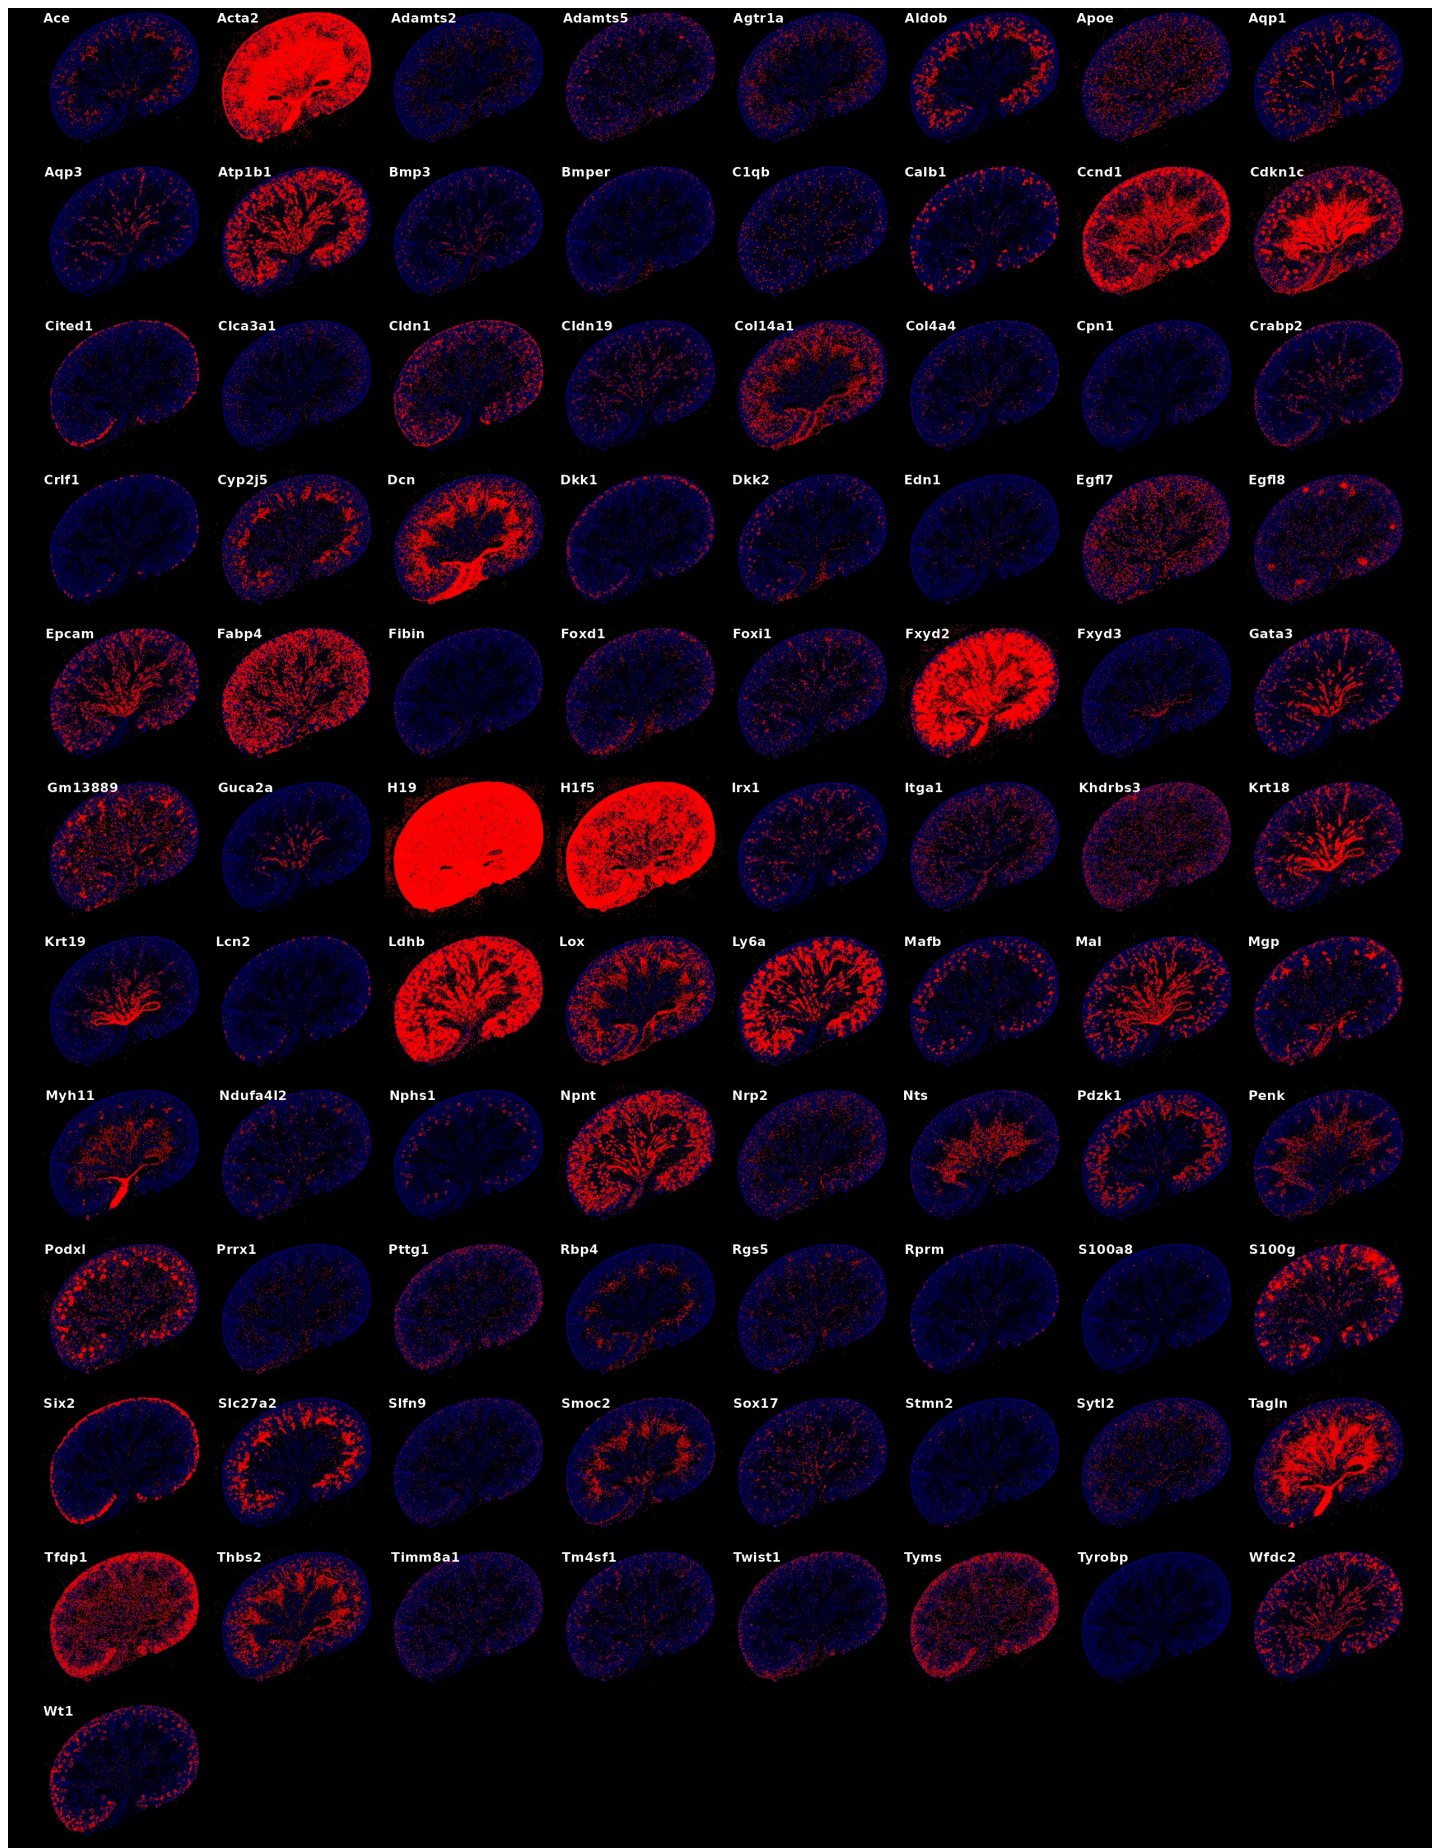

# Figure S2C

P3

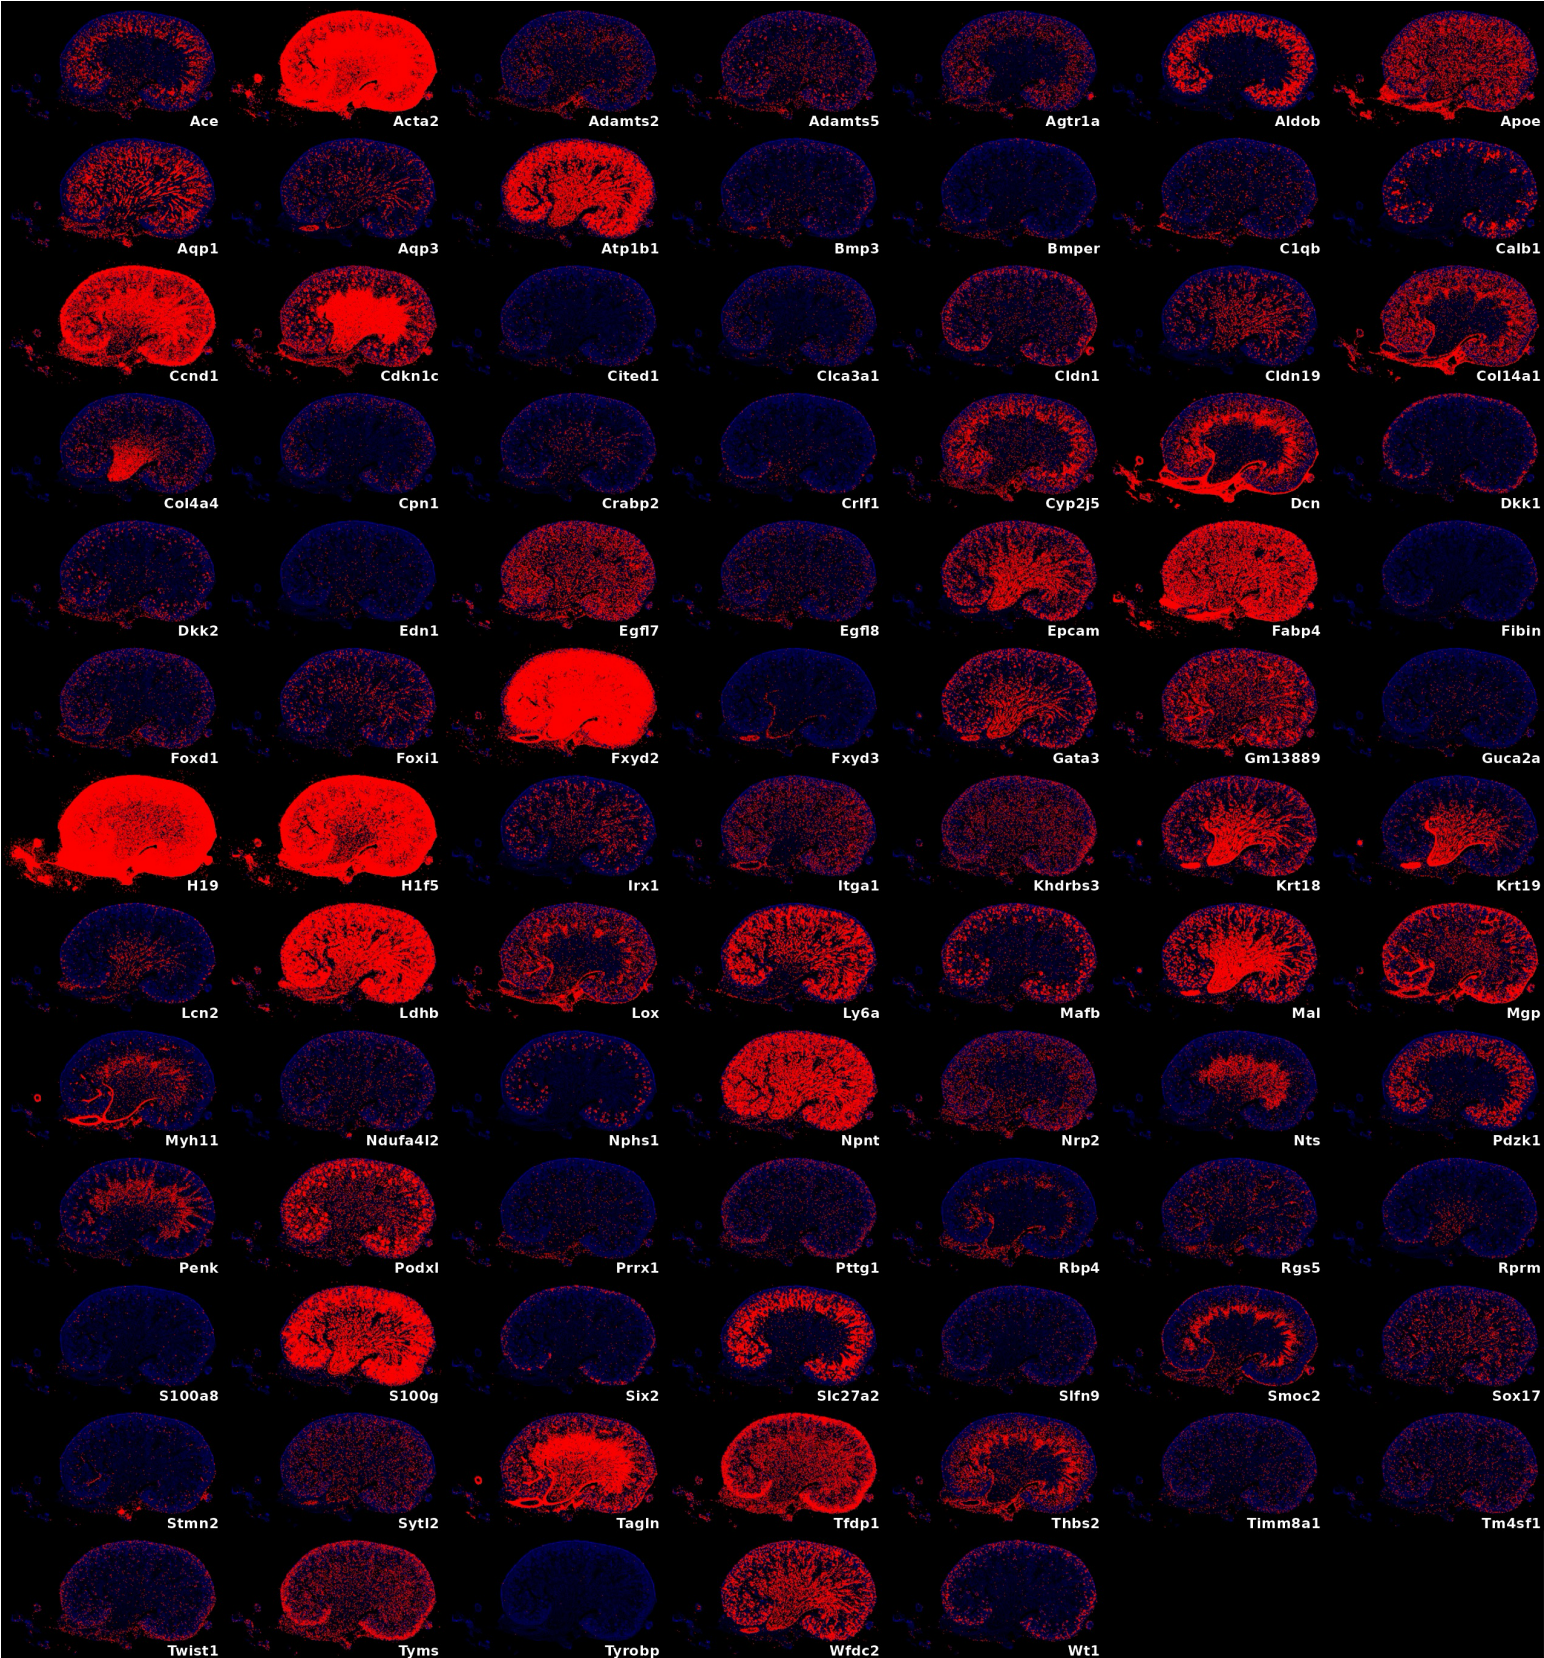

**Fig. S2. Landmarks measured by CARTANA.**  
Spatial localization of landmark genes measured by CARTANA (A, E15; B E18, C P3). The figure shows in-situ sequencing signal of all landmark genes, grouped according to their targeted cell type. Red markers indicate the spatial location of landmark genes on a DAPI-stained background image, using coordinates from CARTANA results.

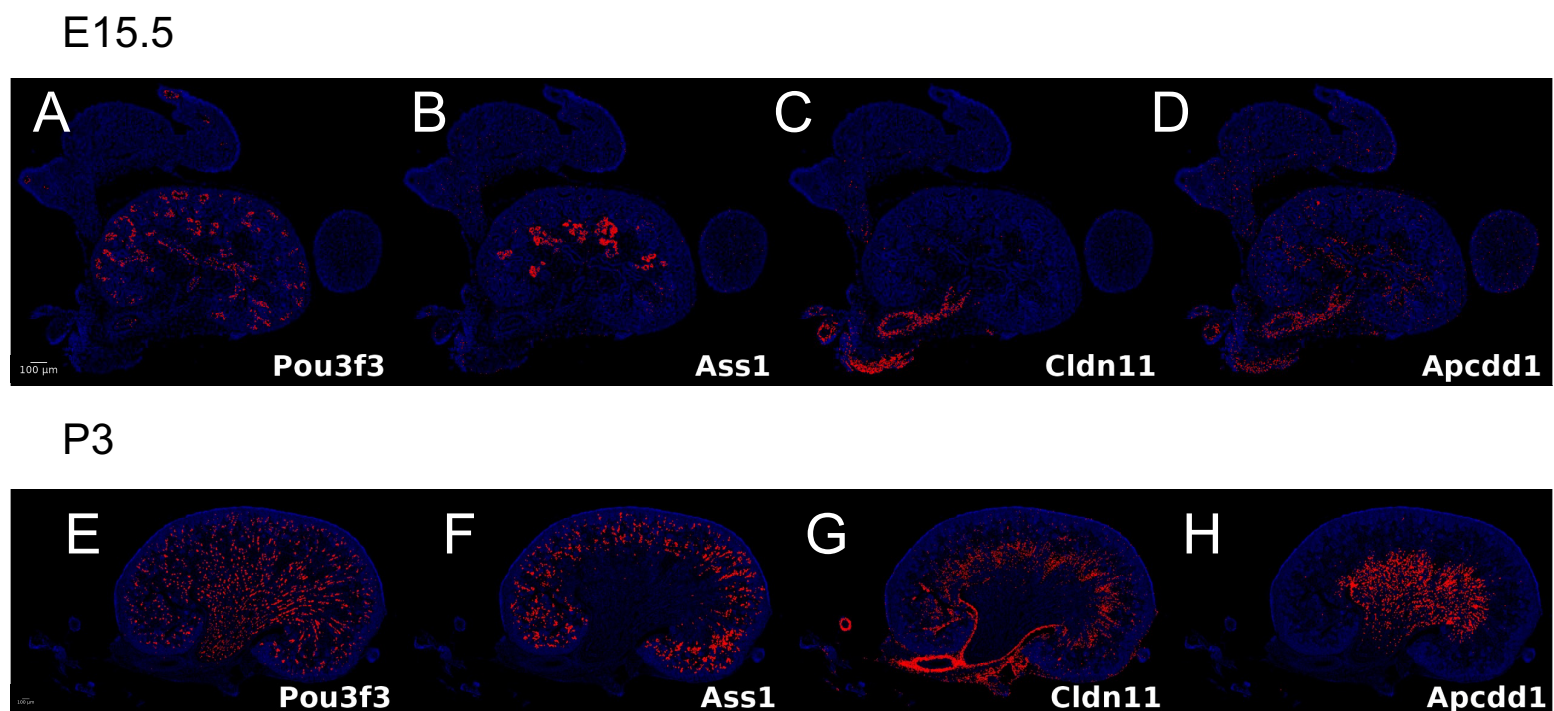

**Fig. S3. Prediction of spatial expression at E15 and P3.**

The predicted spatial distributions of Pou3f3, Ass1, Cldn11 and Apcdd1 (depicted at E18.5 in Figure 3) at the E15 (A-D) and P3 (E-H) stages indicating the extensibility of KSTAT.

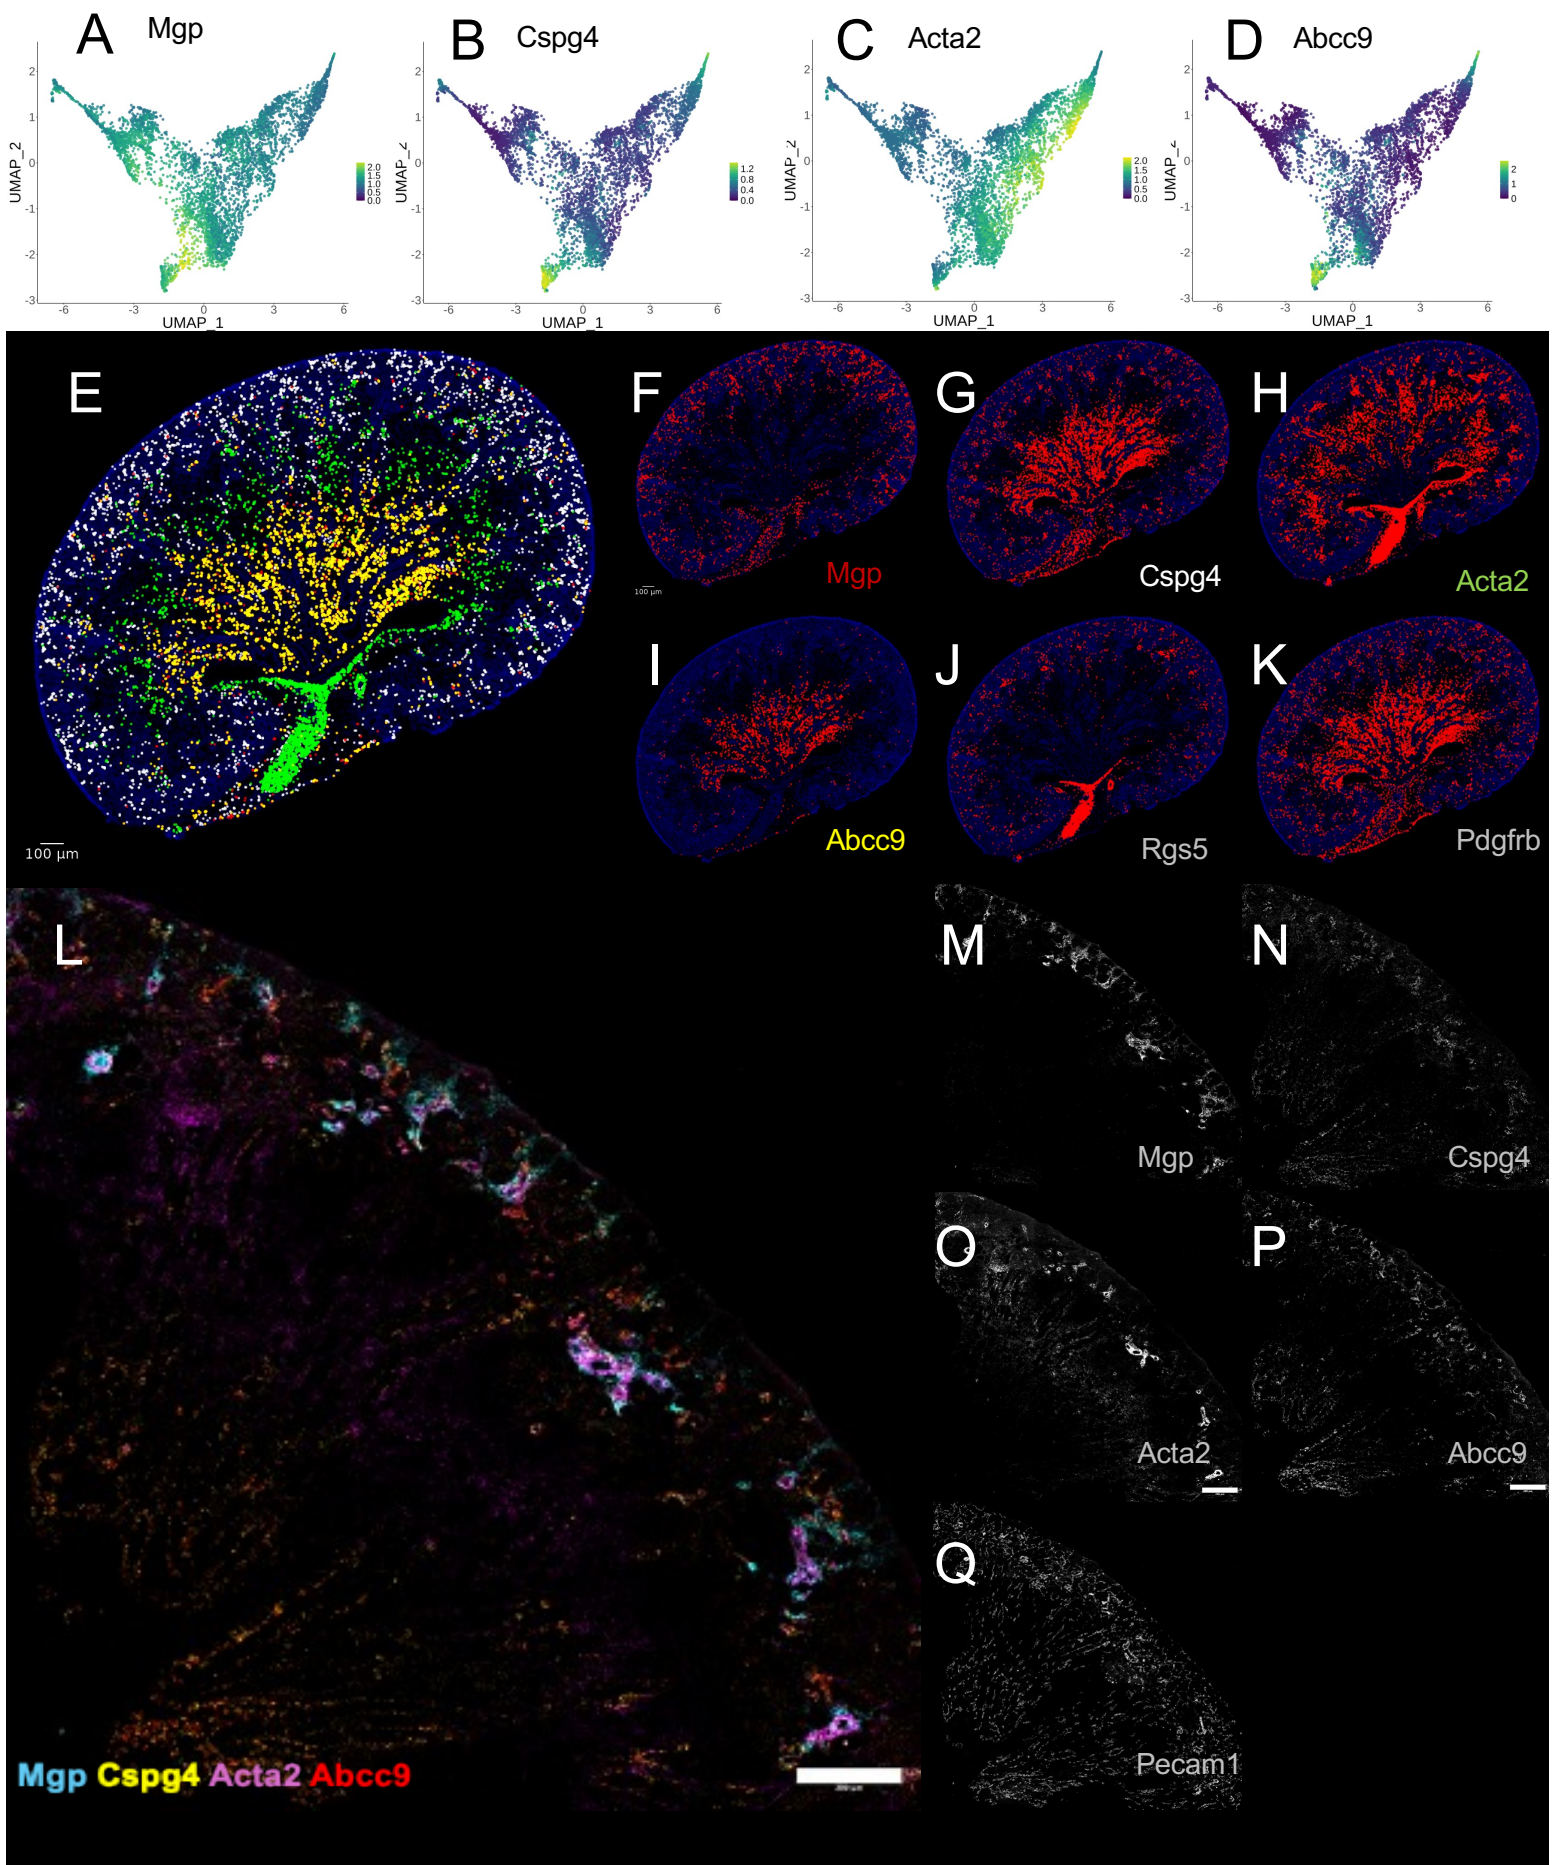

**Fig. S4. Heterogeneous spatial expression of mural cell marker genes.**

(A-D) EIGEN analysis predicted that the genes *Mgp*, *Cspg4*, *Acta2* and *Abcc9* would demonstrate relative specificity for the four clusters of putative mural cells identified in Figure 7. Here we present UMAP's of isolated interstitial cells colored by expression for these genes.

(E) The predicted spatial expression of these four genes is simultaneously projected onto the 2D E18.5 kidney section (*Mgp*, red; *Cspg4*, white; *Acta2*, orange; *Abcc9*, yellow).

(F-I) The individual predicted spatial expression for the four genes.

(J-K) The predicted spatial expression for the canonical mural cell markers *Rgs5* and *Pdgfrb* are shown for comparison.

(L) A composite image of RNAscope measurement of mRNA expression for *Mgp*, *Cspg4*, *Acta2* and *Abcc9* in E18.5 kidney that is largely consistent with the predictions by KSTAT, but implies additional heterogeneity.

(M-P) Greyscale images of the individual RNAscope measurement channels for *Mgp*, *Cspg4*, *Acta2* and *Abcc9*.

(Q) Greyscale image of the mRNA expression of endothelial marker *Pecam1* measured with RNA scope to demonstrate the location of blood vessels in the E18.5 kidney.

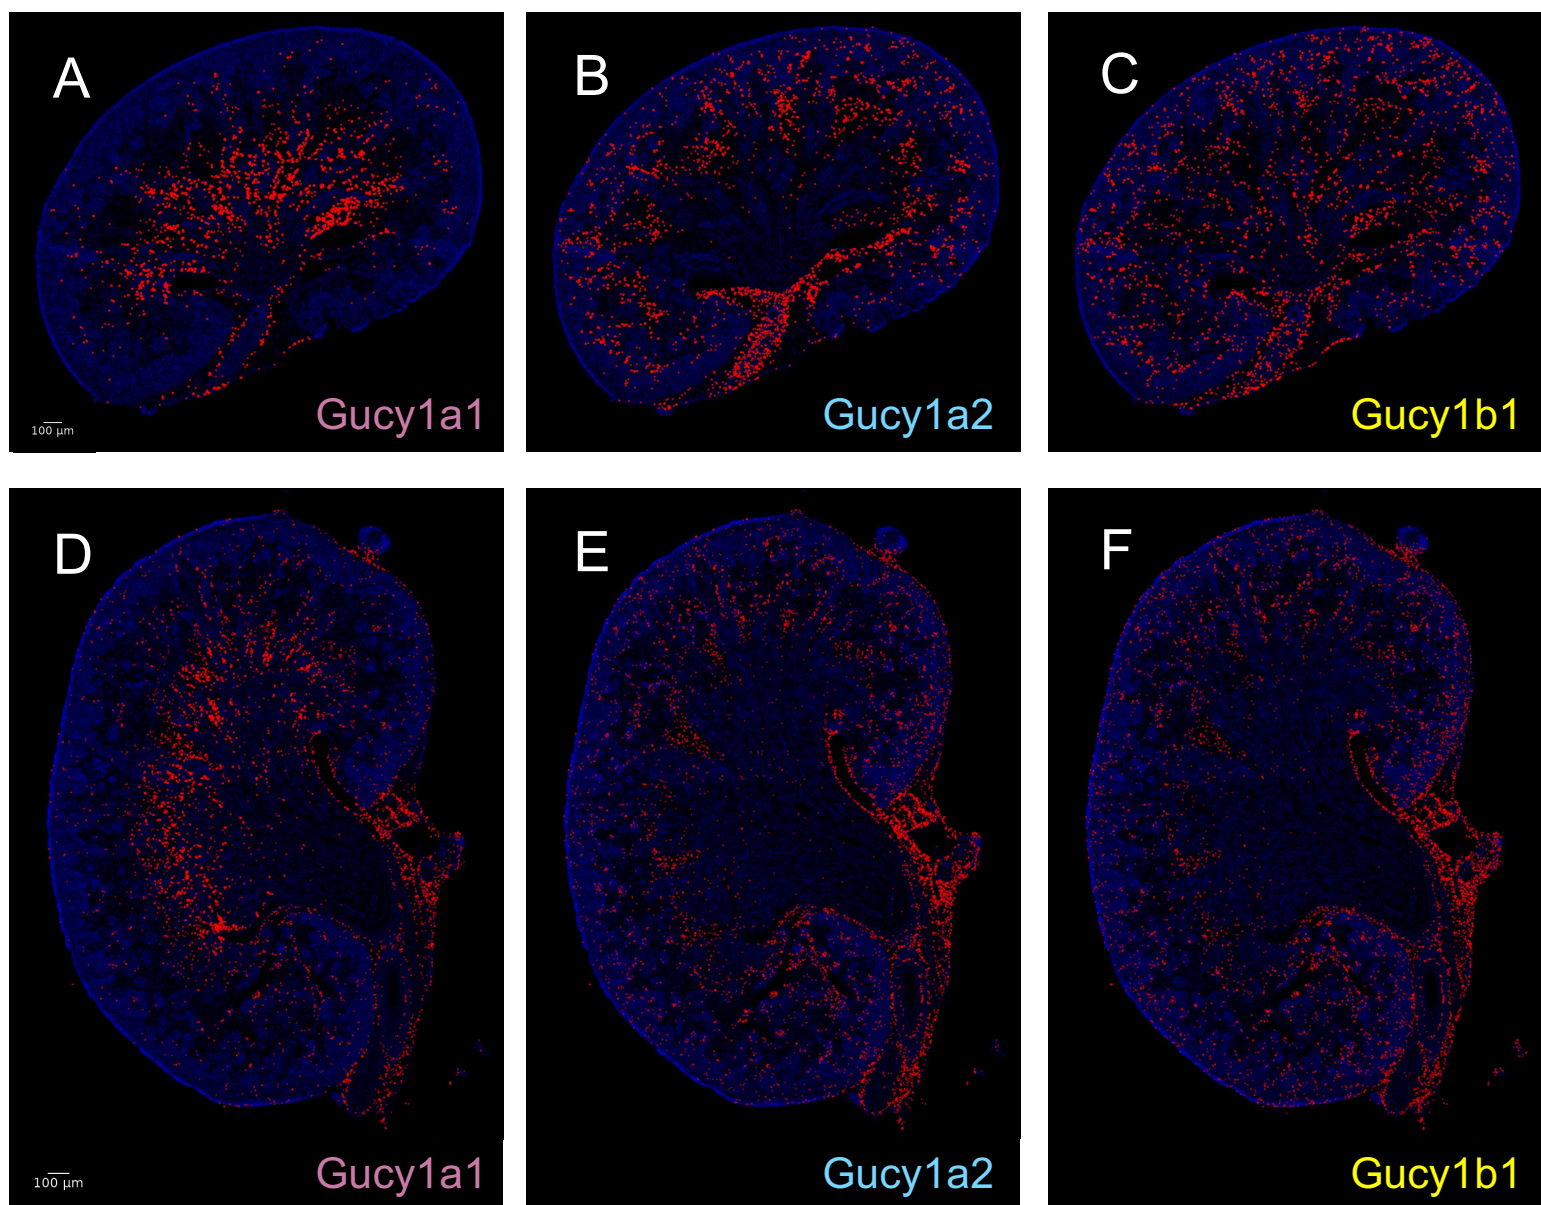

**Fig. S5. Spatial heterogeneity of expression of soluble guanylyl cyclases.**

(A-E) Predicted spatial expression of the individual components of the heterodimeric soluble guanylyl cyclases at E18.5 (A-C) and P3 (D-F). The coloring of the gene symbols corresponds to that of the points indicating predicted expression of the gene in Fig. 5.

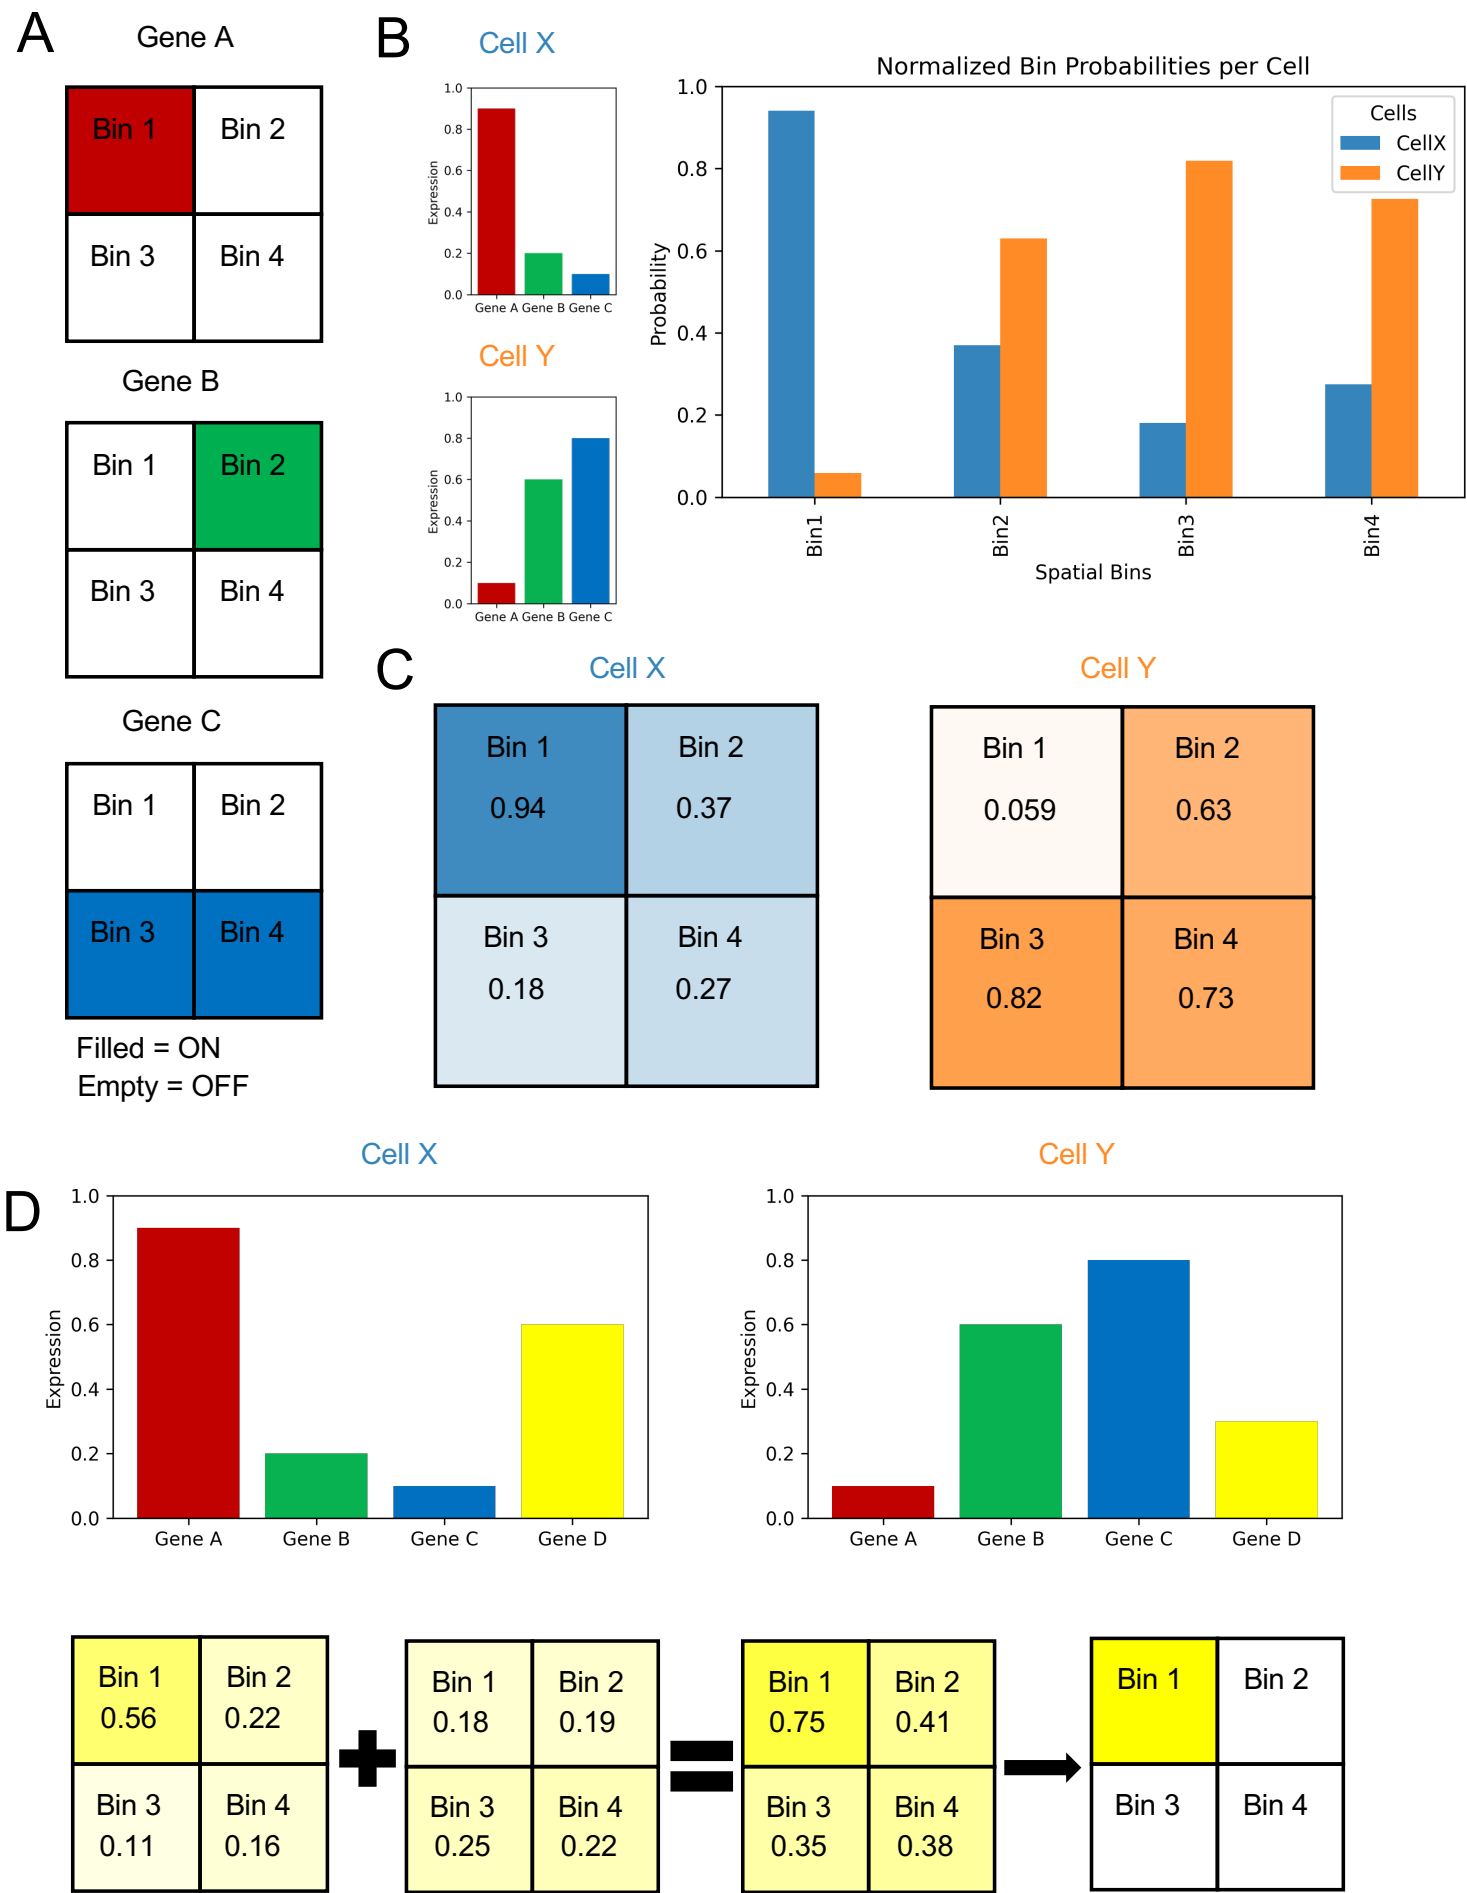

**Fig. S6. Inferring the spatial origin of single nuclei using landmark gene expression.**

We use landmark genes—genes with known spatial expression patterns—to estimate where each single nucleus might have originated within a reference tissue section. By comparing the expression of these genes in individual nuclei (measured by snRNA-seq) to the spatial patterns observed in a reference map, we can compute the probability that each nucleus came from different regions of the tissue. This allows us to visualize where cell types and molecular activities are likely located in the tissue, even though the cells were sequenced outside of their spatial context.

**(A)** The reference tissue is divided into spatial regions ("bins"), each defined by whether specific landmark genes (A–C) are active (ON) or inactive (OFF).

**(B)** Each nucleus from the snRNA-seq data is profiled for the same landmark genes. The expression pattern of each nucleus is compared to all spatial bins to find which locations it most closely matches.

**(C)** These match scores are converted into probabilities, creating a spatial probability distribution for each nucleus—that is, an estimate of how likely the nucleus came from each location in the tissue.

**(D)** Once spatial probabilities are assigned, other molecular features of each nucleus—such as the expression of non-landmark genes (here Gene D), transcription factor activity, or pathway enrichment—can be projected onto the tissue map by averaging across the cells in each bin. A threshold can then be applied to highlight the most relevant or confident regions.

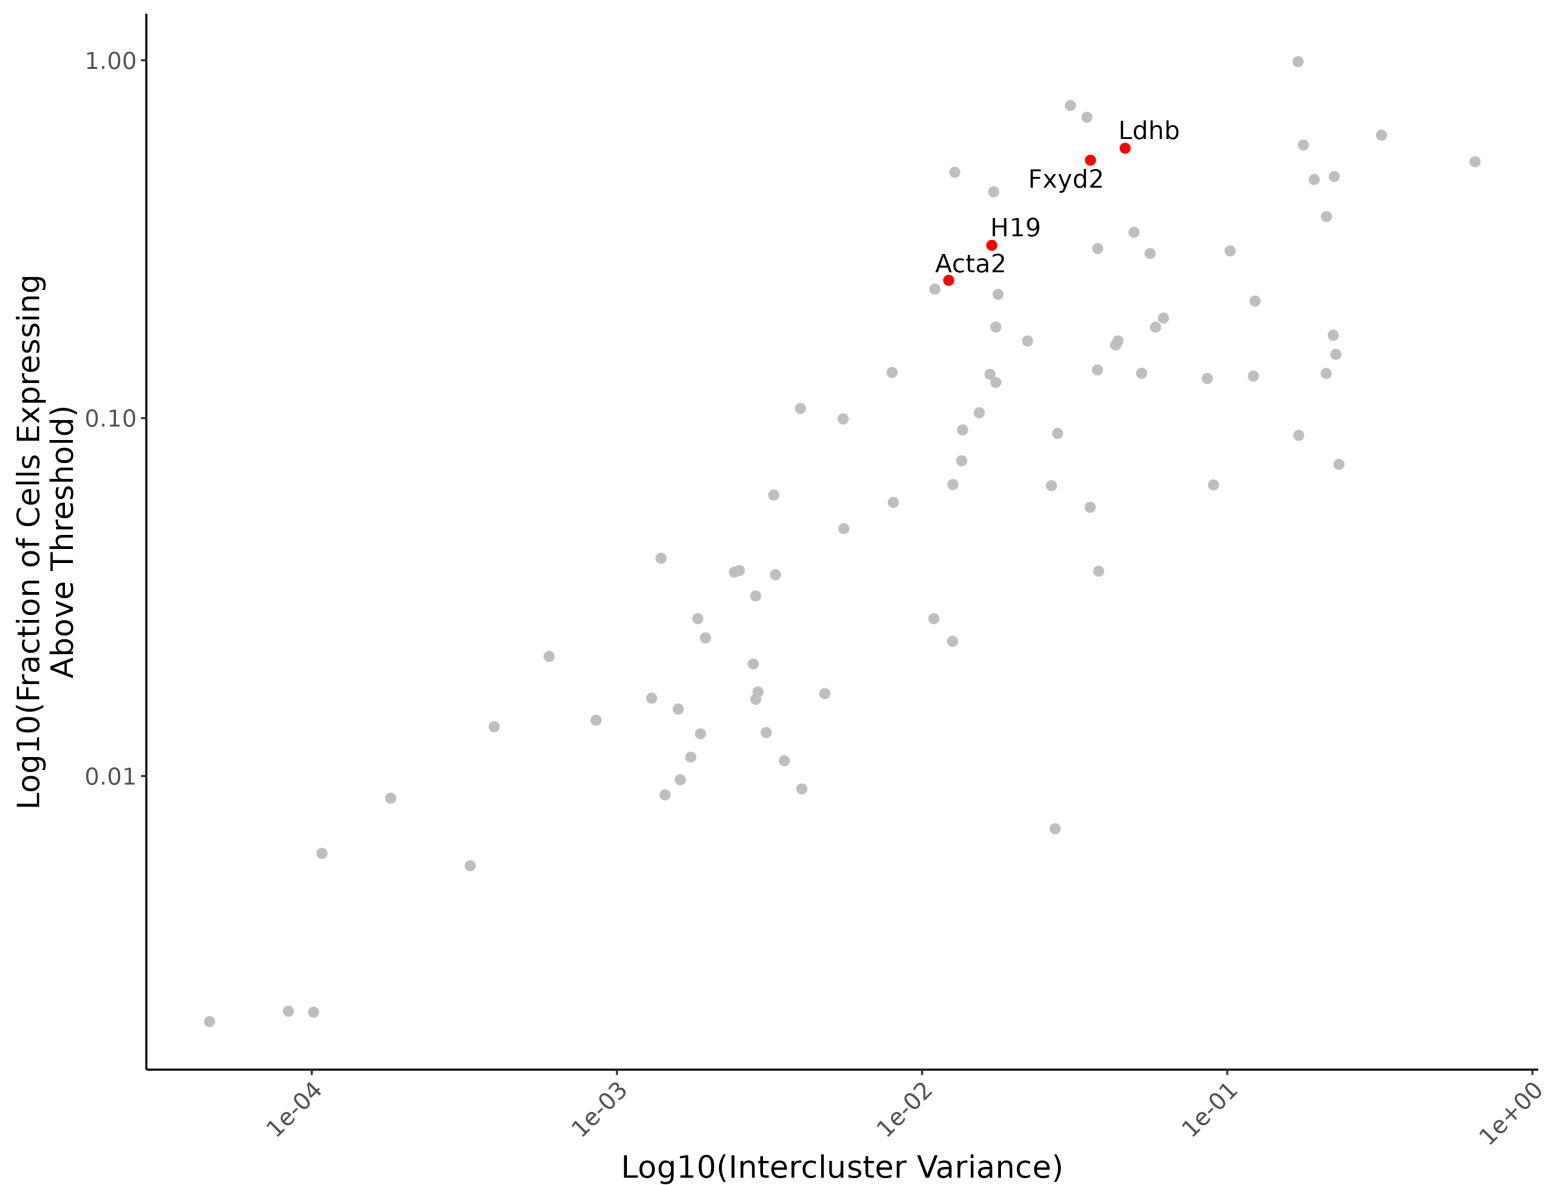

**Fig. S7. Relationship between proportion of cells expressing landmark and intercluster variability.**  
 The four landmark genes with the highest total measured signal in the in situ sequencing experiment are characterized by a higher proportion of nuclei expressing the gene above a threshold relative to the intercluster variance of the gene's expression in the snRNA-seq dataset.

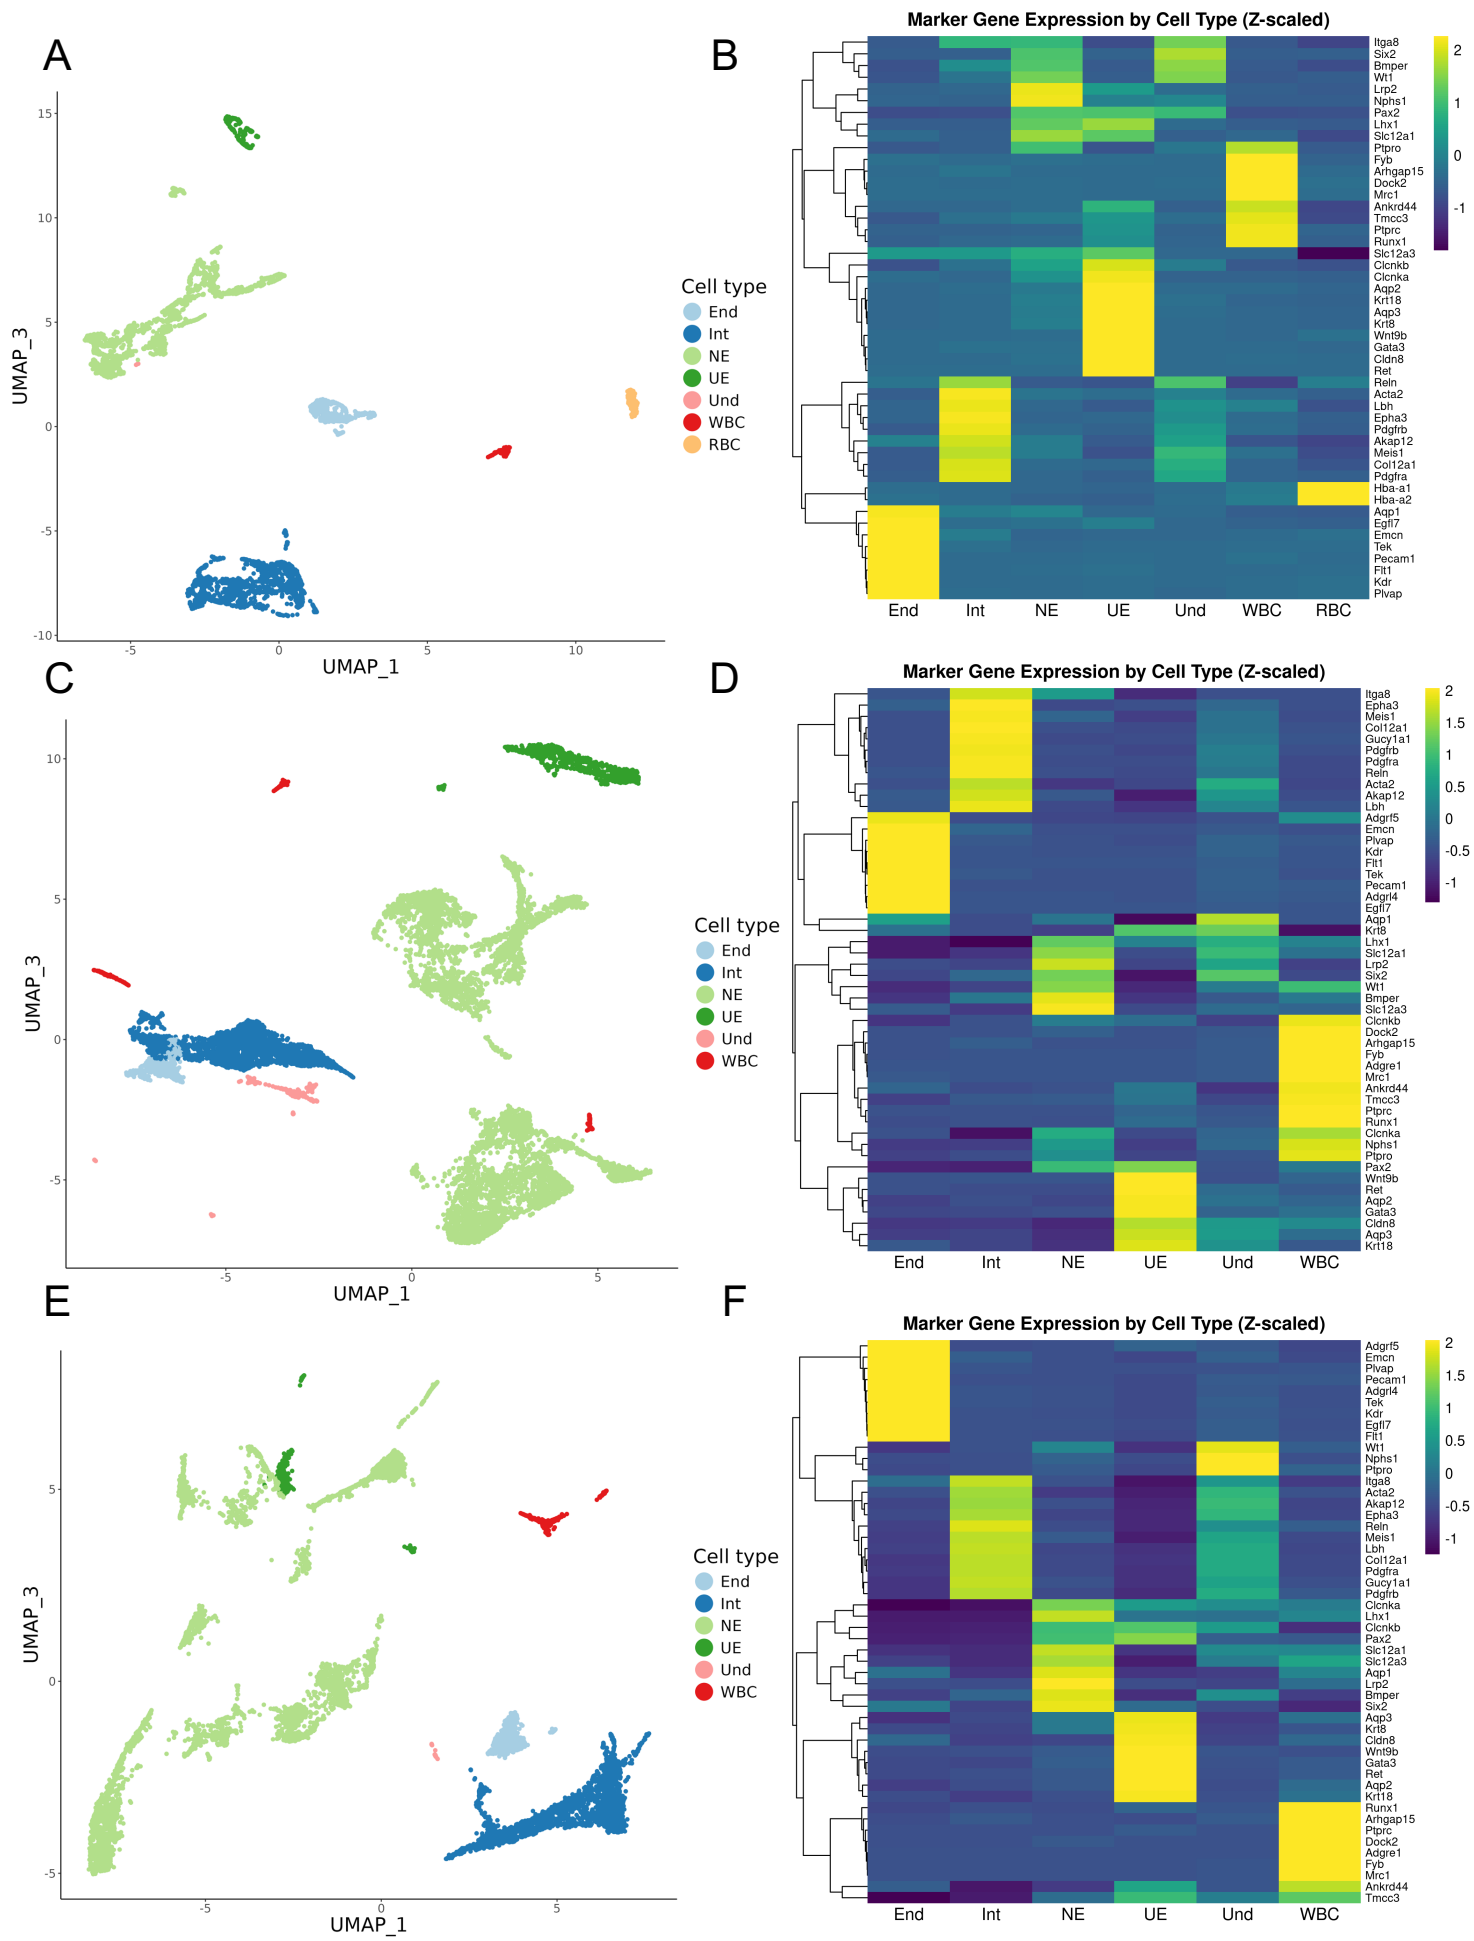

**Fig. S8. Transcriptomic datasets used for spatial inference.**

(A, C, E) Combined single-cell RNA-seq data from E15.5 mouse kidney (A) and single-nucleus RNA-seq data from E18.5 (C) and P3 (E) were used as input to KSTAT to infer spatial gene expression in the developing kidney. UMAPs illustrate transcriptomic diversity, with cells colored by annotated cell type. 

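At E18.5, endothelium-like nuclei made up 6.87% (95% interval 6.53 to 7.22) of the nuclei and leukocyte-like nuclei 0.729%. Ureteric epithelium-like nuclei made up 5.31%. The nephron epithelium was split into nephron progenitor-like (14.6%), early nephron-like (5.14%), podocyte-like (4.96%), proximal tubule-like (9.82%), loop of Henle-like (1.07%) and distal tubule-like (0.719%) nuclei. At P3, endothelium-like nuclei made up 8.06% and proximal tubule-like nuclei 17.9%. Of the latter, 826 formed a cluster in which scrublet called 92.9% of nuclei doublets. No cluster was named erythroid at either age. The rule on Alas2 kept 12.7% of nuclei at E18.5 and 13.3% at P3 out of this class, in clusters with median depths of 1249 and 970.0 UMIs. At P3, another 0.374% were kept out of the endothelium-like class by the rule on scores. The rule on markers among the leading genes kept a further 7.91% out of the early nephron-like class. Their 10 leading genes held 2 nephron progenitor markers and 0 early nephron markers.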

All expected kidney populations are represented, including endothelium (End), interstitium (Int), leukocytes (WBC), nephron epithelium (NE), ureteric epithelium (UE), undetermined cells (Und), and erythrocytes (RBC).

(B, D, F) Heatmaps showing the mean expression of representative marker genes for each cell type at the corresponding developmental stage.

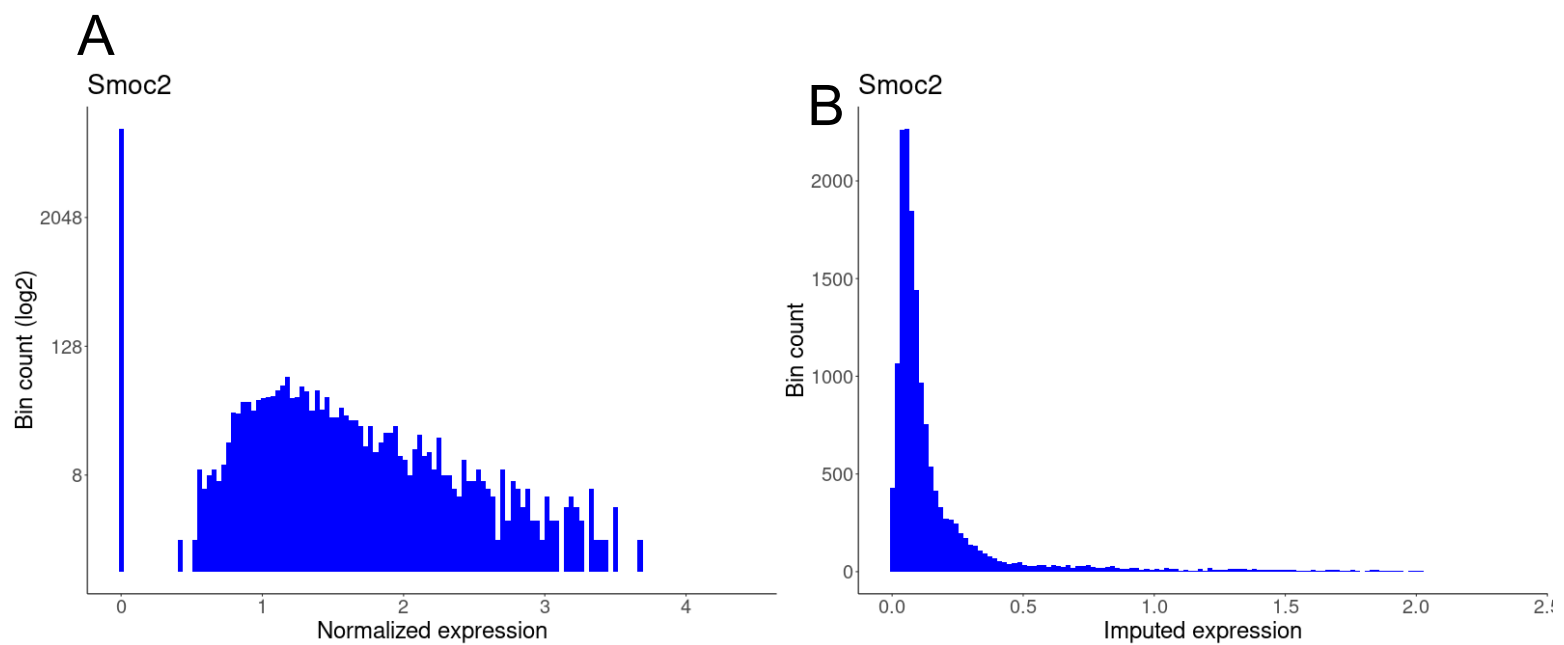

**Fig. S9. Distributions of normalized and imputed expression values.**

In panel A we show the distribution of normalized counts for the landmark *Smoc2*. Note that the y-axis is on a log-scale. This was necessary for visual clarity since the data is zero-inflated. 

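Smoc2 had 0 UMIs in 89.5% (95% interval 89.0 to 89.9) of E18.5 nuclei. A Poisson model with a mean proportional to each nucleus's total gave 84.1%, a difference of 5.39 percentage points. At P3 the observed share was 87.5% and the modelled share 75.6%, a difference of 11.9 percentage points. With a separate Poisson mean for each cluster, the differences were 4.53 and 9.86. With a negative binomial model and 1 dispersion for the gene they reversed, to -0.233 at E18.5 and -0.403 at P3, each within counting error of 0.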

In panel B we show distribution of expression values imputed with MAGIC. This data can be more reasonably modeled as a mixture of two Gaussian distributions.

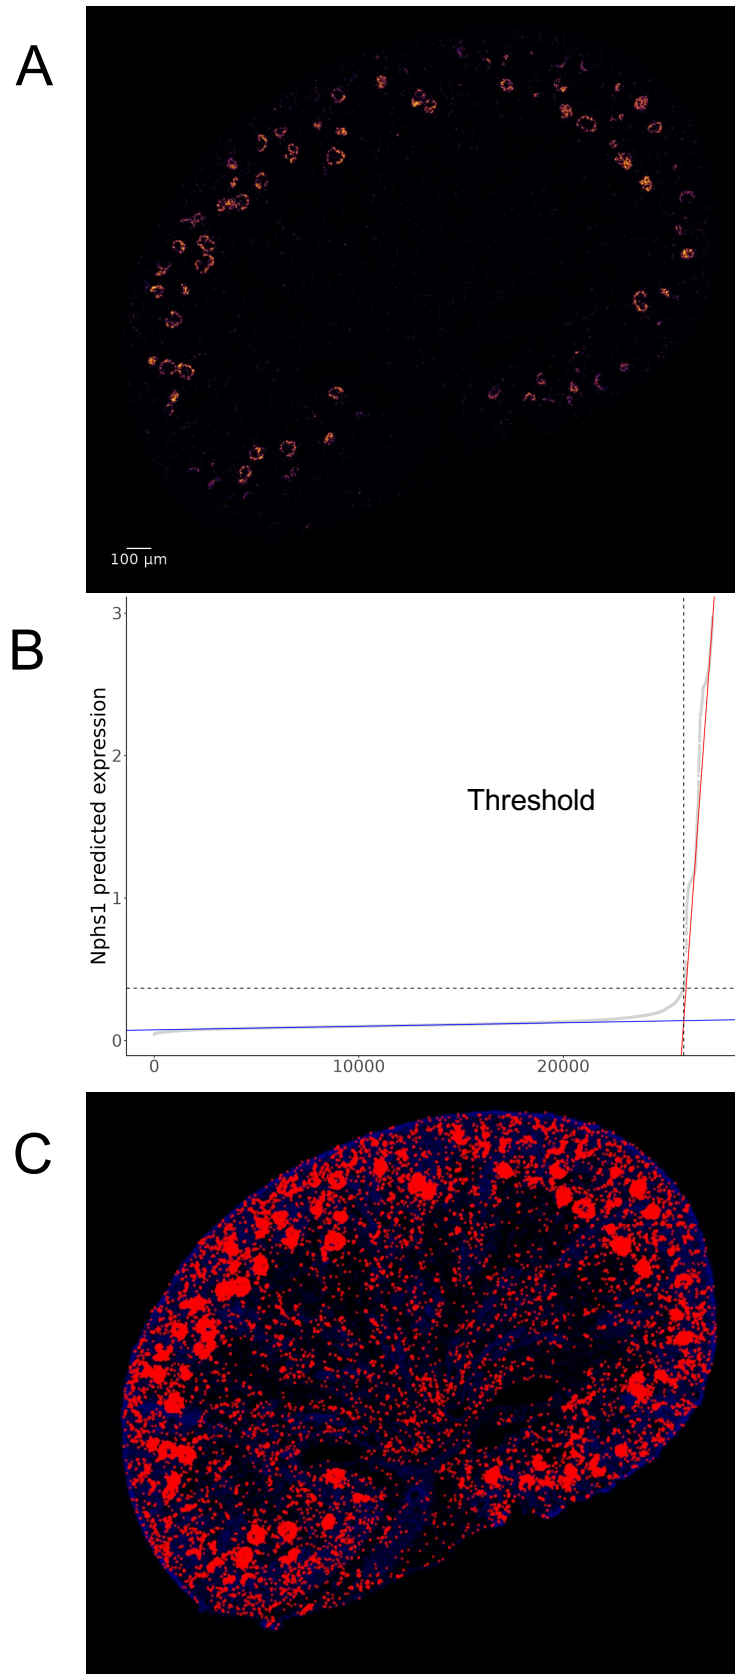

**Fig. S10. Automatic Thresholding of Expected Gene Expression**

(A) Expected expression of Nphs1 calculated using KSTAT and projected into the reference space.

(B) Sorted expected expression reveals an s-shaped curve, where the elbow point distinguishes bins with negligible expression from those containing significant signal. Two linear models are fit to the data, and their intersection point is used to determine the threshold value for filtering.

(C) The filtered image highlights the location of the most significant Nphs1 expression.

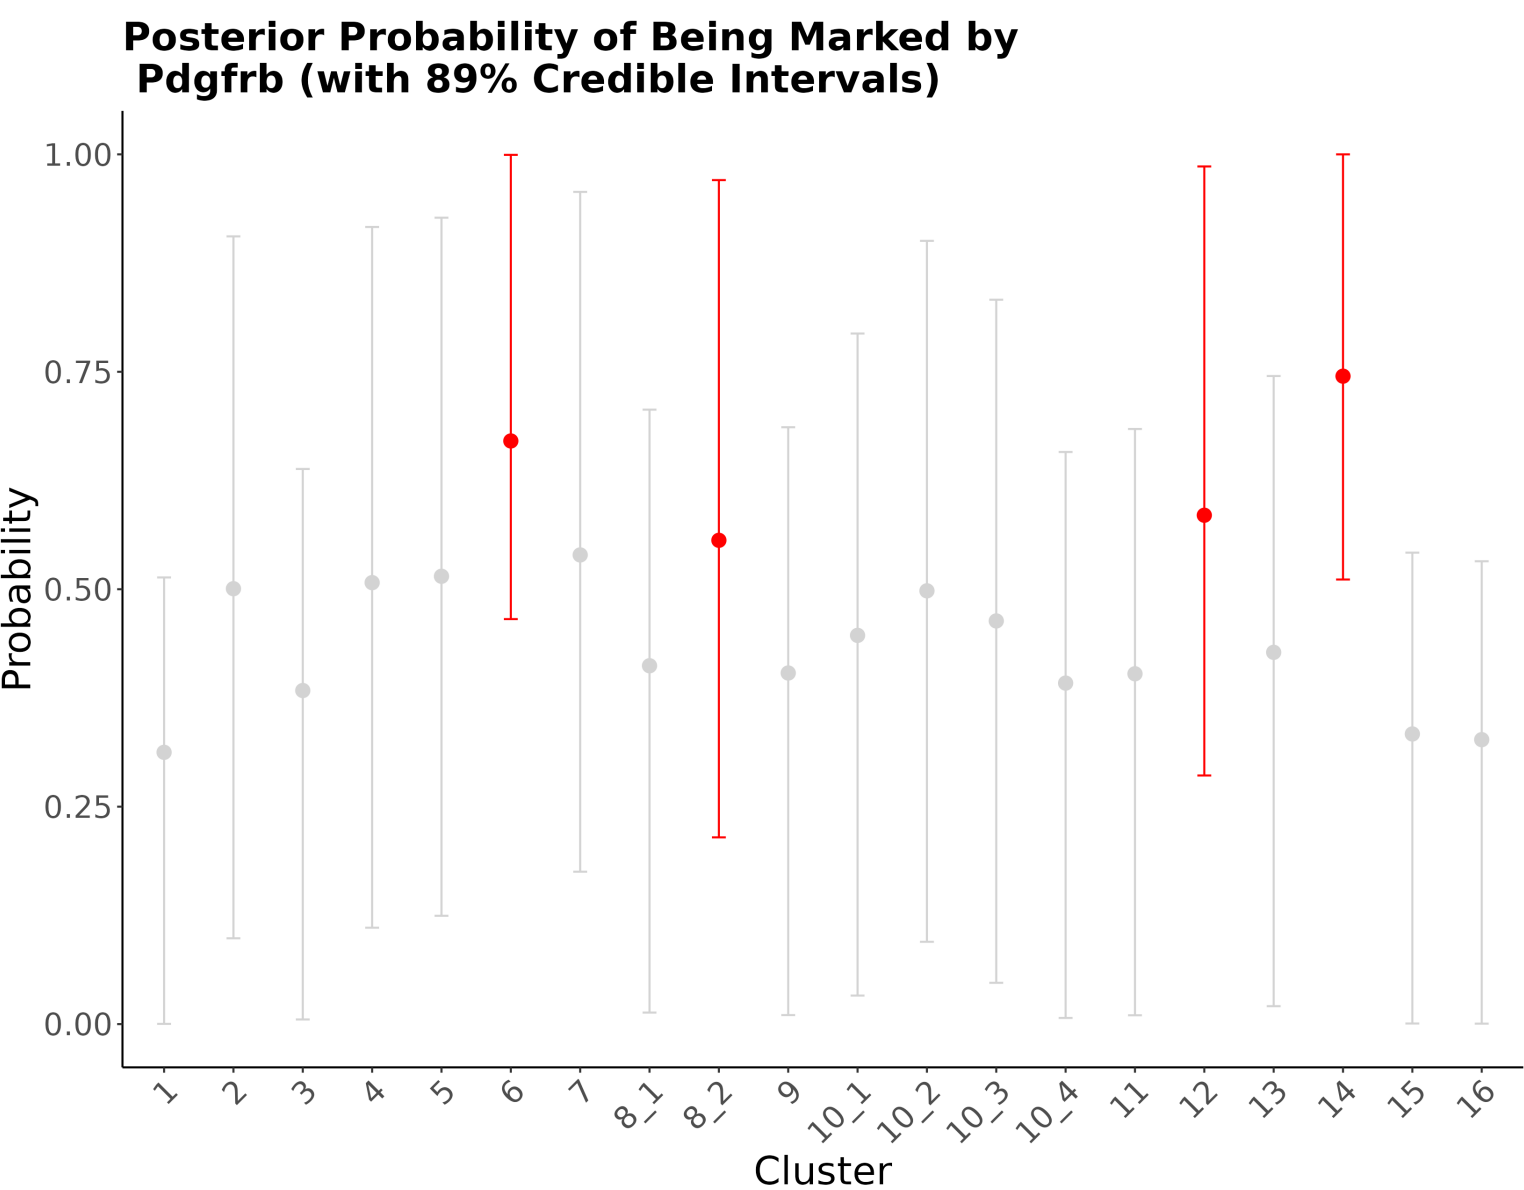

**Fig. S11. Probability of cluster being marked by Pdgfrb expression.**  
We computed the posterior probability that each cluster of interstitial cells would be marked by Pdgfrb expression. This plot depicts the 89% credible intervals for this probability for each cluster. The intervals for the four clusters with the highest posterior probability are colored red.

Table S1. Reconstruction error for landmark genes.

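Table S1 lists an error for each landmark gene, the distance between its measured and its reconstructed spatial distribution, from the full model and from the model fitted without that gene. Beside each error stands a p-value, the share of random placements of the signal in the section whose distance from the measured distribution is as small. The p-value from the full model is above 0.05 for Crabp2 and Dkk2, and the leave-one-out value is above 0.05 for Foxd1, Rprm, Six2 and Tyrobp. The share of E18.5 nuclei with a UMI of the gene was 1.20% for Crabp2, 8.53% for Dkk2, 9.56% for Foxd1, 2.62% for Rprm, 3.20% for Six2 and 1.57% for Tyrobp. Across the 86 genes, this share had a rank correlation of -0.406 with the leave-one-out error and -0.362 with the full-model error, and genes are not independent replicates.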

Table S2. Ligand-receptor interaction scoring.

How the deposited data were processed for this re-analysis (not part of the article)

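Single-nucleus RNA sequencing of whole mouse kidneys was analysed for 2 libraries, 1 at E18.5 and 1 at P3. Kidneys of several mice, male and female, were pooled before nuclei were isolated, and no library was replicated. The in situ sequencing data and the published single-cell data that the paper also uses, those of E15.5 included, were not analysed here. The spatial predictions, the regulon scores, the imputation, the ligand and receptor statistics and the Sinkhorn divergences were not computed again.

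The deposited values are counts: whole numbers of unique molecular identifiers (UMIs) per gene and barcode, without normalization. Before deposit, the authors aligned the reads and counted UMIs with 10x Genomics Cell Ranger, in release 7.0.0 at E18.5 and 5.0.1 at P3, as the headers of the matrices state. The barcodes are a called subset of droplets, and which step called them is not stated in the labels. The quality limits of the paper's methods had not been applied to them. The genome build, the annotation release and whether intronic reads were counted are not stated either. Of 32285 gene identifiers, 32235 were found in the GENCODE M21 annotation, which was used for chromosomes, intron lengths and biotypes. The labels give floxed Myc and Mycn alleles without Cre on a mixed background at E18.5 and wild-type mice of 1 inbred strain at P3. Age, genotype, background, library and Cell Ranger release thus change together, and no comparison between the ages can separate them.

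Quality limits followed the paper's methods, with the median absolute deviation computed on log values of UMIs and genes. The limits were 699 UMIs and 646 genes per nucleus at E18.5. Kept nuclei had a median of 1970.0 genes at E18.5 and 2358 at P3. Doublets were called with scrublet in scanpy 1.11.5 at an expected rate of 0.1 and were kept in the main results, because the paper's text does not name a doublet filter for these libraries. Several named clusters were rich in called doublets, with 81.0% of 306 nuclei in a podocyte-like cluster at E18.5 as an example, and most of the results for which alternatives were tried were therefore also computed without them. Most values by class at P3, class shares other than that of the interstitium, the levels of Pdgfrb and the Gucy genes by class, and the Xist ratios were not. Counts were normalized with scran 1.30.0 in R 4.3.3, variable genes were ranked by modelGeneVar, and principal components, graphs and clusters came from scater 1.30.1, bluster 1.12.0 and igraph 2.1.4. Interstitium-like nuclei were clustered again in the same way. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for all later steps, and matplotlib 3.10.9 for figures.

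A marker was raised in a cluster when it had at least 10 UMIs there and at least 2 times its level in the other nuclei, with 10 CPM added to both. The lists of markers, the genes to be named and most of the alternatives were fixed before the data were examined. Of the 207 alternatives, 21 were chosen only after clusters or results had been seen. Most of these added unnamed mural clusters to the interstitium-like nuclei. The others added a cluster to the Lef1 ratio, left Lrp2 and Cubn out of the lipid list, or dropped the later naming rules. The genes named are those the paper names for these libraries, the markers of the classes, Xist and genes of the Y chromosome, hemoglobin genes, and the 5 genes with the highest and the 5 with the lowest ratio between the ages in interstitium-like nuclei among those with at least 100 CPM at one age. Genes outside this rule are said to have been chosen after their values were seen. Leading genes of clusters, which were also named after they were seen, are given as leading genes instead. Naming rules that were added after the clusters were seen left 12.7% of E18.5 nuclei and 13.3% of P3 nuclei out of an erythroid-like class, and 7.91% of P3 nuclei out of the early nephron-like class.

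Values of a class are sums of UMIs, compared as ratios with exact conditional binomial intervals. Co-detection was counted after each nucleus was thinned at random to 1000 UMIs, and nuclei with fewer UMIs were left out. Its intervals are Poisson intervals on the number of nuclei with both genes. They are too wide where both genes are common, so an interval that includes 1 does not show independence there. Gene lists were compared with 10000 random lists of genes with at least 1 CPM, drawn from 50 bins of mean expression. The G2/M list came from Seurat 5.3.0 and the Reactome lists from fgsea 1.28.0, in an older release than the paper's. A list of 20 fatty acid oxidation genes was written by hand. With 1 library per age, no p-value, standard error or number of changed genes could be given.

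The methods were tested on simulated data drawn from these libraries. Of 200 genes with a planted change, 193 intervals held the true ratio, and of 2071 unchanged genes, 1993 did. These counts were drawn from the Poisson model that the intervals assume, so the result checks the computation only. It does not test spread between nuclei beyond that model. All 100 planted lists of 50 genes, shifted by 0.3 on the log2 scale, exceeded the 97.5th percentile of their random lists, and 1 of 100 lists without a shift did. For independent genes, the median ratio of observed to expected co-detection over 200 simulations was 1.03 without thinning and 1.00 with it.

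Alternatives were quality limits on the linear scale or none, removal of called doublets, Leiden clustering at a resolution of 1, 20 neighbors for all nuclei or 5 for interstitial clusters, all variable genes, other gene lists, a thinning depth of 2000 UMIs, other models of zeros and other limits of enrichment.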

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

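The tests of Ren1 and of the genes of the sex chromosomes were chosen only after the results were seen.

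Ren1, a gene the paper does not discuss, had 293 CPM in an unnamed cluster of 212 nuclei at E18.5 (cluster 18). It is listed as a signal in a gene outside those the paper discusses. It was found in 19.3% of these nuclei and in 7.09% of interstitium-like nuclei, whose level was 24.6 CPM. The paper does not report this signal. Free RNA should give a similar level in other clusters, and the ratio to interstitium-like nuclei was 11.9, which argues against free RNA as the whole cause. Doublets should raise the share of called doublets, but it was 2.36% against 16.6% in the library. The deposited values were not normalized, so normalization before deposit is not an explanation. Reads shared with a paralog and a variant of the strain were not tested and stay open. Abcc9 with 1018 CPM, Notch3 with 518 CPM and Gata3 with 161 CPM were also found in the cluster. A candidate explanation, untested, is a population of mural cells that produce renin. The other markers listed for such cells had 23.7 CPM (Akr1b7) and 5.92 CPM (Rgs4, from 4 UMIs), which was 9.70 times (95% interval 5.06 to 17.8) and 5.25 times (1.29 to 16.0) their levels in interstitium-like nuclei. The genes of the cluster named here were chosen after their values were seen.

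At P3, Ren1 had 1601 CPM in an unnamed cluster of 26 nuclei (cluster 35), with a UMI in 53.8% of them, and 6.60 CPM in interstitium-like nuclei. It is listed for the same reason. Akr1b7 had 153 CPM in the cluster, Rgs4 had 40.8 CPM and Myh11 had 1040.1 CPM, again chosen after their values were seen. No called doublet was among its nuclei, at 0%. No further explanation was tested for this cluster. Among interstitial clusters, 0 were renin-like at either age, also with the unnamed mural clusters added. That name needs all 3 markers of its list raised, each with at least 10 UMIs. Rgs4 had 4 UMIs in each of the unnamed clusters, so this naming could not decide. No other biological test was made for Ren1 at either age.

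Xist, which the paper does not analyse, had 2366 CPM at E18.5 and 1569.8 CPM at P3. It is listed because the paper does not discuss it, and its presence alone says nothing more than that the pools held females. It was found in 82.8% and 70.3% of nuclei. The summed genes of the Y chromosome, 4 in number, had 175 CPM at E18.5 and 287 CPM at P3. The labels give pools of both sexes without the share of each. A lower share of female nuclei in the P3 pool is a candidate explanation, and it predicts lower Xist and higher genes of the Y chromosome in every class. This held in 11 of 11 classes named at both ages, with Xist ratios from 0.592 to 0.976 and Y chromosome ratios from 1.22 to 1.85. The interval lay below 1 for Xist in 9 classes and above 1 for the Y chromosome in 9 classes. A difference between the ages in the expression of these genes was not tested and stays open, as does one between the libraries, because age, background and library cannot be told apart.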

How the results depend on the processing

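The naming of interstitial clusters without the rule on leading genes, the addition of unnamed mural clusters, the lipid list without Lrp2 and Cubn and the addition of a cluster to the Lef1 ratio were chosen only after the results were seen.

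Removing called doublets reversed the ratio of Lef1 in interstitium-like to all other nuclei at E18.5, from 1.82 to 0.887. With the addition of a Lef1-rich cluster that had lost its name, the ratio was 2.24, so the lost name is a candidate explanation. The same removal moved the Wnt5a ratio to 1.84, the Wnt9b ratio to 23.7, the G2/M ratio to 1.28, the lipid ratio to 1.54, and the interstitium-like share to 24.0% at E18.5 and 28.7% at P3. At E18.5 it left 0 clusters enriched for Pdgfrb and 0 smooth muscle-like or mesangial-like clusters. For the values other than Lef1, the cause was not tested. The lost name also changed the interstitium-like class behind the E18.5 values of Wnt5a and Pdgfrb.

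Quality limits on the linear scale moved the ratio of Podxl in endothelium-like to podocyte-like nuclei to 0.238, the G2/M ratio to 1.11 and the lipid ratio to 1.45. Leiden clustering gave 0.140 for Podxl, 1.11 for G2/M, 1.29 for lipid genes, 26.2% for the P3 interstitium-like share and 0 smooth muscle-like or mesangial-like clusters at E18.5. It gave no value for Pou3f3, because no cluster was early nephron-like. With 20 neighbors, Podxl had a ratio of 0.272, G2/M 1.12 and lipid genes 1.43, and the E18.5 interstitium-like share was 24.1%. All variable genes gave 0.237 for Podxl, 1.14 for G2/M, 1.29 for lipid genes, 24.4% for the P3 share and 0 smooth muscle-like or mesangial-like clusters at E18.5. For these shifts, the cause was not tested. Podxl stayed below 1, and the G2/M and lipid ratios stayed above 1, under each of these alternatives.

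Other gene lists gave a G2/M ratio of 1.13 with the Reactome list, and lipid ratios of 1.32 with fatty acid oxidation genes and 1.18 without Lrp2 and Cubn. The last value shows how much these markers of the class add. The place of proximal tubule-like nuclei as the class with the highest lipid ratio at E18.5 was lost with either of the last lists. At P3, they were highest with fatty acid oxidation genes, at 2.18 against 1.56 in urothelium-like nuclei. Without Lrp2 and Cubn they had 1.23 there, below the 1.29 of leukocyte-like nuclei. At E18.5, clusters with Pdgfrb enrichment numbered 2 at a limit of 1.5 times, which follows from the lower limit. Smooth muscle-like clusters numbered 2 with 5 neighbors, where the cause was not tested, and 2 without the rule on leading genes. Adding unnamed mural clusters raised the E18.5 interstitium-like share to 24.3%.

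The excess of nuclei without Smoc2 over a Poisson model fell from 5.39 to 4.53 percentage points at E18.5, and from 11.9 to 9.86 at P3, when each cluster had its own mean. With a negative binomial model it reversed to -0.233 and -0.403. That model fits a dispersion to the gene itself, which takes up the excess by construction.

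For Smoc2, Slc27a2, Egfl7, Pou3f3, Ass1, Cldn11, Apcdd1, Fzd3, Lrp5 and Lrp6, 21 of 52 alternatives moved a ratio beyond its counting interval. Where a ratio is to the next class, that class was taken anew under each alternative. The ratio of Pou3f3 fell below 1 to 0.277 on the linear scale, 0.617 with 20 neighbors and 0.814 with all variable genes. Lrp5 stayed below 1, and the ratios of the other genes in this list stayed above 1. Across all 36 results, 148 of 207 alternatives stayed within the interval of the reported value or within 1.5 times a count. At P3 the limits on the linear scale are below 0 and kept the same 11765 nuclei as the reported ones, so the 6 alternatives with them could not move and say nothing. The 148 include every alternative for the numbers of nuclei, for the landmark genes without UMIs and for the co-detection ratios. Some co-detection ratios nevertheless changed whether their own interval includes 1. For genes as common as these the Poisson intervals are too wide, so those that include 1 do not exclude an excess. At P3, the excess of Gucy1a1 with Gucy1a2 was 1.05 (95% interval 0.987 to 1.11) at 2000 UMIs and 1.03 (0.988 to 1.08) without thinning, and that of Gucy1b1 with Gucy1a1 was 1.08 (0.993 to 1.17) and 1.06 (0.994 to 1.12). At E18.5, Gucy1b1 with Gucy1a1 rose to 1.14 (1.05 to 1.23) at 2000 UMIs and 1.15 (1.08 to 1.22) without thinning, and the interval then lay above 1.

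Depth limits the pairs with few shared nuclei. Clca3a1 and Cldn11 were found together in 6 thinned nuclei, and thinning to 2000 UMIs changed their ratio from 0.558 to 1.08, within the interval. Classes under 1% of a library rest on 77 to 155 nuclei at E18.5.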

Differences from the paper's values

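The rebuilt clusters and their names are not the paper's, and a difference in a value by class or cluster can come from that alone.

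The paper states that 2 landmark genes had no reads at E18.5. Among the 88 genes searched here, 0 had no UMI. With a gene counted as absent below 10 nuclei, and with every deposited barcode included, the number was again 0, and none of the alternatives set before the data were examined closed the gap. The search says little about the paper's number, because the text does not name the 2 genes, and genes it excluded for lack of reads would not be expected among the 86 of Table S1 that make up most of the set. Foxi1 and Guca2a, which Fig. 1 names and Table S1 does not, had 117 and 72 UMIs.

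The paper's number of mural clusters with Pdgfrb enrichment at E18.5 is 4, chosen by their posterior probability of being marked, modelled on imputed expression. Here a fold limit on counts was used instead, and 1 interstitial cluster reached 2 times the level of all interstitium-like nuclei. This difference of criterion can also contribute to the gap. At a limit of 1.5 times there were 2, and without called doublets 0. Quality limits on the linear scale, Leiden clustering, 20 or 5 neighbors and all variable genes each gave 1. None of the alternatives set before the data were examined closed the gap at E18.5. With 5 neighbors, P3 nuclei gave 4 such clusters, at an age the paper's number is not about.

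Numbers of nuclei after quality control were within 1.5 times of each other, with the paper's 15,389 and 10,008 against 21270 and 11765 here. Shares of nuclei in Fig. S7, read by eye, were also within that range. Fig. S7 counts nuclei above an expression threshold, whereas nuclei with any UMI were counted here, so the measures are not the same. The paper's share was about 57% in Fig. S7, read by eye, for Ldhb against 42.6% here. For Fxyd2 it was about 53% in Fig. S7, read by eye, against 46.2%. H19 was at about 30% in Fig. S7, read by eye, against 26.6%, and Acta2 at about 24% in Fig. S7, read by eye, against 23.1%.

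The paper presents Gucy1a2, Clca3a1 and Cldn11 as expressed without overlap. In single nuclei at E18.5, Gucy1a2 and Clca3a1 were detected together 1.42 times as often as independent genes, and neither an excess nor a deficit was detectable for the pairs with Cldn11. Detection of Cldn11 in 1.79% of thinned endothelium-like nuclei, against 3.06% of interstitium-like nuclei, leaves open that free RNA hides a deficit, so these pairs do not speak against the paper. The paper presents Gucy1a1 and Gucy1a2 as enriched in different mural clusters at E18.5. Both were highest in interstitial cluster 7 here, of 50 nuclei, with Gucy1a2 almost as high in cluster 4, of 1355 nuclei. Their rho across clusters, one of which may be glia, was 0.797, and they were detected together 1.11 times as often as independent genes. For P3, the paper again describes little overlap of Gucy1a1 and Gucy1a2, and their co-detection was 1.11 times the expected number (95% interval 1.03 to 1.20), or 1.05 (0.987 to 1.11) at 2000 UMIs, neither of them a deficit. There it places Gucy1b1 with Gucy1a2 and hardly with Gucy1a1, whereas 65.9% of thinned nuclei with Gucy1b1 had Gucy1a1 and 43.6% had Gucy1a2. These shares follow how often each gene was detected, and against independent detection the ratios were 1.15 (95% interval 1.02 to 1.30) for Gucy1a1 and 1.22 (1.05 to 1.41) for Gucy1a2. At 2000 UMIs they were 1.08 (0.993 to 1.17) and 1.20 (1.09 to 1.32), and the interval for Gucy1a1 then included 1. At either depth the intervals overlap, so the ratios give no order of the pairs. No deficit was detectable for Gucy1a1, although free RNA brings a ratio closer to 1 and could hide one. Of these statements of the paper, that on mural clusters at E18.5 rests on its own transcriptional clusters. The others rest on spatial predictions, which were not computed here. For Gucy1a2, Clca3a1 and Cldn11 the paper also shows enrichment in different interstitial clusters. Here Clca3a1 was highest in interstitial cluster 4, where Gucy1a2 was almost at its highest. The paper describes Gucy1b1 as the sole beta subunit detected, whereas Gucy1b2 had 53 UMIs at E18.5. Its highest level there was 1.58 CPM in ureteric epithelium-like nuclei, 1.15 times (95% interval 0.292 to 4.76) that of the next class. No class led clearly, so free RNA stays open as the source, and these UMIs do not speak against the paper.

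The paper places LEF1 regulon activity and LEF1 in the ureteric bud. Lef1 had 31.3 CPM in ureteric epithelium-like nuclei here, the transcript alone. The paper describes Lrp5 with Fzd3 in nephron progenitors as the receptor of Wnt9b, whereas the entry in bold for Wnt9b in its Table S2 is Fzd3 with Lrp6. Lrp6 had a ratio of 1.29 in nephron progenitor-like nuclei. Lrp5 was lower there than in all other nuclei, with a ratio of 0.863, and the co-detection of both was 1.21 times the expected number with an interval that includes 1, and 1.20 times without thinning with an interval of 1.05 to 1.36.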

Other observations

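The tests of the share of spliced transcripts, of the high-UMI cluster 1 and of Lef1 were chosen only after the results were seen.

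Expression in interstitium-like nuclei was compared between the ages among 2544 genes with at least 100 CPM at one age. Gm19951 had the highest ratio of P3 to E18.5, 10.5 (95% interval 9.08 to 12.3), followed by Spon1 with 5.08, Sorcs3 with 5.00, Kcnip1 with 3.97 and Chrm3 with 3.64. Hbb-bs was lowest with a ratio of 0.122, followed by Hbb-bt with 0.137, then Rpl7 with 0.170, Rps23 with 0.175 and Tpt1 with 0.177. Of these 10 genes, 8 moved the same way in all of 4 other classes, and 0 lie on a sex chromosome. Among the genes with at least 10 CPM at one age, a larger set, the median log2 ratio was -0.14, and that of 76 ribosomal protein genes was -2.11. Intronic reads counted at E18.5 only would make ratios fall with intron length. The correlation across 10952 genes was 0.572 instead, which argues against it, and genes are not independent replicates. A difference shared by the whole library, such as free RNA or the background of the mice, may explain part of the pattern, because ratios in interstitium-like nuclei followed those in proximal tubule-like nuclei with a rho of 0.758. A higher share of spliced transcripts in the E18.5 counts, from cytoplasmic RNA or from introns counted at P3 only, is another candidate explanation. Ratios rose with intron length in proximal tubule-like nuclei too, with a rho of 0.430. Because the ratios of both classes go together, this repeats the first observation and does not test the explanation. Age, genotype, background, library and Cell Ranger release cannot be told apart, and a difference of age stays open, as untested.

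A low-UMI cluster of 2711 nuclei at E18.5, led by ribosomal and histone genes, and one of 1565 nuclei at P3, led by hemoglobin and mitochondrial genes, stayed unnamed. Free RNA or damaged nuclei of all types would leave the markers of most classes near their level in the library. Marker sums lay within 2 times that level for 11 of 12 classes at E18.5 and 11 of 12 at P3, with median ratios of 0.945 and 1.02, which is consistent with this explanation. These classes leave out erythroid cells and glia. In both clusters 4 of the 5 erythroid markers were raised, so a contribution of erythroid cells stays open. A distinct population in these clusters was not tested.

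Cluster 1 at E18.5, of 2265 nuclei, had a median of 6068 UMIs, 1.94 times that of the library, and no class had 3 markers raised in it. Scrublet called 80.6% of its nuclei doublets, and doublets are a candidate explanation. Other clusters with many called doublets kept a name, among them podocyte-like and endothelium-like clusters at both ages, such as an endothelium-like cluster with 86.3% at E18.5 and one of 826 proximal tubule-like nuclei at P3.

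Co-detection above expectation may come from clusters that differ in both genes. The expected number was therefore summed within interstitial clusters at E18.5. Gucy1a1 with Gucy1a2 then had a ratio of 1.04 (95% interval 0.955 to 1.13) and Gucy1a2 with Clca3a1 had 1.115 (0.948 to 1.30). Both intervals include 1. A remaining excess stays open, above all for Gucy1a2 with Clca3a1, whose interval reaches 1.30. For Gucy1b1 with Gucy1a2 the ratio was 1.14 (1.01 to 1.28), an interval only just above 1, which argues weakly against differences between these clusters as the whole cause at E18.5. At P3 the same pair had a ratio of 1.08 (0.924 to 1.24) and Gucy1a1 with Gucy1a2 had 1.05 (0.976 to 1.14). Gucy1b1 with Gucy1a1 had 1.09 (0.967 to 1.23), and all of these intervals include 1. Poisson intervals are too wide for genes this common, so they do not exclude an excess within clusters. Finer differences within clusters were not tested.

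Lef1 was lower in interstitium-like nuclei than elsewhere once called doublets were removed, at a ratio of 0.887. A cluster of 483 nuclei that lost its name is a candidate explanation, because the ratio returned to 2.24 when the cluster was added. No biological explanation was tested for the patterns within the E18.5 library, which holds 1 condition.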
